# Inactivation of *Sirt6* ameliorates muscular dystrophy in *mdx* mice by releasing suppression of utrophin expression

**DOI:** 10.1038/s41467-022-31798-z

**Published:** 2022-07-20

**Authors:** Angelina M. Georgieva, Xinyue Guo, Marek Bartkuhn, Stefan Günther, Carsten Künne, Christian Smolka, Ann Atzberger, Ulrich Gärtner, Kamel Mamchaoui, Eva Bober, Yonggang Zhou, Xuejun Yuan, Thomas Braun

**Keywords:** Neuromuscular disease, Transcriptional regulatory elements, Epigenetics

## Abstract

The NAD^+^-dependent SIRT1-7 family of protein deacetylases plays a vital role in various molecular pathways related to stress response, DNA repair, aging and metabolism. Increased activity of individual sirtuins often exerts beneficial effects in pathophysiological conditions whereas reduced activity is usually associated with disease conditions. Here, we demonstrate that SIRT6 deacetylates H3K56ac in myofibers to suppress expression of utrophin, a dystrophin-related protein stabilizing the sarcolemma in absence of dystrophin. Inactivation of *Sirt6* in dystrophin-deficient *mdx* mice reduced damage of myofibers, ameliorated dystrophic muscle pathology, and improved muscle function, leading to attenuated activation of muscle stem cells (MuSCs). ChIP-seq and locus-specific recruitment of SIRT6 using a CRISPR-dCas9/gRNA approach revealed that SIRT6 is critical for removal of H3K56ac at the Downstream utrophin Enhancer (DUE), which is indispensable for utrophin expression. We conclude that epigenetic manipulation of utrophin expression is a promising approach for the treatment of Duchenne Muscular Dystrophy (DMD).

## Abstract (web summary)

Utrophin is a dystrophin-related protein stabilizing the sarcolemma in absence of dystrophin. Here the authors report that inactivation of the protein deacetylase SIRT6, involved in the deacetylation of the epigenetic mark H3K56ac in muscle cells, increases expression of utrophin and ameliorates dystrophic muscle pathology in mice.

## Introduction

Duchenne muscular dystrophy (DMD) is an X-linked genetic disorder caused by a loss-of-function mutation in the *DMD* gene coding for dystrophin, a 427 kDa sub-membrane cytoskeletal protein^1^. Dystrophin is associated with the inner surface of the sarcolemma and part of a large macromolecular complex of proteins, the dystrophin-associated protein complex, that stabilizes the sarcolemma and plays a key role in the regulation of multiple signaling processes. Absence of dystrophin results in increased membrane fragility and permanent damage of myofibers, prompting continuous rounds of muscle degeneration and regeneration. During disease progression skeletal muscle mass decreases rapidly in DMD patients and muscle tissue is replaced with fibrotic and fatty tissue^2^.

*Mdx* mice harbor a spontaneous loss-of-function mutation in dystrophin gene, which makes them a broadly used animal model to investigate the mechanisms and pathology of DMD^3^. Compared to human DMD patients, *mdx* mice only develop a rather mild phenotype, which is in part due to increased expression of utrophin (*Utrn*)^4^. UTRN is a dystrophin-related protein that shows sequence homology and structural similarities with dystrophin. In normal adult muscles, UTRN is primarily localized at the neuromuscular and myotendinous junction but not at the sarcolemma^3,5,6^. In continuously regenerating dystrophic or injured muscle, *Utrn* is upregulated and redirected to the sarcolemma^7^, although the extent of endogenous *Utrn* expression is not sufficient to completely compensate for the absence of dystrophin^8^. Importantly, transgenic overexpression of *Utrn* markedly improves muscular dystrophy in *mdx* mice, offering a potential treatment option for DMD^9,10^. Therefore, numerous efforts were made to stimulate expression of endogenous *Utrn* using small molecules^11,12^. Although this approach yielded promising results, further research is necessary, which requires more detailed insights into signaling or epigenetic mechanisms controlling *Utrn* expression. Mechanisms that remove active chromatin marks at the *Utrn* gene during development might be particularly interesting in this context, since expression of *Utrn* is strongly downregulated during the transition from embryonic to adult stages^13,14^.

Mutations in the dystrophin gene lead to global transcriptional changes^15,16^, which reflect cellular efforts to cope with the disease condition, but might also further aggravate progression of the disease. Such changes include epigenetic modifiers, which have attracted particular attention. In fact, previous studies uncovered that enzymes affecting histone lysine acetylation level are directly associated with DMD pathogenesis^17,18^. For example, histone acetyltransferase p300/CBP is significantly downregulated in *mdx* muscles, while expression and activity of the histone deacetylase HDAC2, which belongs to class I HDACs, are upregulated. Repression of HDAC2 activity ameliorates dystrophic changes in *mdx* muscles and promotes functional recovery^19,20^. Likewise, sirtuins, which belong to the HDAC class III deacetylase family and comprise seven members (SIRT1–SIRT7), play a major role in many human pathologies by sensing and coordinating stress responses^21^. Activation of SIRT1 leads to beneficial effects in *mdx* mice by attenuating oxidative stress and inflammation and suppressing tissue fibrosis^22–24^. So far, mainly small molecules such as resveratrol were used to directly stimulate SIRT1 activity. However, recent evidence indicates that sirtuins form a complex regulatory network, in which SIRT7 suppresses SIRT1, offering a means to indirectly control SIRT1 via SIRT7^25,26^. At present, little is known about the function of SIRT7 and its paralogue SIRT6 in skeletal muscles, which together with SIRT1 represent a subgroup of predominantly nuclear-localized sirtuins. SIRT6 plays a pivotal role in heterochromatin stabilization through deacetylation of H3K9ac, H3K18ac and H3K56ac. Germline inactivation of *Sirt6* leads to significant reduction in fiber cross-sectional diameter and increased muscle fibrosis, albeit muscle-specific ablation of *Sirt6* does not cause a strong muscle phenotype with the exception of impaired glucose homeostasis and insulin sensitivity, suggesting that adverse effects on muscle morphology in germline *Sirt6* mutants do not originate from muscle fibers^27^.

In this study, we analyzed the expression of different sirtuins in muscles of *mdx* mice and detected decreased *Sirt1* but increased *Sirt6* expression both in quiescent MuSC and in muscle fibers. Pax7-Cre mediated inactivation of *Sirt6* in *mdx* mice normalized pathological features of dystrophic muscles and attenuated persistent activation of MuSC, whereas no obvious morphological and functional abnormalities were detected in skeletal muscles of *Sirt6* mutants. The absence of *Sirt6* resulted in massive hyper-acetylation of H3K56, indicating that SIRT6 is the dominant H3K56ac deacetylase in skeletal muscle. Mechanistically, we found that SIRT6 suppresses *Utrn* expression in dystrophic muscles via deacetylation of H3K56ac at the downstream utrophin enhancer (DUE). We reason that upregulation of *Utrn* expression in the absence of *Sirt6* is the main cause of improved muscle function in *Sirt6*^*mKO*^*/mdx* compound mutants, since inactivation of *Utrn* in *Sirt6*^*mKO*^*/mdx* mice prevented the beneficial effects of the loss of *Sirt6* in *mdx* mice.

## Results

### SIRT6 is upregulated in skeletal muscles and MuSCs of mdx mice

The continuous damage of skeletal muscles in DMD leads to myofiber degeneration and induces inflammation and fibrotic responses. In addition, muscle stem cells (MuSCs) will become activated to repair damaged fibers. To determine the impact of inflammation and chronic muscle regeneration on the transcriptional profile of MuSC, we performed RNA-seq of MuSCs isolated from wild type and *mdx* mice. We detected 2056 deregulated genes in *mdx* MuSCs compared to wild type (hereafter referred as control), with more than 125 biological processes that were significantly affected (Fig. 1a, b). GO term analysis revealed that many of deregulated genes are related to apoptosis, cell cycle, transcription, cellular stress responses, and responses to cAMP (Fig. 1b). To explore whether gene expression changes also have a functional impact, we performed TUNEL and EdU incorporation assays. Apoptosis was increased in *mdx* MuSC, probably to clear damaged and non-functional MuSCs required for an effective muscle regeneration (Supplementary Fig. 1a). In vivo EdU incorporation assays demonstrated a substantial increase of MuSCs proliferation (Supplementary Fig. 1b). The increase of cell cycle activity corresponds well to changes in cAMP signaling, which plays an important function to keep MuSCs in the quiescent state^28^. Furthermore, ~100 stress response-related genes were upregulated in freshly isolated *mdx* MuSCs, which probably evoke cellular countermeasures to master the inflammatory, adverse environment in dystrophic muscles (Supplementary Fig. 1c and Supplementary Table 1).

**Fig. 1:**
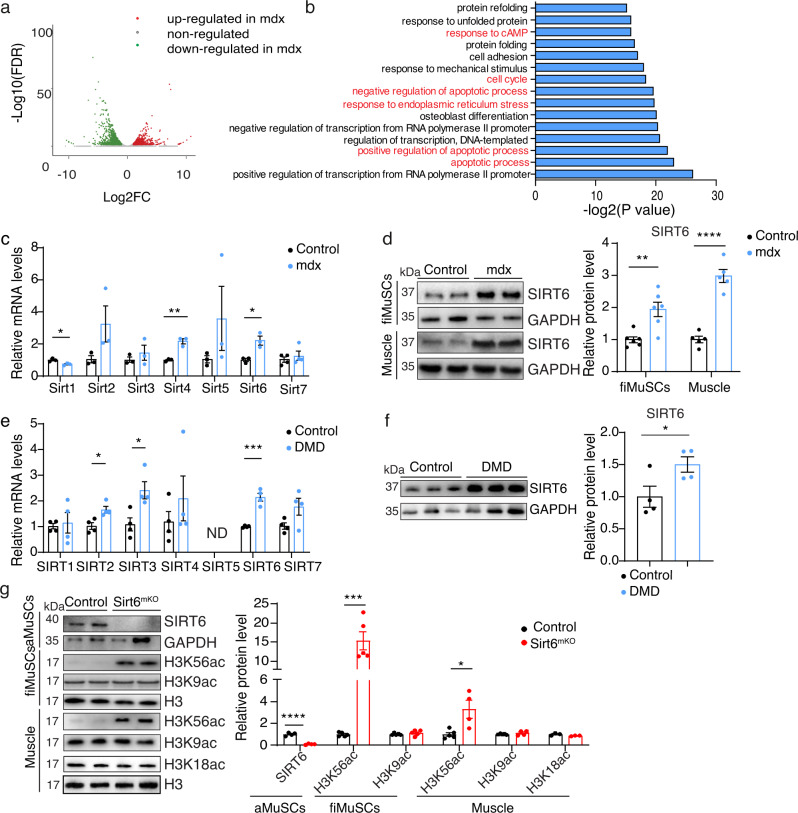
SIRT6 is upregulated in muscle cells of *mdx* mice and controls H3K56ac levels. **a** Volcano plot of differential expressed genes in freshly isolated MuSCs from wild-type and *mdx* mice. The vertical axis (*y*-axis) corresponds to the mean expression value of log10 (FDR), and the horizontal axis (*x*-axis) displays the log2-fold change value. Red dots represent upregulated transcripts in *mdx* mice; green dots represent downregulated transcripts. Benjamini-Hochberg test, two-sided. **b** Top 15 biological processes (BP) deregulated in *mdx* versus wild type MuSCs. Fisher’s exact test, two-sided. **c** RT-qPCR analysis of sirtuin expression in freshly isolated MuSCs (fiMuSCs) from wild type mice (hereafter referred to as control) and *mdx* mice. *m36b4* was used as a reference gene. (*p = 0.0235, **p = 0.0024, *p = 0.0136; *Sirt1-6:* *n* = 3; *Sirt7*: *n* = 4). **d** Western blot analysis of SIRT6 expression in freshly isolated MuSCs (fiMuSCs) and muscle tissues from control and *mdx* mice. GAPDH was used as loading control. Quantification of protein bands are shown on the right (**p = 0.0037, ****p < 0.0001; fiMuSCs *n* = 6; muscle *n* = 5). **e** RT-qPCR analysis of expression of different sirtuins in myoblasts derived from healthy (referred to as control) and DMD patients (*p = 0.0145, *p = 0.0192, ***p = 0.0003; *n* = 4). ND non-detectable levels. **f** Western blot analysis of SIRT6 expression in myoblasts derived from control and DMD patients. GAPDH was used as loading control. Quantification of protein bands are shown on the right (*p = 0.0484; *n* = 4). **g** Western blot analysis of SIRT6 level in proliferating MuSCs isolated from WT and Sirt6^mKO^ mice 3 days after in vitro culture (ASCs). H3K56ac, H3K9ac, and H3K18ac levels in freshly isolated MuSCs (fiMuSCs) and in muscle tissues from WT and *Sirt6*^*mKO*^ mice are shown as well. GAPDH or Histone H3 was used as loading control. Quantification of protein bands are shown in the right (****p < 0.0001; ***p = 0.0003; *p < 0.0167, Sirt6: *n* = 4; H3K56ac, H3K9ac: *n* = 5; H3K18ac: *n* = 3). For **c**–**g** unpaired two-tailed *t*-test. Males, 8–12 weeks old were used. Data are presented as mean ± SEM (**c**–**g**). Source data are provided in the Source Data file.

Since sirtuins are critical regulators of cellular stress responses, we asked whether expression or activity of sirtuins is deregulated in muscular dystrophy. Surprisingly, only *Sirt6* was significantly upregulated in *mdx* MuSCs among the nuclear sirtuins, whereas *Sirt1* was downregulated (Fig. 1c). Consistently, protein levels of *Sirt6* were markedly elevated in both MuSCs and muscle tissues of *mdx* mice (Fig. 1d). mRNA and protein levels of *Sirt6* were also markedly upregulated in DMD patient derived myoblasts carrying different dystrophin gene mutations, recapitulating the situation in *mdx* MuSCs and myofibers (Fig. 1e, f).

To investigate the role of *Sirt6* in muscle tissue homeostasis and regulation of MuSCs, we specifically inactivated *Sirt6* in the skeletal muscle lineage using mice expressing constitutively active Cre recombinase under control of the Pax7 promoter (*Pax7-ICNCre*^*pos*^). PCR-based genotyping revealed that deletion of *Sirt6* was highly efficient in MuSCs of *Pax7-ICNCre*^*pos*^*Sirt6*^*fl/fl*^ mice (hereafter referred as Sirt6^mKO^) (Supplementary Fig. 2a, b). SIRT6 has been described to deacetylate H3K9, H3K18, and H3K56. However, analysis of the acetylation status revealed that loss of *Sirt6* only caused a massive increase of histone H3K56ac levels but no detectable change of histone H3K9ac and H3K18ac, indicating that SIRT6 is the dominant deacetylase for H3K56ac in MuSCs and muscle tissue (Fig. 1g). 

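MuSCs, the PAX7-positive stem cells that lie beneath the basal lamina of myofibers, were isolated by FACS from control mice and from mice in which Cre recombinase under control of the Pax7 promoter deletes the floxed exons 4 to 6 of *Sirt6*. RNA of 3 control and 3 Sirt6mKO samples was sequenced, with 1 library per sample. The methods name RiboMinus depletion and an Ion Total RNA-Seq kit for this step, whereas the labels of the deposited libraries name RiboGone depletion and a SMARTer stranded kit. The controls are Cre-negative mice with floxed *Sirt6* in the supplementary legend and wild type in the labels. The statistics section gives 2 replicates for the RNA-seq, whereas the legend of Supplementary Fig. 2 and the deposit give 3 per group. The authors trimmed the reads with Reaper, aligned them to the mouse genome mm10 with STAR and counted them per gene with featureCounts, leaving out reads on more than 1 gene or region. Whether the strand of the reads was used in counting is not stated in the paper's text.

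The deposited table gives a whole number for each of 25166 genes in each library, without mitochondrial genes, and its unit is not named. These values, called signal here, were tested for the steps that a scaling leaves behind. Among the whole numbers from 1 to 60, no gene of control replicate 1 had 11 of them, and no gene of control replicate 3 had 27, while in each of the other libraries all of them occurred. Such gaps arise when reads per gene are divided by 1 factor per library and rounded. The factors that best account for the values were 1.202, 1.341 and 1.058 for Sirt6mKO replicates 1, 2 and 3, and 0.813, 1.371 and 0.558 for control replicates 1, 2 and 3. Multiplied back, the Sirt6mKO libraries hold 2799359, 3177992 and 2472840 reads on genes and the control libraries 1900935, 3210311 and 1267629. A single read is therefore worth a signal of 1.793 in control replicate 3 and of 0.729 in control replicate 2, and low values of control replicate 3 are the least precise. The total signal per library ran from 2272307 to 2369973, with a median of 2337101 in Sirt6mKO and 2337828 in the controls, and the 10 most abundant genes held 4.73 to 5.3% of it. Floors of 3 reads are used for genes with every library of a group at or under 3 reads, and they cover counting error only.

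Because the values are no longer counts, the comparison used limma-trend on log2(signal + 1) for the 14227 genes with a mean signal of at least 5. A gene counted as changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2, the thresholds that the methods name for MuSCs.

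**Figure D1:**
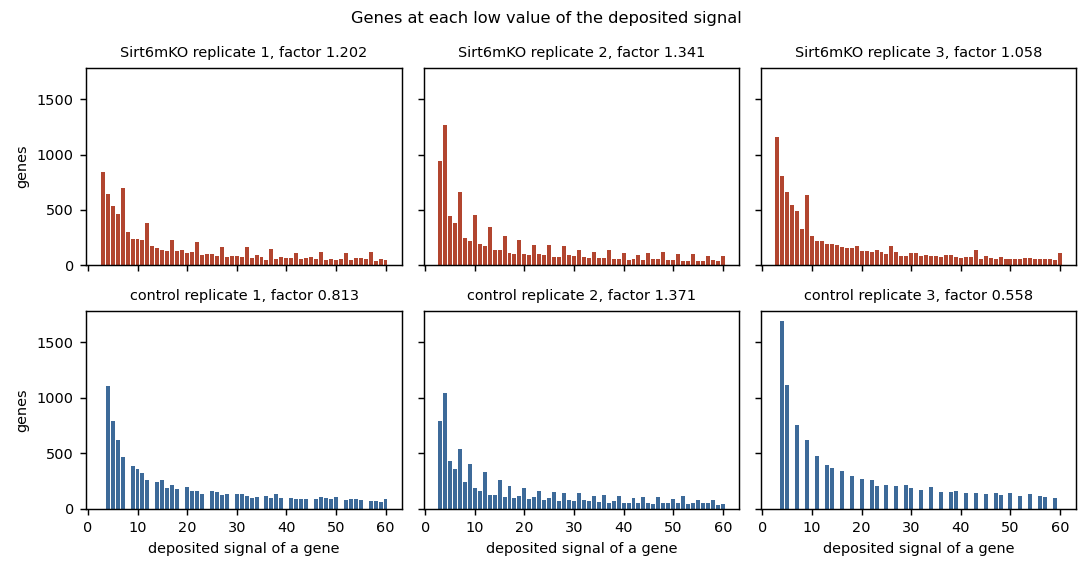
Number of genes (y axis) at each whole value of the deposited signal from 3 to 60 (x axis), 1 panel per library. Control replicate 3, in which 1 read is worth a signal of 1.793, has gaps between occupied values.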

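*Sirt6* itself (ENSMUSG00000034748, chromosome 10 of GRCm38, 81621785 to 81627797) had a signal of 17.33 ± 3.79 (SD, n = 3) in the libraries labelled Sirt6mKO and 18.33 ± 1.53 (SD, n = 3) in the controls. Its log2 fold change was -0.10 (standard error 0.29, limma-trend with Benjamini-Hochberg adjusted p = 0.91). It stayed between -0.21 and 0.09 when 1 library was left out in turn, and was above 0 only without Sirt6mKO replicate 3. The floxed exons make up 237 of the 1891 nucleotides of its main transcript, or 12.5%, so a loss of these exons alone would lower the gene-level value by only 0.19 on the log2 scale. The deposited table holds no value per exon, so that the labels cannot be checked on this gene, and the groups are named by their labels.

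The signal was higher in Sirt6mKO for 223 genes and lower for 145. Without the minimum fold change, limma-trend with Benjamini-Hochberg adjustment gave 376 higher and 267 lower genes, and 2577 of the tested genes had an unadjusted p under 0.05. Over all tested genes, 21.2% had every Sirt6mKO library above or below every control library, whereas chance gives this separation for 10% of genes. Such a separation has an exact permutation p of 0.1, the smallest two-sided p that 3 libraries against 3 allow. The median log2 fold change was 1.75 among the higher and -1.61 among the lower genes, or 1.70 and -1.61 with genes at the floor of 3 reads set to their bounds. Of the higher genes, 140 differed by 2-fold to 4-fold and 83 by 4-fold or more, and of the lower genes 104 and 41, and with the bounds 74 of the higher genes differed by 4-fold or more. Among the fits with 1 library left out, the count of higher genes fell most without Sirt6mKO replicate 2, to 97 higher and 96 lower genes, and without Sirt6mKO replicate 1 it was 101, with 84 lower genes. Without control replicate 2, 90 genes were lower. Among the other settings, a mean signal of at least 50 moved the counts by the largest ratio, to 76 and 52 among 7394 tested genes, and the adjusted p alone added the most genes.

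The ranking of the largest fold changes depends on the pseudocount of 1. Among genes with separate groups, the 5 with the largest fitted fold changes all had control libraries at or under the floor of 3 reads. They were *Rps2-ps13*, a processed pseudogene that was at least 40.16-fold higher in Sirt6mKO, *Clec3b*, at least 18.57-fold, *Rprl3*, at least 17.33-fold, *Gm31517*, at least 15.73-fold, and *Dync1i1*, at least 7.64-fold. For *Rps2-ps13* the signal was 233, 202 and 17 in Sirt6mKO replicates 1, 2 and 3 and 0 in all controls. With limma voom on the recovered reads, a setting chosen after seeing the data, its adjusted p was 0.15, the highest of its alternatives, which started at 1.3e-05. At the other end, *Eps8l1* (chromosome 7, 4460674 to 4480487) had a signal of 4.0 ± 2.0 in Sirt6mKO and 81.33 ± 18.77 in the controls (SD, n = 3 per group), a log2 fold change of -4.10 (standard error 0.35, limma-trend with Benjamini-Hochberg adjusted p = 8.0e-05). *Aff2* (chromosome X, 69360294 to 69868037) had a signal of 5 in every Sirt6mKO library and 80, 90 and 70 in the controls, with a log2 fold change of -3.75 (standard error 0.26, adjusted p = 2.8e-05 from the same limma-trend test). Both overlap a gene annotated on the other strand. *Gm11942* was at least 10.57-fold lower, *Olfr1507* at least 5.55-fold lower and *Gm43305* at least 5.68-fold lower, each with all Sirt6mKO libraries at or under the floor.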

RNA-seq analysis of Sirt6-deficient MuSC identified 189 moderately upregulated genes, which is surprising given the massive increase of H3K56ac (Supplementary Fig. 2c). The upregulated genes belonged to related to muscle contraction, skeletal muscle tissue and organ development and extracellular matrix (Supplementary Fig. 2d, e). 

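The heat map of Supplementary Fig. 2e holds 30 genes under 5 gene ontology terms, and some genes stand under more than 1 term. In the comparison of libraries labelled Sirt6mKO with control libraries, 29 of the 30 were past both thresholds, and adjusted over the list alone 30 were. Since the study picked these genes on the same libraries, neither count is independent evidence. All 30 were higher in every Sirt6mKO library than in every control library, with a median log2 fold change of 1.67 and a range of 1.03 to 3.55. Without Sirt6mKO replicate 1, and likewise without Sirt6mKO replicate 2, 15 of the genes were past the thresholds, and without control replicate 2, 19 were. In 14 of the 30 the limma-trend adjusted p stayed at or under 0.05 whichever library was left out. Another gene overlaps 7 of the 30 in the annotation.

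The 11 genes under muscle contraction had a median log2 fold change of 2.15, or 2.09 with *Trdn* at its bound. With limma-trend on all libraries at a pseudocount of 1, the largest single value among them was that of *Lmod2* (chromosome 6, 24597762 to 24605414). This gene encodes the actin-binding protein leiomodin and had a signal of 302.33 ± 54.04 in Sirt6mKO and 38.33 ± 14.01 in the controls (SD, n = 3 per group). Its log2 fold change was 2.99 (standard error 0.23, limma-trend with Benjamini-Hochberg adjusted p = 5.8e-05), between 2.77 and 3.26 with 1 library left out. Without control replicate 1, *Cacna1h* stood above *Lmod2*, at 3.36 against 2.77. Without Sirt6mKO replicate 3, *Myot* did, at 3.20 against 2.92. For *Acta1* (chromosome 8, 123891769 to 123894751), the skeletal muscle actin, the signal was 548, 656 and 143 in Sirt6mKO replicates 1, 2 and 3 and 118, 131 and 93 in the controls. Its log2 fold change of 1.71 (standard error 0.42, limma-trend adjusted p = 0.035) passed the threshold in only 1 of the 6 fits that left out a library, namely without Sirt6mKO replicate 3. Its adjusted p ran from 3.0e-05 to 0.30 over all alternatives to the limma-trend fit. The control libraries of *Trdn* were at or under 3 reads, and it was at least 4.26-fold higher, with an adjusted p at or under 0.05 in 2 of those 6 fits, the ones without Sirt6mKO replicate 3 and without control replicate 1. Sirt6mKO replicate 3 stood lower than the other two on these genes, with a median of 1.27 log2 units over the control mean against 2.60 and 2.67. The 5 genes under skeletal muscle tissue development had a median log2 fold change of 1.90, the 5 under cation channel activity 1.56 and the 5 under muscle organ development 1.60.

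Under extracellular matrix, 10 of 11 genes were past the thresholds, with a median log2 fold change of 1.23 over the 11. *Col1a2* (chromosome 6, 4504814 to 4541544), a chain of type I collagen, had a signal of 1081 ± 267.85 in Sirt6mKO and 100.33 ± 62.94 in the controls (SD, n = 3 per group), a log2 fold change of 3.55 (standard error 0.31, limma-trend with Benjamini-Hochberg adjusted p = 8.5e-05). *Bgn* (chromosome X, 73483602 to 73495933), which encodes the proteoglycan biglycan, rose by 1.07 on the same scale (standard error 0.18, adjusted p = 0.0050 from the same limma-trend test). *Col11a1* had its 3 control libraries at or under 3 reads and a signal of 2, 40 and 23 in Sirt6mKO replicates 1, 2 and 3. By the mean of Sirt6mKO it was at least 5.78-fold higher. This bound rests on Sirt6mKO replicates 2 and 3, since replicate 1 is itself under 3 reads. The limma-trend adjusted p of *Col11a1*, 0.050, lay just above the threshold before rounding. The gene passed the threshold without Sirt6mKO replicate 1, with an adjusted p of 0.0087 in a range of 0.0087 to 0.27 over all alternatives to the limma-trend fit. *Tagln*, listed under muscle organ development, had a log2 fold change of 1.60 (standard error 0.13, limma-trend adjusted p = 8.0e-05) and overlaps *Pcsk7* and *Gm48529* on the other strand.

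**Figure D2:**
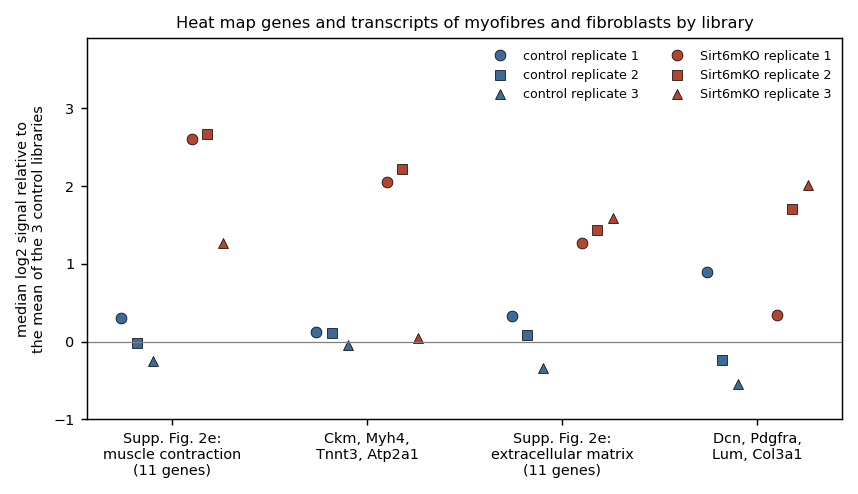
Median log2 signal over the mean of the control libraries (y axis) for each gene set (x axis), with 1 point per library. Color marks the group and marker shape the replicate. Besides the heat map genes of muscle contraction and extracellular matrix, the sets are *Ckm*, *Myh4*, *Tnnt3* and *Atp2a1*, and *Dcn*, *Pdgfra*, *Lum* and *Col3a1*. The muscle contraction genes of the heat map reach 2.60, 2.67 and 1.27 in Sirt6mKO replicates 1, 2 and 3, and the extracellular matrix genes 1.27, 1.43 and 1.59.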

The increase in H3K56ac and the resulting expression changes after inactivation of *Sirt6* had no obvious effects on fertility, body and muscle weight, MuSC numbers and skeletal muscle morphology (Supplementary Fig. 2d–g, i, k). Likewise, we observed no differences in skeletal muscle regeneration after CTX-induced muscle injury (Supplementary Fig. 2h, i). To further analyze skeletal muscle regenerative capacity, we subjected *Sirt6*^*mKO*^ mice to three successive rounds of CTX-induced muscle injury and analyzed formation of new skeletal muscle fibers already 7 days after the last CTX injection. Even under these stringent conditions, skeletal muscle regeneration was not compromised in *Sirt6*^*mKO*^ mice, rather the opposite, since we observed significantly higher TA muscle masses in *Sirt6*^*mKO*^ compared to WT mice after regeneration, suggesting that *Sirt6* inactivation accelerates rather than slows down muscle regeneration after injury. In contrast to germline *Sirt6* knockout mice (*Sirt6*^*−/−*^), which show severe metabolic dysfunctions, we did not find evidence for glucose intolerance in *Sirt6*^*mKO*^ mice or transcriptional activation of glycolytic genes that are repressed by SIRT6 in other cell types^29^ (Supplementary Fig. 2i–n).

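Supplementary Fig. 2o lists glycolytic genes under 8 names, and *Pfk1* was read here as the 3 phosphofructokinase genes *Pfkl*, *Pfkm* and *Pfkp*, which makes 10 genes. Of these, *Aldoc* was too low to test, with a signal of 4, 4 and 1 in the libraries labelled Sirt6mKO and 7, 1 and 2 in the controls. Of the other 9 genes, 5 had a log2 fold change above 0 and 4 below, with a median of 0.32. With all libraries in the fit, none was higher by 2-fold or more. At a limma-trend adjusted p of at most 0.05 over all genes, without a minimum fold change, 2 differed between the groups. Adjusted over the list alone, 3 did, with *Pfkl* added at a log2 fold change of 0.73 (adjusted p over the list 0.042 and over all genes 0.14 from limma-trend).

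*Ldhb* (chromosome 6, 142490249 to 142507957), a lactate dehydrogenase subunit, was lower in Sirt6mKO, with a signal of 24.67 ± 2.52 against 69.67 ± 17.56 in the controls (SD, n = 3 per group). Its log2 fold change was -1.44 (standard error 0.23, limma-trend with Benjamini-Hochberg adjusted p = 0.0041). *Pfkp* (chromosome 13, 6579768 to 6648777) was higher, with a signal of 368.0 ± 14.0 against 222.0 ± 38.59 (SD, n = 3 per group) and a log2 fold change of 0.74 (standard error 0.14, limma-trend adjusted p = 0.0082). Without Sirt6mKO replicate 2 its adjusted p was 0.055, the highest of its alternatives, which started at 0.0053, and *Ldhb* was then the only 1 of the 9 genes past the threshold. *Pfkp* overlaps *Pitrm1*, a gene on the other strand. The groups did not overlap in either gene (exact permutation p = 0.1, the smallest that n = 3 against 3 allows).

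The other tested genes of the list did not pass the adjustment over all genes. *Slc2a1*, which encodes GLUT1, had a log2 fold change of 0.66 (standard error 0.30, limma-trend adjusted p = 0.28). This value was 1.00 without control replicate 2 and 0.36 without control replicate 3. *Pdk1* had 0.36 and *Pfkm* 0.32. *Hif1a* had -0.17, *Gapdh* -0.08 and *Ldha* -0.01, a value that turned to 0.04 without Sirt6mKO replicate 2. For *Gapdh* the signal was 702.33 ± 17.24 in Sirt6mKO and 745.67 ± 64.3 in the controls (SD, n = 3 per group), a difference within the spread of the controls.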

### *Sirt6* inactivation reduces persistent MuSC activation in mdx muscles

Since dysfunctions of SIRT6 are associated with major human diseases including cancer, neurodegenerative and heart diseases^30^, we wondered whether increased expression of *Sirt6* in *mdx* MuSC might serve a role for coping with cellular stress or other biological processes in muscular dystrophy. Analysis of MuSCs in *Sirt6* and *mdx* compound mutant mice (hereafter referred to as *Sirt6*^*mKO*^*/mdx* mice) (Supplementary Fig. 3a) revealed a striking reduction of PAX7^+^/MYOD^+^ activated MuSCs. The percentage of PAX7/MYOD double positive MuSCs, which is strongly increased in *mdx* mice, essentially dropped to wild type levels in *Sirt6*^*mKO*^*/mdx* TA muscles (Fig. 2a). Consistently, expression of *MyoD* was reduced in freshly isolated *Sirt6*^*mKO*^*/mdx* compared to *mdx* MuSCs (Supplementary Fig. 3b). We also detected reduction of other hallmarks of MuSC activation in *Sirt6*^*mKO*^*/mdx* mice, such as reduced heterochromatin content and enlarged nuclear size^18^ (Fig. 2b). Taken together, these findings indicate that inactivation of *Sirt6* in the muscle lineage of *mdx* mice mitigates persistent activation of MuSC.

**Fig. 2:**
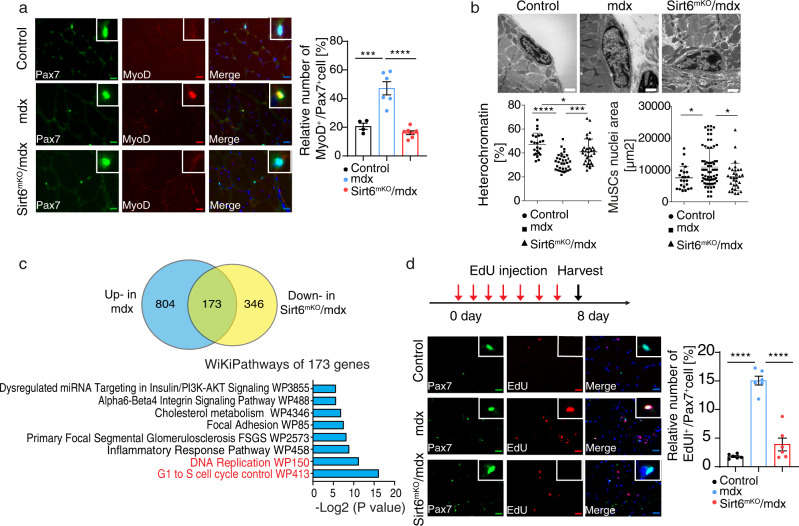
Deletion of *Sirt6* reduces persistent activation of MuSC in skeletal muscles of *mdx* mice. **a** Immunofluorescence staining of MYOD^+^/PAX7^+^ double positive MuSCs in TA muscles of control (*n* = 4), *mdx* (*n* = 6) and *Sirt6*^*mKO*^*/mdx* (*n* = 7) mice. Scale bar: 20 µm. The ratios of MYOD^+^/PAX7 double positive MuSCs are shown in the right panel (one-way ANOVA with Bonferroni multiple comparisons test: ***p = 0.002, ****p < 0.0001). **b** EM images of increased heterochromatin content and decreased nuclei size in MuSCs of *Sirt6*^*mKO*^*/mdx* mice. Scale bar: 2 μm. Recordings were quantified with ImageJ software and are shown in the lower panels (one-way ANOVA with Bonferroni multiple comparisons test: heterochromatin content ****p < 0.0001, ***p = 0.0004; *p = 0.0379; nuclei size: *p = 0.0374, *p = 0.0361, control: *n* = 23; *mdx*: *n* = 35; *Sirt6*^*mKO*^*/mdx*: *n* = 31). **c** Venn diagram of upregulated genes in *mdx* MuSCs compared with control MuSCs and downregulated genes in *Sirt6*^*mKO*^*/mdx* MuSCs compared to *mdx* MuSCs (upper panel) based on RNA-seq analysis. GO term analysis of WikiPathways enriched in overlapping set of 173 genes based on *p* values (lower panel) using Enrichr. **d** Immunofluorescence staining of EdU^+^/PAX7^+^ MuSCs in TA muscles of control, *mdx* and *Sirt6*^*mKO*^/*mdx* mice. Scale bar: 20 μm. A schematic outline of the experimental design is shown in the upper panel. Quantification of EdU^+^/PAX7^+^ MuSCs is shown on the right (one-way ANOVA with Bonferroni multiple comparisons test: ****p < 0.0001, *n* = 6). Twelve to 16 weeks old male mice were used. Data are presented as mean ± SEM (**a**, **b**, **d**). Source data are provided in the Source Data file.

We next determined the gene expression profiles of freshly isolated MuSCs from control, *mdx* and double mutant mice by RNA-seq. Bioinformatics analysis identified 977 upregulated genes in *mdx* compared to WT MuSC. Interestingly, inactivation of *Sirt6* in *mdx* mice resulted in downregulation of 173 out of the 977 genes that were upregulated in *mdx* MuSCs (Fig. 2c). GO term enrichment analysis revealed that these genes are primarily related to biological processes involved in DNA replication and cell cycle regulation (Fig. 2c). Consistently, in vivo EdU incorporation assays revealed a dramatic reduction of MuSCs proliferation in *Sirt6*^*mKO*^*/mdx* muscles, suggesting that loss of *Sirt6* reduced division of MuSCs in *mdx* mice (Fig. 2d). Furthermore, cell cycle genes, markers of MuSC activation, and stress response-related genes that were upregulated in *mdx* MuSCs were partially normalized after loss of *Sirt6* (Supplementary Fig. 3c–e). In total, 804 of genes that were upregulated in *mdx* MuSC were not affected by the absence of *Sirt6*. In total, 335 genes were upregulated in *Sirt6*^*mKO*^/*mdx* but not in *mdx* mice compared to controls. Only 9 of these 335 genes were also upregulated in *Sirt6*^*mKO*^ MuSCs, suggesting that the remaining 326 genes are not direct targets of SIRT6 but are upregulated due to secondary events, such as mitigation of persistent MuSC activation (Supplementary Fig. 3f, g). This conclusion was supported by analysis of H3K9ac. Unlike the increase in H3K56ac, which was present both in *Sirt6*^*mKO*^/*mdx* and *Sirt6*^*mKO*^ MuSCs, western blot analysis indicated a substantially increase of H3K9ac only in *Sirt6*^*mKO*^/*mdx* but not in *Sirt6*^*mKO*^ MuSCs (Supplementary Fig. 3h). In addition, we identified that 201 genes that were downregulated in both *mdx* and *Sirt6*^*mKO*^*/mdx* MuSCs compared to control MuSCs and 346 genes that were downregulated in *Sirt6*^*mKO*^*/mdx* compared to *mdx* MuSCs (Fig. 2c and Supplementary Fig. 3g). In summary, the results suggest that inactivation of *Sirt6* in *mdx* MuSCs thwarts several features characteristic for activated MuSC in mdx muscles, including reduced heterochromatin content, increased nuclear size, as well as enhanced expression of proliferation- and stress response-related genes.

### Suppression of *Sirt6* eliminates several pathological hallmarks characteristic for mdx mice

Loss of function mutations in the dystrophin gene lead to several characteristic symptoms in *mdx* mice that can be attributed to impaired sarcolemma integrity. To investigate whether suppression of SIRT6 activity improves the clinical phenotype of *mdx* mice, we determined several parameters. We found that inactivation of *Sirt6* reduced the elevated body weight and TA muscle weight to tibia length ratios in *mdx* mice, probably by attenuating reactive hypertrophy, which occurs in *mdx* mice due to enhanced MuSC activation (Fig. 3a, b). To corroborate this hypothesis, we determined the complete skeletal muscle mass in the body. MRI measurements revealed a significant reduction of muscle and fat volume in *Sirt6*^*mKO*^*/mdx* mice (Fig. 3c and Supplementary Fig. 4a). Furthermore, histological analysis of diaphragm and TA muscles from *Sirt6*^*mKO*^*/mdx* mice indicated a clear reduction of hypertrophy compared to *mdx* animals (Fig. 3d and Supplementary Fig. 4b). To determine the membrane integrity of myofibers in *Sirt6*^*mKO*^*/mdx* mice, we performed injections of Evan’s blue and monitored accumulation of the dye in the diaphragm muscle, which is the most severely affected muscle in *mdx* mice. Remarkably, virtually no Evan’s blue staining was observed in diaphragm muscles from *Sirt6*^*mKO*^*/mdx* mice, while a strong staining was visible in *mdx* mice due to penetration of the dye through the leaky sarcolemma (Fig. 3e and Supplementary Fig. 4c). Leakage of myofibers in *mdx* mice causes a strong increase of serum creatine kinase (CK) levels, which is proportional to skeletal muscle damage. As expected, we observed a strong decrease of serum CK levels in *Sirt6*^*mKO*^*/mdx* compared to *mdx* mice, further proving that suppression of SIRT6 activity in skeletal muscles increases the stability of the sarcolemma in *mdx* mutants (Fig. 3f). Finally, we monitored the motility of control, *mdx* and *Sirt6*^*mKO*^*/mdx* mice in Phenomaster metabolic cages. Lack of *Sirt6* increased the physical activity of *mdx* mice, while no changes in food /liquid intake and respiratory exchange ratio (RER) were observed (Fig. 3g and Supplementary Fig. 4d–f). Taken together, the data clearly indicate that suppression of SIRT6 attenuates several pathological hallmarks characteristic for *mdx* mice.

**Fig. 3:**
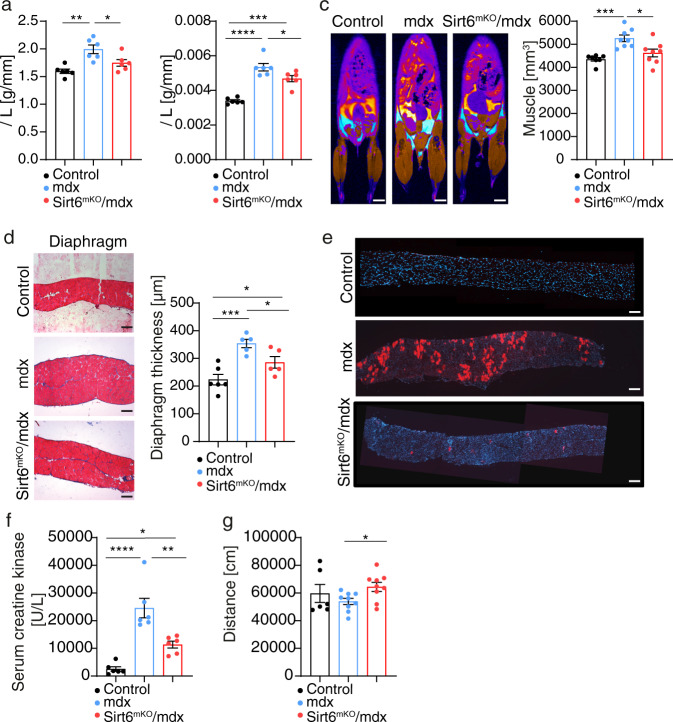
Absence of *Sirt6* improves membrane integrity of dystrophic muscle fibers. **a** Body weight/tibia length ratios of control, *mdx* and *Sirt6*^*mKO*^*/mdx* mice (one-way ANOVA with Bonferroni multiple comparisons test: *p = 0.0354, **p = 0.001, *n* = 6 for each group). **b** TA muscle weight/tibia length ratios of control, *mdx* and *Sirt6*^*mKO*^*/mdx* mice (one-way ANOVA with Bonferroni multiple comparisons test: *p = 0.0388, ***p = 0.002, ****p < 0.0001, *n* = 6 for each group). **c** MRI analysis of muscle and fat mass of 12-week-old control (*n* = 7), *mdx* (*n* = 8) and *Sirt6*^*mKO*^*/mdx* (*n* = 8) littermates. Scale bar: 5 mm. Quantification of muscle volume are shown on the right (one-way ANOVA with Bonferroni multiple comparisons test: *p = 0.0108, ***p = 0.0006). **d** Masson’s trichrome staining of the diaphragm muscle in control (*n* = 6), *mdx* (*n* = 5) and *Sirt6*^*mKO*^*/mdx* (*n* = 5) mice (one-way ANOVA with Benjamini and Yekuteili multiple comparisons test: *p = 0.0263, *p = 0.0320, ***p = 0.0002). Scale bar: 100 μm. **e** Evans blue staining of diaphragm muscles from control, *mdx* and *Sirt6*^*mKO*^*/mdx* mice (*n* = 4 for each group). Cross-sectional images of decreased myofiber leakage in *Sirt6*^*mKO*^*/mdx* mice are shown. Scale bar: 100 μm. **f** Serum creatine kinase (CK) enzyme activity in control, *mdx* and *Sirt6*^*mKO*^*/mdx* mice (one-way ANOVA with Bonferroni multiple comparisons test: *p = 0.0380, **p = 0.0022, ****p < 0.0001; *n* = 6 for each group). **g** Physical activity of control (*n* = 6), *mdx* (*n* = 9) and *Sirt6*^*mKO*^*/mdx* (*n* = 9) mice in metabolic cages (PhenoMaster) (one-way ANOVA with Benjamini and Yekuteili multiple comparisons test: *p = 0.0486). Twelve to 16 weeks old male mice were used. Data are presented as mean ± SEM (**a**–**d**, **f**, **g**). Source data are provided in the Source Data file.

### Inactivation of Sirt6 partially reverts gene expression patterns of muscle dystrophy related genes in mdx muscles

Since inactivation of *Sirt6* in *mdx* muscles resulted in improvement of the *mdx* phenotype at the functional level, we wanted to learn more about the underlying molecular mechanisms. Therefore, we performed RNA-seq of muscles from control, *mdx* and *Sirt6*^*mKO*^*/mdx* mice. We identified 4082 differentially expressed genes (DEGs) in *mdx* compared to wild-type muscle and 1597 DEGs in *Sirt6*^*mKO*^*/mdx* compared to *mdx* muscle, indicating that suppression of SIRT6 activity has a strong impact on the course of the disease (Fig. 4a, b). Similar to the RNA-seq analysis of MuSCs, a substantial number of DEGs in *mdx* muscles approached control levels in *Sirt6*^*mKO*^*/mdx* muscle (Fig. 4c, d). Bioinformatics analysis revealed that the 257 genes, which were upregulated in *mdx* and returned to WT levels in *Sirt6*^*mKO*^*/mdx* muscles, are associated with various regulatory pathways including complement cascades (part of innate immune response), cell cycle control, oxidative stress and damage (Fig. 4c). Several of the 266 genes that were downregulated in *mdx* muscles but reached WT levels after *Sirt6* inactivation are involved in different metabolic pathways, including fatty acid biosynthesis and fatty acid beta oxidation (Fig. 4d). It seems likely that improved membrane stabilization in *Sirt6*^*mKO*^*/mdx* compared to *mdx* muscles averts metabolic changes that occur due to myofiber damage and mitochondrial dysfunction in dystrophic in *mdx* muscles. Along the same line, expression of numerous genes involved in cellular stress response such as *Dab2*, *Hspa2* and *Ptpn22*, which are upregulated in mdx muscles, were reduced after *Sirt6* inactivation, suggesting improvement of cellular physiology in *Sirt6*^*mKO*^*/mdx* mice (Fig. 4e, f and Supplementary Table 2 and Supplementary Fig. 3d). We concluded that inactivation of *Sirt6* facilitates expression of genes that either compensate for dystrophin or prevent activation of disease related genes, thereby ameliorating the *mdx* phenotype.

**Fig. 4:**
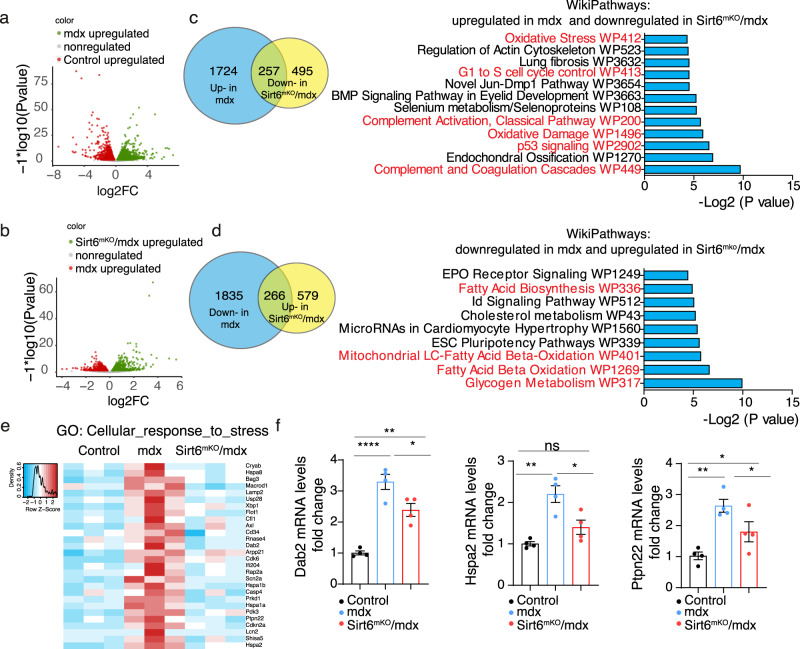
Loss of *Sirt6* partially normalizes aberrant expression patterns in dystrophic *mdx* muscles. **a** Volcano plot of differentially expressed genes in *mdx* compared to control muscles. Benjamini-Hochberg test, two-sided. **b** Volcano plot of differentially expressed genes in *mdx* compared to *Sirt6*^*mKO*^*/mdx* muscles. Benjamini-Hochberg test, two-sided. **c** Venn diagram of overlapping upregulated genes in *mdx* muscle compared to control muscle and downregulated genes in *Sirt6*^*mKO*^*/mdx* muscle compared to *mdx* muscles based on RNA-seq. In total, 257 overlapping genes were categorized by Wikipathways analysis. Fisher’s exact test, two-sided. **d** Venn diagram of overlapping downregulated genes in *mdx* compared to control muscle and upregulated genes in *Sirt6*^*mKO*^*/mdx* muscle compared to *mdx* muscle based on RNA-seq. In total, 266 overlapping genes were categorized by Wikipathways analysis. Fisher’s exact test, two-sided. **e** Heat map of expression of genes involved in cellular stress responses in control, *mdx* and *Sirt6*^*mKO*^*/mdx* muscle (*n* = 3 for each group). **f** RT-qPCR analysis of expression of indicated genes involved in cellular stress responses in control, *mdx* and *Sirt6*^*mKO*^*/mdx* muscles. *m36b4* was used as reference gene (one-way ANOVA with Bonferroni multiple comparisons test: *Dab2:* *p = 0.0235, **p = 0.0017; ****p < 0.0001; *Hspa2:* ns not significant, *p = 0.0164, **p = 0.0012; *Ptpn22:* **p = 0.009, *p = 0.0316, *p = 0.0430; *n* = 4 for each group). Twelve to 16 weeks old male mice were used. Data are presented as mean ± SEM. Source data are provided in the Source Data file.

### Loss of SIRT6 activates the intronic enhancer of utrophin and increases Utrn expression

Our results identified SIRT6 acts as the main H3K56ac histone deacetylase in skeletal muscle. Although the role of H3K56ac in gene regulation has been studied intensively in yeast, its function in mammalian cells is less well characterized^31^. To obtain insights into the genome-wide distribution of H3K56ac in quiescent MuSCs, we performed ChIP-seq experiments. We identified 15,237 H3K56ac peaks that overlapped with H3K4me3 (33%), H3K27ac (8.8%) or both modifications (37%), suggesting that H3K56ac is enriched at active promoters and enhancers (Fig. 5a). The number of H3K56ac peaks was globally increased in *Sirt6*^*mKO*^ MuSCs, matching the higher amount of H3K56ac detected by western blot analysis (Fig. 5b). Notably, around 46% of newly emerging H3K56ac peaks in *Sirt6*^*mKO*^ MuSCs localize within distal intergenic regions, which corresponds to 10–100 kb up- or downstream of TSS, regions that often contain enhancers (Fig. 5c, d). Only 13% of upregulated H3K56ac peaks were found within promoters (Fig. 5c). Furthermore, we compared H3K56ac peaks within promoters and enhancers of freshly isolated MuSCs to published H3K4me3 and H3K27ac ChIP-seq datasets, assuming that overlapping peaks of H3K4me3 and H3K27ac (H3K4me3+/H3K27ac+) represent promoters. Since no ChIP-seq data for enhancer markers such H3K4me1 or p300 are available for freshly isolated MuSCs, we defined H3K4me3 negative but H3K27ac positive regions (H3K4me3−/H3K27ac+) as enhancers. In line with the results shown above, upregulated H3K56ac peaks in *Sirt6*^*mKO*^ were mostly located at enhancers (H3K4me3−/H3K27ac+) but not at promoters (H3K4me3+/H3K27ac+) (Fig. 5e), suggesting that SIRT6 specifically modulates enhancer activity. Similarly, we found globally increased H3K56ac peaks and a substantial overlap of differentially increased H3K56ac peaks with enhancers marked by H3K27ac and H3K4me1 in *Sirt6* knockdown mouse embryonic stem cells (*Sirt6*^KD^ mESC), suggesting that modulation of enhancer activity by H3K56ac deacetylation is a common function of SIRT6 in various cell types (Supplementary Fig. 5a–e). To investigate the impact of SIRT6-mediated H3K56 deacetylation on chromatin accessibility in *Sirt6*^*mKO*^ MuSCs, we overlapped upregulated H3K56ac peaks with differential accessible chromatin regions, identified by ATAC-seq. We identified 1593 genes that contain both upregulated H3K56ac peaks and show enhanced chromatin accessibility (Fig. 5f).

**Fig. 5:**
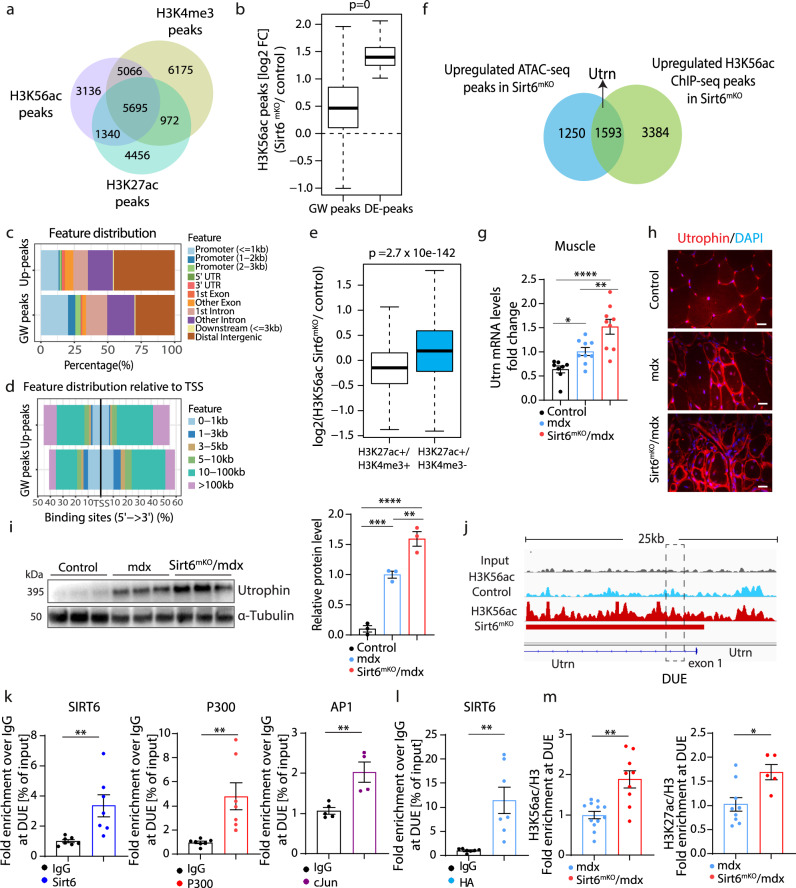
SIRT6 controls H3K56ac deposition and enhancer activity of the *Utrn* gene. **a** Venn diagram of H3K56ac, H3K27ac and H3K4me3 ChIP-seq data in wild type fiMuSCs. **b** Boxplot of upregulated H3K56ac peaks in fiMuSCs of *Sirt6*^*mKO*^ mice. *Y*-axis: log2-fold changes (Log2FC), GW: all Genome-Wide peaks, DE: significantly deregulated peaks (*n* = 2). **c**, **d** Distribution of H3K56ac ChIP-seq peaks across genomic regions (**c**) and relative to TSS (**d**). **e** Boxplot demonstrating that the increase of H3K56ac peaks in *Sirt6*^*mKO*^ is higher across enhancer-associated H3K56ac peaks (positive for H3K27ac but negative for H3K4me3) compared to promoter H3K56ac peaks (positive for H3K4me3) (*n* = 2). **f** Venn diagram of overlapping upregulated ATAC-seq and H3K56ac ChIP-seq peaks *Sirt6*-deficient fiMuSCs. **g** RT-qPCR analysis of *Utrn* expression in muscles from control (*n* = 8), *mdx* (*n* = 9) and *Sirt6*^*mKO*^*/mdx* (*n* = 9) mice. Reference gene: *m36b4*. (One-way ANOVA with Benjamini multiple comparisons test: *p = 0.0304, **p = 0.003 ****p < 0.0001). **h** Immunofluorescence staining for UTRN on TA sections from control, *mdx* and *Sirt6*^*mKO*^*/mdx* mice. Scale bar: 20 µm. *n* = 3 per group. **i** Western blot analysis of utrophin expression in muscles from control, *mdx* and *Sirt6*^*mKO*^*/mdx* mice. Loading control: α-tubulin. Quantification is on the right. (One-way ANOVA with Bonferroni multiple comparisons test: **p = 0.070, ***p = 0.0008, ****p < 0.0001; *n* = 3 per group). **j** H3K56ac distribution in the proximal promoter region and DUE of the *Utrn* gene showing differential H3K56ac peaks in control and *Sirt6*^*mKO*^ MuSCs. **k** ChIP-qPCR analysis of Sirt6 (IgG: *n* = 7; SIRT6: *n* = 7), p300 (IgG: *n* = 7; p300: *n* = 7) and cJun (IgG: *n* = 5; cJun: *n* = 4) at the DUE of the *Utrn* gene in C2C12 myotubes. (**p = 0.0074, **p = 0.0054, **p = 0.0055). **l** ChIP-qPCR analysis of SIRT6 at the *Utrn* DUE in HA-SIRT6 overexpressing MuSCs derived myotubes (**p = 0.0026, *n* = 7 per condition). **m** ChIP-qPCR analysis of H3K56ac and H3K27ac at the DUE of the *Utrn* gene in *mdx* (H3K56ac: *n* = 12; H3K27ac: *n* = 9) and *Sirt6*^*mKO*^*/mdx* (H3K56ac: *n* = 9; H3K27ac: *n* = 5) muscles (***p = 0.005, *p = 0.0126). Data are presented as mean ± SEM (**g**, **i**, **k**–**m**). Box plots in **b**, **e** were defined by default in R, 1.5 × IQR (interquartile range). The whiskers show minimum and maximum values. Wilcoxon rank sum test, two-sided *p* < 2.2 × 10^16^. For **k**–**m** unpaired two-tailed *t*-test. Twelve to 16 weeks old male mice were used. Source data are provided in the Source Data file.

Intriguingly, we detected utrophin (*Utrn*) within the group of genes with upregulated H3K56ac peaks and increased chromatin accessibility. UTRN is a paralogue of dystrophin and can partially compensate for the loss of dystrophin in skeletal muscles^32^. We found that UTRN protein level was higher in *Sirt6*^*mKO*^ muscle compared to WT muscle (Supplementary Fig. 6a), confirming that SIRT6 represses *Utrn* gene expression. Even more interestingly, RT-qPCR revealed a substantial increase of *Utrn* expression in *Sirt6*^*mKO*^*/mdx* muscles compared to *mdx* muscles (Fig. 5g). Consistent with previous studies^33^, *Utrn* expression was increased in *mdx* compared to control muscles (Fig. 5g). In contrast, no increase of *Utrn* expression was detected in freshly isolated MuSCs, suggesting that chromatin changes induced by the absence of *Sirt6* precede transcriptional changes in myofibers (Supplementary Fig. 6b, c). We reasoned that important factors required for expression of *Utrn* are missing in MuSCs, which also corresponds to very low mRNA levels of *Utrn* mRNA in MuSC. Immunofluorescence staining and western blot analysis confirmed a further increase of URTN in *Sirt6*^*mKO*^*/mdx* compared to *mdx* muscles, although *mdx* muscles already have higher levels of URTN compared to WT muscles (Fig. 5h, i).

Closer inspection of the upregulated H3K56ac peaks after loss of *Sirt6* guided us to the first intron, which contains several cis-regulatory elements including a putative mouse DUE located in 3.5 kb downstream of the commonly used *Utrn* TSS (Fig. 5j). In contrast, no upregulated H3K56ac peak was detected in the vicinity of *Utrn* proximal promoter regions (H3K4me3+/H3K27ac+) (Supplementary Fig. 6d). The putative mouse DUE shows 84% identity with the human 128 bp DUE and contains a consensus binding site for AP1 (Supplementary Fig. 6e). ChIP-qPCR experiments performed in myotubes derived from C2C12 muscle cells demonstrated that SIRT6, P300 and AP1 bind the DUE of the *Utrn* gene (Fig. 5k). Similar results were obtained in ChIP-qPCR experiments for SIRT6 when primary myotubes expressing lentivirally-transduced, HA-tagged SIRT6 were employed (Fig. 5l). ChIP-qPCR for H3K56ac and H3K27ac confirmed a significant increase of H3K56ac at the DUE as well as an increase of the enhancer mark H3K27ac in *Sirt6*^*mKO*^*/mdx* compared to *mdx* muscles (Fig. 5m). The results clearly demonstrate that SIRT6 directly deacetylates H3K56 at the DUE of the *Utrn* gene, suppressing *Utrn* expression.

In addition to *Utrn*, we found a strong increase of *Mstn* expression in *Sirt6*^*mKO*^*/mdx* compared to *mdx* and control muscles. MSTN is a negative regulator of muscle mass and a known downstream target of SIRT6^34^. Expression of *Mstn* was strongly reduced in *mdx* compared to control muscles, which is probably part of a compensatory circuit leading to hypertrophy in *mdx* versus control myofibers (Supplementary Fig. 7a–c). In line with these observations, we detected higher H3K56ac and H3K27ac levels at a region that was previously defined as the enhancer/promoter of the *Mstn* gene^35^, when comparing *Sirt6*^*mKO*^*/mdx* to *mdx* (Supplementary Fig. 7d). The increased deposition of H3K56ac deposition within the enhancer/promoter of *Mstn* gene was coupled with hypo-methylation of the regulatory element located +264 bp downstream of TSS (Supplementary Fig. 7e), a locus that is negatively correlated with *Mstn* expression when hyper-methylated^36^. Taken together, we hypothesize that augmented expression of *Utrn* and *Mstn* in *Sirt6*^*mKO*^*/mdx* muscle might contribute to the improvement of muscular dystrophy in *mdx* mice.

### Targeted deacetylation of H3K56ac at the intronic enhancer by SIRT6 represses *Utrn* transcription

The increase of *Utrn* expression and H3K56 acetylation at the DUE of *Utrn* after loss of *Sirt6* argues for the repression of *Utrn* expression by SIRT6 but does not provide direct proof for such a mechanism. Thus, we decided to manipulate H3K56 acetylation within the DUE by specific recruitment of SIRT6 via a CRISPR-dCas9 approach^37^. We expressed different fusion proteins consisting of catalytically inactive dCas9 and either active or inactive versions of SIRT6 (dCas9-Sirt6wt or dCas9-Sirt6mut) together with control or sequence-specific gRNAs targeting the DUE in MuSCs using a lentivirus system (Fig. 6a). Since the gRNA lentiviral constructs contained a mCherry reporter and the dCas9-Sirt6/p300 lentivirus a BFP reporter, we were able to monitor co-transduction efficiencies. Three days after initiation of differentiation, more than 90% of differentiated myotubes were mCherry^+^ (Fig. 6b). Recruitment of SIRT6 to the DUE resulted in a decline of H3K56ac levels in *Sirt6*^*mKO*^ myotubes (Fig. 6c). Importantly, *Utrn* expression was reduced after recruitment of the enzymatically active but not the catalytically dead version of SIRT6 to the DUE (Fig. 6d). To analyze the functional consequences of targeted H3K56ac deacetylation at the intronic enhancers for *Utrn* expression, we performed similar experiments in *Sirt6*^*mKO*^/*mdx* myotubes. We found that recruitment of wildtype but not catalytically inactive SIRT6 to the DUE resulted in a decline of H3H56ac levels and also reduced *Utrn* expression (Fig. 6e, f). Furthermore, we stressed membranes of MuSC-derived myotubes treatment by a hypoosmotic shock and measured CK leakage after co-transduction of dCas9-SIRT6 with control or DUE-specific gRNAs. We found that dCas9-mediated recruitment of active but not inactive SIRT6 to the DUE increased CK levels in supernatants of myotubes derived from *Sirt6*^*mKO*^*/mdx* MuSCs (Fig. 6g).

**Fig. 6:**
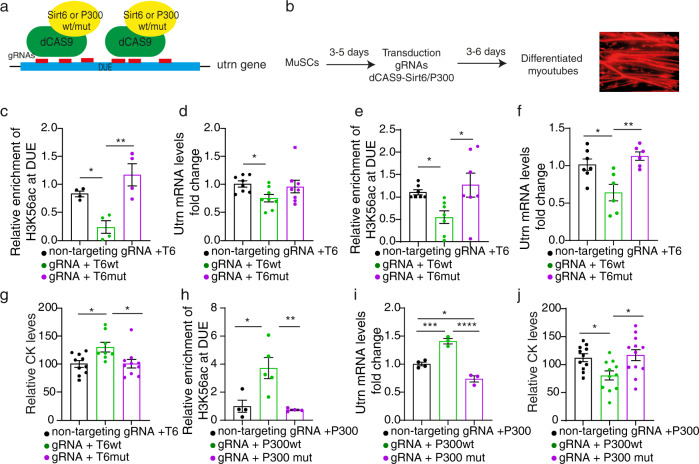
CRISPR-dCas9/gRNA-dependent recruitment of SIRT6 and p300 to the DUE controls *Utrn* expression in muscle cells. **a** Recruitment of catalytically active or inactive SIRT6 or P300 to the DUE via CRISPR-dCAS9/gRNA. **b** Experimental design for lentivirus transduction of MuSCs and in vitro differentiation. **c**, **d** ChIP-qPCR of H3K56ac at the DUE (**c**, *n* = 4 for each group) and RT-qPCR analysis of *Utrn* expression (**d**, *n* = 8 for each group) in *Sirt6*^*mKO*^ myotubes after co-transduction with non-targeting gRNA or all six DUE-targeting gRNAs and SIRT6wt-dCas9 (T6wt) or SIRT6mut-dCas9 (T6mut). A non-targeted region was used for normalization (one-way ANOVA with Bonferroni multiple comparisons test: **c**: *p = 0.0368, **p = 0.0025; **d**: *p = 0.0384). **e**, **f **ChIP-qPCR of H3K56ac at the DUE (**e**, *n* = 7 for each group) and RT-qPCR analysis of *Utrn* expression (**f**, non-targeting gRNA: *n* = 7; T6wt/T6mut: *n* = 6) in *Sirt6*^*mKO*^*/mdx* myotubes after co-transduction with non-targeting gRNA or all six gRNAs targeting DUE of utrophin gene and SIRT6wt-dCas9 or SIRT6mut-dCas9 (one-way ANOVA with Benjamini multiple comparisons test: **e**: *p = 0.0410; *p = 0.0111; **f**: *p = 0.0165, **p = 0.0029). **g** CK activity of osmotically stressed derived *Sirt6*^*mKO*^*/mdx* myotubes after co-transduction with non-targeting gRNA (*n* = 10) or all six DUE-targeting gRNAs and SIRT6wt-dCas9 (*n* = 8) or SIRT6mut-dCas9 (*n* = 10) (One-way ANOVA test with Bonferroni multiple comparisons test: *p = 0.0259, *p = 0.0306). **h** ChIP-qPCR of H3K56ac levels at the DUE in WT myotubes after co-transduction with non-targeting gRNA (*n* = 4) or all six DUE-targeting gRNAs and P300wt-dCas9 (*n* = 5) or P300mut-dCas9 (*n* = 4) (One-way ANOVA test with Bonferroni multiple comparisons test: *p = 0.0172; **p = 0.0098). **i** RT-qPCR analysis of *Utrn* expression in WT myotubes after co-transduction with non-targeting gRNA (*n* = 4) or all six DUE-targeting gRNAs and P300wt-dCas9 (*n* = 3) or P300mut-dCas9 (*n* = 3) (one-way ANOVA test with Bonferroni multiple comparisons test: *p = 0.0104; ***p = 0.009, ****p < 0.0001). **j** CK activity of stressed myotubes from *mdx* MuSCs after co-transduction with all six DUE-targeting gRNAs and P300wt-dCas9 (*n* = 11) or P300mut-dCas9 (*n* = 12). CK levels were normalized using non-targeting gRNA (*n* = 11) (One-way ANOVA test with Bonferroni multiple comparisons test: *p = 0.0388, *p = 0.0123). Twelve to 22 weeks old male and female mice were used. Data are presented as mean ± SEM (**c**–**j**). Source data are provided in the Source Data file.

In addition, we used a similar approach in wild-type MuSCs to recruit either active or inactive versions of the histone acetyltransferase p300 to the DUE of *Utrn*. Recruitment of dCas9-p300wt to the *Utrn* gene increased H3K56ac levels at the DUE and augmented *Utrn* expression in wild-type MuSC-derived myotubes, which normally show low levels of H3K56ac (Fig. 6h, i). Of note, expression of dCas9-p300mut resulted in a minor decrease of *Utrn* expression, indicating a dominant negative effect after recruitment of mutant p300 to the DUE (Fig. 6i). Recruitment of WT p300 to the DUE reduced the concentration of CK in supernatants of *mdx* myotubes, while no changes were present when an inactive form of p300mut was used (Fig. 6j), exactly opposite to the results obtained by recruitment of active SIRT6 in *Sirt6*^*mKO*^*/mdx* myotubes, which resulted in increased leakage of CK.

### UTRN is instrumental for SIRT6-dependent amelioration of muscular dystrophy in mdx mice

To proof that upregulation of utrophin plays a major role for attenuation of the dystrophic pathology in *Sirt6*^*mKO*^*/mdx*, we inactivated the *Utrn* gene in *Sirt6*^*mKO*^*/mdx* mutant mice. MRI measurements of control, *Utrn*^*−/−*^/*mdx* and *Sirt6*^*mKO*^*/Utrn*^*−/−*^*/mdx* mice revealed no significant reduction of muscle but a strong decrease of fat volume in both *Utrn*^*−/−*^/*mdx* and *Sirt6*^*mKO*^*/Utrn*^*−/−*^ mice (Supplementary Fig. 8a). TA weight/tibia length ratios of *Sirt6*^*mKO*^*/Utrn*^*−/−*^*/mdx* even increased slightly compared to control mice (Supplementary Fig. 8b), No significant differences were detected among control, *Utrn*^*−/−*^/*mdx* and *Sirt6*^*mKO*^*/Utrn*^*−/−*^*/mdx* mice when body weight was normalized to tibia length (Supplementary Fig. 8b). suggesting that the combined loss of *Utrn* and dystrophin attenuates body growth, which is not compensated for by inactivation of *Sirt6*. H&E staining of TA and diaphragm muscles revealed massive myofiber degeneration and smaller myofibers in diaphragm but not in limb muscles of *Utrn*^*−/−*^/*mdx* and *Sirt6*^*mKO*^*/Utrn*^*−/−*^*/mdx* mice, indicating that absence of UTRN prevents the beneficial effects of SIRT6 on muscle dystrophy in *mdx* mice (Supplementary Fig. 8d). In line with these findings, the absence of *Utrn* prevented reduction of serum CK levels in *Sirt6*^*mKO*^*/mdx* mutants (Fig. 7a), suggesting that the compromised integrity of the sarcolemma was not restored by SIRT6 when UTRN is absent. To corroborate this finding, we performed Evan’s blue injections and monitored uptake of the dye into the diaphragm muscle. Inactivation of the *Utrn* gene in *mdx* mice resulted in enhanced uptake of Evan’s blue, indicating that the combined absence of *Utrn* and dystrophin further destabilizes the sarcolemma. Importantly, deletion of *Sirt6* in *Utrn*^*−/−*^/*mdx* mutant mice did not reduce Evan’s blue uptake demonstrating that upregulation of *Utrn* due to the absence of SIRT6-mediated repression is critical for improvement of the muscular dystrophy phenotype in *mdx* mice (Fig. 7b). Furthermore, we observed that deletion of *Sirt6* did not improve survival of *Utrn*^*−/−*^/*mdx* mice, which die prematurely before 10 weeks of age due to the aggravated phenotype (Fig. 7c). Likewise, deletion of *Sirt6* did not reduce the increased expression of various stress response genes such as *Dab2*, *Hspa2* and *Ptpn22* in *Utrn*/*mdx* mutants (Fig. 7d).

**Fig. 7:**
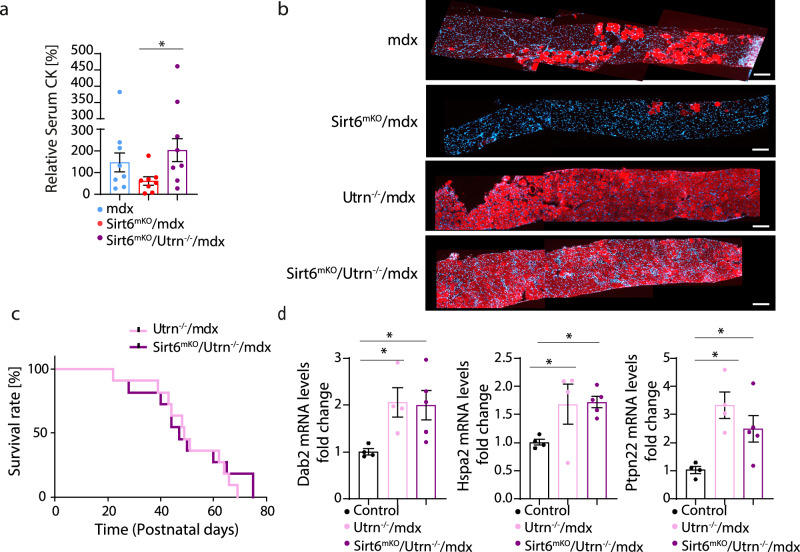
Deletion of *Utrn* abrogates beneficial effects of *Sirt6* inactivation in *Sirt6*^*mKO*^*/mdx* mice. **a** Serum creatine kinase (CK) enzyme activity relative to *mdx* (*n* = 8), *Sirt6*^*mKO*^*/mdx* (*n* = 8), and *Sirt6*^*mKO*^*/Utrn*^*−/−*^*/mdx* (*n* = 8) mice (One-way ANOVA with Benjamini multiple comparisons test: *p = 0.0229). **b** Evans blue staining of diaphragm muscles from *mdx* (*n* = 3), *Sirt6*^*mKO*^*/mdx* (*n* = 4), *Utrn*^*−/−*^*/mdx* (*n* = 2) and *Sirt6*^*mKO*^*/Utrn*^*−/−*^*/mdx* (*n* = 4) mice. Cross-sectional images showing myofiber leakage in red color are shown. Scale bar: 100 μm. **c** Cumulative survival curve of *Utrn*^*−/−*^*/mdx* (*n* = 11) and *Sirt6*^*mKO*^*/utrn*^*−/−*^*/mdx* mice (*n* = 11). Kaplan–Meier curve and Log-rank test. **d** RT-qPCR analysis of expression of genes involved in cellular stress responses in control (*n* = 4), *Utrn*^*−/−*^*/mdx* (*n* = 4), and *Sirt6*^*mKO*^*/Utrn*^*−/−*^*/mdx* (*n* = 5) muscles. *m36b4* was used as a reference gene (One-way ANOVA with Benjamini multiple comparisons test: *Dab2:* *p = 0.0259, *p = 0.0265; *Hspa2*: *p = 0.0437, *p = 0.0280; *Ptpn22*: *p = 0.0034, *p = 0.0290). Five to eight weeks old male and female mice were used. Data are presented as mean ± SEM. Source data are provided in the Source Data file.

## Discussion

In this study, we demonstrated that SIRT6 is the dominant H3K56ac deacetylase in muscle cells but has minor effects on the overall levels of H3K9ac and H3K18ac. Increased levels of H3K56ac in muscle-specific *Sirt6* mutants resulted in increased expression of *Utrn*, which compensates to a certain degree for the absence of dystrophin in *mdx* mice, thereby reducing damage of myofibers and partially ameliorating muscular dystrophy. SIRT6 is assumed to act mainly as a transcriptional repressor by deacetylation of H3K9ac, H3K18ac and H3K56ac^38–40^. We observed massively enhanced concentrations of H3K56ac but not of H3K9ac and H3K18ac in *Sirt6*-deficient muscles. Apparently, other histone deacetylases are able to compensate for the absence of *Sirt6* in maintaining regular levels of H3K9ac and H3K18ac but not of H3K56ac in muscle nuclei.

The function of H3K56ac has been intensely studied in yeast, where it does not only regulate promoter activity but also plays a role in nucleosome assembly^41^. Previous studies demonstrated that H3K56ac is also present at regulatory regions of actively transcribed genes in human embryonic stem cells, albeit to a lesser extent than in yeast^31^. Our H3K56ac ChIP-seq data revealed that in muscle cells H3K56ac peaks largely overlap with H3K4me3 and H3K27ac depositions, which mark active promoters and enhancers, respectively. We found that prevention of H3K56ac deacetylation by inactivation of *Sirt6* resulted in much broader peaks than the sharp peaks characteristic for H3K4me3 and H3K27ac and several other histone modifications. Upregulated H3K56ac peaks in *Sirt6* mutant MuSCs were mostly localized within distal intergenic regions and highly correlated with putative enhancers, marked by H3K27ac^+^/H3K4me3^−^. We also observed a strong enrichment of H3K56ac peaks at H3K27ac^+^/H3K4me1^+^ enhancers in mESCs after knockdown of *Sirt6*, suggesting that SIRT6 modulates enhancer activity not only in muscle but also in other cell types. Similar observations were made in drosophila, demonstrating that H3K56ac peaks are broadly distributed over enhancer regions^42^. From those finding it was proposed that an increase in H3K56 acetylation indicates enhancer activation^42^. However, the mechanism by which H3K56ac stimulates gene activity is incompletely understood. According to a popular hypothesis H3K56ac suppresses integration of linker histones such as H1.0, thereby preventing nucleosome compaction in enhancer regions^43^. Yet, further research seems necessary to fully understand the mechanism by which H3K56ac activates transcription.

We were astonished to see that the massive increase of H3K56ac in *Sirt6*-mutant muscle cells had no obvious effects on muscle development and homeostasis. We did not observe any effects in body and muscle weights, or in muscle morphology in *Sirt6*^*mKO*^ compared to WT mice, which is in contrast to germline *Sirt6* knockout mice *(Sirt6*^*−/−*^) that are smaller in size, show severe metabolic dysfunctions including hypoglycemia and loss of subcutaneous fat and display signs of skeletal muscle degeneration^44^. Furthermore, *Sirt6*^*mKO*^ mice retained robust regeneration capacity following CTX-induced muscle injury, indicating that the muscle phenotype in *Sirt6*^*−/−*^ mice does not originate from within the skeletal muscle lineage but is caused by defects in other cells types, probably due to systemic metabolic changes. This conclusion is also supported by the absence of morphological abnormalities in *MCK-Sirt6* KO mice, lacking *Sirt6* in differentiated myotubes and cardiomyocytes^27^. Surprisingly, we did not find evidence for glucose intolerance and abnormal energy expenditure (EE) in 4-months old *Sirt6*^*mKO*^ mice, which were reported for 7-months old *MCK-Sirt6* KO mice^27^. It is possible that this discrepancy is due to differences in age or the genetic background, the use of a Cre driver strain that already inactivates *Sirt6* very early during muscle development, or the additional deletion of *Sirt6* in the heart in case of *MCK-Sirt6* KO mice. In fact, inactivation of *Sirt6* in cardiomyocytes was reported to cause hypertrophic cardiomyopathy and heart failure, which will have consequences for skeletal muscle physiology^45^.

The massive increase of H3K56ac in skeletal muscles due to inactivation of *Sirt6* resulted in de-repression of several genes, including *Utrn* and *Mstn*. By specifically recruiting enzymatically active and inactive versions of SIRT6 to the *Utrn* enhancer via a CRISPR-dCas9/gRNA approach, we demonstrated that the upregulation of *Utrn* in *Sirt6*^*mKO*^ mice is not a secondary event, but reflects a direct role of SIRT6 in the regulation of *Utrn* transcription. Targeted recruitment of SIRT6 to the *Utrn* locus in *Sirt6*^*mKO*^*/mdx* muscle cells also proved that SIRT6-mediated control of *Utrn* expression is decisive to increase membrane stability in dystrophin-deficient myotubes, which is probably the main reason why *mdx/Sirt6*^*mKO*^ compound mutant mice show a profound improvement of muscle function. Further support for this hypothesis comes from the generation of *Utrn/mdx/Sirt6*^*mKO*^ triple mutant mice, in which the beneficial effects of *Sirt6* inactivation in *mdx* mice was gone, clearly indicating that upregulation of *Utrn* is indispensable for the improvement of muscle function after repression of SIRT6 activity.

Previous research revealed that overexpression of utrophin in *mdx* mice substantial improves the dystrophic phenotype, thereby identifying *Utrn* as an attractive therapeutic target to treat DMD^32,46^. Expression of the *Utrn* gene is already upregulated in *mdx* mice and DMD patients as part of the repair process^14^, but the level of expression is moderate, not allowing to fully compensate for the absence of dystrophin. Thus, intense efforts were made to stimulate *Utrn* expression via activation of different signaling pathways, e.g., using small molecules such as SMT C1100, which increases expression of *Utrn* about two-fold in cell culture and in *mdx* mice^11^. In principle, all patients with loss of dystrophin should benefit from increased *Utrn* expression, irrespective of the type of dystrophin mutation, which is a significant advantage compared to gene therapy approaches, aiming to correct individual mutations. Our findings revealed that suppression of SIRT6 activity was sufficient to increase *Utrn* expression to a level that improved skeletal muscles function in dystrophic *mdx* muscles, suggesting that manipulation of gene expression at the epigenetic level is a realistic option for the treatment of DMD. The regulatory elements driving *Utrn* expression have been characterized extensively, leading to the identification of an essential DUE, which is located 9 kb downstream in intron two in humans^47^.

Our data indicated that SIRT6 deacetylates H3K56ac residues within the putative mouse DUE, which is 84% identical to DUE motif of human *UTRN* gene and located in intron 1. Interestingly, an increase of H3K56ac at the DUE in *Sirt6* mutants was already detected in MuSC, although expression of UTRN increased only in myofibers but not in MuSCs, which is consistent with a previous study demonstrating that DUE activity is required for *Utrn* expression only in differentiated myotubes^47^. It seems plausible that epigenetic changes in MuSC precede transcriptional changes that only occur in myotubes, probably because critical transactivating factors are only available in myotubes.

In addition to increased *Utrn* expression we also observed increased levels of *Mstn* in *mdx/Sirt6*^*mKO*^ mice. The increase in of *Mstn* expression may be a secondary event due to *Utrn*-dependent membrane stabilization, which prevents countermeasures in *mdx* mice such as increased myofiber hypertrophy. In support of this hypothesis, overexpression of *Utrn* increases serum concentrations of MSTN, concomitant with improved muscle morphology^48^. Alternatively, the *Mstn* gene might be a direct target of SIRT6 and increased *Mstn* expression may be beneficial for the course of disease in *mdx* muscles. Indeed, we observed that *Sirt6* inactivation resulted in elevated H3K56ac levels at proximal promoter/enhancer regions of the *Mstn* gene, which is in line with a previous study showing that SIRT6 negatively regulates *Mstn* expression in C2C12 cells^34^. On the other hand, inhibition of MSTN signaling, which enhances skeletal muscle mass, was proposed as potential treatment for DMD and clinical studies were launched^49^. However, such studies yielded a mixed outcome, despite some spectacular effects in mice, raising doubts about such a strategy^50^. In particular, it was argued that larger myofibers that form as a consequence of MSTN inhibition might be more vulnerable to physical stress^51^. In addition, muscle hypertrophy is only present on some genetic backgrounds in the *mdx* mouse model but not in *D2-mdx* mice and in human DMD patients^52^. Potential beneficial effects of MSTN activation or repression might therefore by strain- and species-dependent. Notwithstanding this discussion, we currently cannot exclude that increased *Utrn* and *Mstn* expression have synergistic effects for the improvement of muscle pathology in *mdx* mice. The analysis of *Sirt6*^*mKO*^*/mdx* mice also revealed reduced activation MuSCs and partial normalization of gene expression profiles. We assume that these changes represent secondary effects caused by increased myofiber stability, in particular since we did not observe an upregulation of *Utrn* in MuSC. However, we cannot not rule out that *Sirt6* has direct beneficial effects on MuSC function.

In conclusion, we demonstrated that epigenetic manipulation of *Utrn* expression is a viable option to improve membrane stability of myofibers in DMD. We were surprised that inactivation of *Sirt6* serves such a function, since impaired expression or function of SIRT6 has been implicated in pathogenic changes of different organs, including liver, heart and brain^45,53,54^. On the other hand, recent studies suggest that inactivation of *Sirt6* improves the course of several diseases, indicating that SIRT6 acts in a highly tissue- and context-dependent manner^55,56^. Although it will be difficult to target *Sirt6* pharmacologically in a muscle-specific way, our study paves the way for epigenetic manipulation of *Utrn* expression to treat DMD.

## Methods

### Animals

*Sirt6*^*flox/flox*^ mice were generated in house by flanking exon 4 to 6 of the *Sirt6* gene with two loxP sequences (Supplementary Fig. 2a). *C57BL/10ScSn-Dmdmdx/J (mdx)* mice and *B10ScSn.Cg-Utrntm1Ked Dmdmdx/J* were obtained from The Jackson Laboratory (Bar Harbor, ME). *ROSA26-YFP* mice were obtained from Frank Constantini (Columbia University, USA, New York City). Generation of *Pax7*^*ICN*^ mice and *Pax7ZsGreen* mice have been described previously^57^. Primers used for genotyping are listed in Supplementary Data 1. All mice were maintained in individually ventilated cages, at 22.5 °C ± 1 °C and a relative humidity of 50% ± 5% with controlled illumination (12 h dark/light cycle). Mice were given ad libitum access to food and water. All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and approved by the Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt) with the project numbers B2/1125, B2/1137 and B2/2019.

### Plasmids

PCR products containing full-length wild-type or catalytic dead (H133Y) SIRT6 from pCMV-SPORT6-SIRT6 (Open Biosystems; GE Health-care, CO, USA) and P300 core wild-type domain (from pCMVb-p300-myc, Addgene plasmid: 30489) or inactive catalytic domain (from pCMVb-p300.DY-myc, Addgene plasmid: 30490) were cloned in Fuw-dCas9-dead Tet1CD-P2A-BFP (Addgene plasmid: 108246) with AscI and EcoRI sites (for *Sirt6*) or BlpI and EcoRI sites (for *p300* core) to replace the Tet1CD sequence. gRNA expression plasmids were generated by inserting DNA fragments containing individual gRNA sequences (Supplementary Table 3) into pLV_esiCRISPR_mCherry (Eupheria Biotech) with NdeI and EcoRI sites using established protocols^58^. The PCR product containing full-length HA-SIRT6-V5- tagged was cloned into the lentiviral vector pLJM1-EGFP (Addgene plasmid: 19319) using NheI and EcoRI sites to replace EGFP.

### Muscle regeneration assay

Mice were anaesthetized intraperitoneally with 10% ketamine and 2% xylazine diluted with 0.9% NaCl (100 μl/10 g body weight). To introduce a muscle injury, 50 μl of 0.06 mg/ml cardiotoxin from Naja mossambica mossambica (Sigma, Germany) in 0.9% NaCl was injected into the tibialis anterior of adult mice using an insulin syringe. The needle was inserted deep into the muscle longitudinally toward the knee from the ankle. The anterior tibial muscles were analyzed 14 days after injection.

### Evan’s blue staining

To quantify sarcolemma stability, mice were intraperitoneally injected with 1% EBD (Sigma, St Louis, MO, USA) (w/v) (0.01 ml per 10 g of body mass) in PBS, pH 7.5, sterilized by passage through a Millex®-GP 0.22 µm filter (Millipore, Bedford, MA, USA). After injection, animals were returned to their cage before harvesting the diaphragm, 16 h after EBD injection. Cross-sections were cut at 8 µm, and EBD was detected as red auto-fluorescence by using a Zeiss AxioObserver Z1 fluorescence microscope.

### Serum creatine kinase assay

Mice were anaesthetized as described above and blood samples were taken from orbital venous plexus by inserting a capillary into the medial canthus of the eye (30 degree angle to the nose). After incubation for 15 min on room temperature, blood samples were centrifuged at 4000 × *g* for 15 min at 4 °C and the sera were collected in new 1.5 ml tube. Serum creatine kinease (CK) activity was measured by IDEXX laboratory (Im Moldengraben 65, Kornwestheim Germany).

### Metabolic phenotyping with PhenoMaster cage

For metabolic studies, mice were housed individually in metabolic cages (PhenoMaster) and acclimatized for 48 h before readings were taken. Metabolic parameters such as respiratory exchange rate (RER) and EE, food and liquid intake, spontaneous locomotor activity were monitored for 48 h.

### Magnetic resonance imaging (MRI)

All MRI experiments were performed on a 7.0-T superconducting magnet (Bruker Biospin, Pharmascan, 70/16, 16 cm; Ettlingen, Germany) equipped with an actively shielded imaging gradient field of 300 mT m^−1^. The frequency for the 1H isotope is 300.33 MHz. A 60-mm inner diameter linear-polarized 1H volume resonator was used for RF pulse transmission and signal reception (Bruker Biospin). Localized images were acquired using a spin-echo sequence and corrections of slice angulation were performed, if necessary. Rapid acquisition with relaxation enhancement sequences (repetition time (TR) = 2500 ms, echo time (TE) = 36.7 ms, slice thickness = 1 mm) in axial and coronal orientation were used to determine exact positioning of the lower part of the mouse body. A coronal multi-slice-multi-echo-spin-echo-sequence with an echo time TE = 8.6 ms, repetition time TR = 453 ms, a field of view FOV = 7 × 7 cm^2^, matrix size MTX = 512 × 256, and a slice thickness of 1 mm was recorded. Volumetric quantification of fat and muscle tissue from images was processed by ImageJ. A list of anatomically defined landmarks was used to derive tissue-specific signal intensity thresholds and to define the region of interest. The tissue voxel volumes inside the region of interest were determined as cubic millimeters for each tissue class. Mice were measured under volatile isoflurane (1.5–2.0% in oxygen and air with a flow rate of 1.0 l min^−1^) anesthesia; the body temperature was maintained at 37 °C by a thermostatically regulated water flow system during the entire imaging protocol^59^.

### Glucose tolerance test (GTT)

To determine glucose tolerance, mice were fasted 16 h before i.p. injection of 100 µl 20% glucose solution per 10 g body weight. Baseline blood glucose concentrations were taken before administration of glucose. Measurements after glucose injections were done at 30 min intervals over a span of 2 h with an ACCU-CHEK Active Blood Glucose System (Roche) using tail tip blood samples.

### Gene expression and western blot analysis

Total RNA from either whole-muscle or FACS-isolated MuSCs was extracted using TRIzol reagent (Invitrogen) following instructions of the manufacturer. RNA was reverse-transcribed with PrimeScript RT Reagent Kit (TaKaRa) following standard procedures. Real-time PCR was performed using Taqman (Applied Biosystems) and Blue S’Green qPCR Kit (Biozym Blue). Relative quantitation of mRNA gene expression was performed using the ∆CT method. The Ct-values of target genes were normalized to the m36b4 housekeeping gene using the equation ΔCt = Ct_reference_ − Ct_target_ and expressed as ΔCt. Primers are listed in Supplementary Data 1. For western blot assays, extracts from muscles, freshly isolated or proliferating MuSCs were resolved by SDS-PAGE, transferred onto nitrocellulose filters or PVDF membranes and probed with antibodies using 1:1000 dilution as indicated (Supplementary Table 4). Protein expression was visualized using a chemiluminescence detection system (GE Healthcare, Little Chalfont, United Kingdom) and quantified with the ChemiDoc gel documentation system (Bio-Rad).

### Immunofluorescence and histological analysis

Tibialis anterior and diaphragm muscles were dissected and placed with one end in 10% gum tragacanth (Sigma-Aldrich) on a flat piece of cork before freezing in isopentane/liquid nitrogen. Frozen muscle sections (8–10 μm) were fixed in cold acetone or 4% paraformaldehyde. Immunofluorescence and H&E staining were done following standard protocols. Masson’s Trichrome staining was carried out using the ACCUSTAIN® trichrome staining kit (Sigma-Aldrich). Primary antibodies for immunofluorescence staining using 1:1000 antibody dilution are listed in Supplementary Table 4. MuSCs were identified by staining for Pax7. For quantification, the numbers of Pax7-positive MuSC were counted on five section slides per animal, scoring four different areas per section.

### Isolation, cultivation and in vitro differentiation of MuSC

Satellite cell isolation and purification were performed according to established methods^60^ with minor modifications. Briefly, limb and trunk muscles were minced, digested with 100 CU Dispase (BD) and 0.2% type II collagenase (Worthington Biochemicals), and consecutively filtered through 100, 70, and 40 µm cell strainers (BD). Cells were collected by centrifugation at 1200 × *g* for 7 min. Pellets were re-suspended in 1.5 ml red blood cell lysis buffer containing 5 μg/ml DNase I and incubated on ice for 3 min. Subsequently, the cell suspension was filled up to 7 ml with DMEM medium containing 2% FCS, before cells were spun down. To enrich for MuSCs, isolated cells were incubated with APC fluorescence coupled primary antibodies against Sca1, CD45, CD31 (1:100 dilution in FACS-sorting buffer) for 40 min at 4 °C. After addition of 5 ml of DMEM medium containing 2% FCS, cells were spun down and the cell pellets were resuspended in 200 µl FACS-sorting buffer, before incubation with 30 µl of anti-APC micro beads (MACS) for 15 min on 4 °C. Microbeads containing Sca1+/CD45^+^/CD31^+^ cells were isolated by a 25 LS separation column using the QuadroMACS separator (Miltenyi Biotec). Sca1^−^/CD45^−^/CD31^−^ cells were spun down, stained with Integrin-a7-FITC and CD34-Alexa Fluor 405 antibodies (1:100 dilution in FACS-sorting buffer). Integrin-a7^+^/CD34^+^, GFP^+^ (from Pax7/zsGreen mice) or YFP^+^ (from Pax7ICNCre/ROSA-YFP mice) satellite cells were isolated using a FACS AriaIII (BD Biosciences). Gating strategies are shown in Supplementary Figs. 9 and 10, respectively. Antibodies used for FACS-sorting are listed in Supplementary Table 4. FACS-sorted MuSCs were cultured in DMEM medium with 20% FCS and bFGF (5 ng/ml). MuSCs were induced to differentiation at 95–100% confluence, 48 h after transduction using differentiation medium (DMEM medium containing 2% horse serum).

### Cultivation and in vitro differentiation of human myoblasts

The initial biopsies, from which the cell lines were generated, were provided by MyoBank, the tissue bank of the Institut de Myologie in Paris, affiliated with EuroBioBank. MyoBank has received approval from the French Ministry of Higher Education, Research and Innovation to distribute human samples for research (Authorization code AC-2019-3502). Human myoblasts were cultured in a growth medium consisting of 199 medium and DMEM (Invitrogen Carlsbad, CA) in a 1:4 ratio, supplemented with 20% FCS (Invitrogen), 2.5 ng/ml hepatocyte growth factor (Invitrogen), 0.1 μmol/l dexamethasone (Sigma-Aldrich, St. Louis, MO, USA) and 50 μg/ml gentamycin (Invitrogen). Human myoblasts were differentiated by replacing growth medium with DMEM supplemented with 100 μg/ml transferrin, 10 μg/ml insulin and 50 μg/ml of gentamycin^61^. Origins and characterizations of human myoblast cell lines are provided in Supplementary Table 5.

### Cultivation and in vitro differentiation of C2C12 myoblasts

Mouse C2C12 myoblasts were obtained from the ATCC (#CRL-1772) and were cultured in 4.5 g glucose containing DMEM supplemented with 10% FCS and 1% penicillin/streptomycin at 37  °C and 5% CO_2_ at a cell concentration between 1.5 × 10^5^ and 1.0 × 10^6^ viable cells/75 cm^2^. The cells were passaged by trypsinization (0.5% trypsin in 0.5 mM EDTA, Gibco BRL) from the culture plate at 70% confluence. C2C12 cells were differentiated using differentiation medium contained 2% horse serum instead of 10% FCS for 3 days.

### Lentiviral transduction of MuSC and ESC

FACS-sorted MuSCs was cultured in DMEM medium with 20% FCS and bFGF (5 ng/ml). Before seeding of MuSCs, plates or dishes were coated with matrigel at 37 °C for 1 h and then air-dried. In total, 3000 cells/well were seeded in 94-well plate, 2 × 10^4^ cells/well in 12-well plate and 15.0 × 10^4^ cells in one 6 cm dish for CK assays, RT-qPCR and ChIP-qPCR experiments, respectively. Upon reaching 50% confluence cells were co-transduced with Sirt6/p300–dCas9 and non-targeting or gRNAs targeting DUE lentiviruses (Supplementary Table 3). MuSCs were induced to differentiation 48 h after transduction using differentiation medium (DMEM medium containing 2% horse serum). Cultured wildtype MuSCs were transduced with HA-SIRT6-V5 lentivirus in 10 cm dishes. Forty-eight hours after transduction, differentiation of MuSCs was induced by culture in differentiation medium (DMEM medium containing 2% horse serum) for 3 days. Lentivirus mediated Sirt6 knockdown in mESC (V6.5) was performed with shRNA (NM_181586.2-444s1c1: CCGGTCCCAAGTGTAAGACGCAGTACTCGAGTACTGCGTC TTACACTTGGGATTTTTG), following standard protocols (The RNAi Consortium Broad Institute, The RNAi Consortium). Briefly, mESCs were harvested and the cell pellet was re-suspended in lentivirus-containing medium with 8 μg/ml polybrene, before plating on a monolayer of feeder cells. After 24 h incubation, the medium was replaced with growth media containing 2 μg/ml puromycin for another 4 days before further analysis.

### Hypo-osmotic stress CK release assay

The experiment was performed following established protocols^62^. Briefly, differentiated myotubes were incubated with 132 mosmol (~50 mM sucrose) hypo-osomolar solution for 20 min at 37 °C. CK activity in the supernatant or cell lysate was measured in triplicate or quadruplicate using the Creatine Kinase-SL kit (Sekisui Diagnostics) according to the manufacturer’s instructions.

### Electron microscopy (EM) and heterochromatin quantification

Ultrastructure of MuSC in skeletal muscle was analyzed by EM as described before^60^. Briefly, skeletal muscles were fixed in 3% glutaraldehyde for 12 h at 4 °C and embedded in Epon. Ultrathin sections were contrasted with uranyl acetate and lead citrate, and analyzed using a Philips CM10 electron microscope. The content of heterochromatin was determined using the ImageJ program relative to the total cross-sectional area of MuSC nuclei.

### Chromatin immunoprecipitation (ChIP) in muscle

ChIP assays were performed according to published protocols with some modifications^59^. Briefly, muscle tissue (gastrocnemius muscle) was chopped, washed with PBS and spun down at 1700 g for 5 min. Pellets were re-suspended in 500 μl buffer containing 0.32 M Sucrose, 3 mM CaCl, 2 mM magnesium acetate, 0.1 mM EDTA, 1 mM DTT, 10 mg/ml BSA, 10 mM Tris-HCl, pH 8 with protease inhibitors and homogenized for 5 min with metal beads and afterwards with a 7 ml dounce homogenizer. Released myonuclei were transferred into 1.5 ml Eppendorf tubes and spun down at 1700 g for 5 min. Myonuclei were cross-linked with 1% formaldehyde in PBS for 10 min, and then quenched by addition of 0.125 M glycine for another 10 min. Cross-linked myonuclei were washed with ice-cold PBS for two times and spun down at 5000 g for 5 min. Pellets were snap-frozen in liquid nitrogen, and stored at −80 °C for further use or directly employed for chromatin IP.

### ChIP-seq and data analysis of mESCs

Undifferentiated mESCs infected with lentivirus expressing scramble or Sirt6 shRNAs were cross-linked with 1% formaldehyde/PBS for 10 min, and then were quenched by addition of 0.125 M glycine. After washing with ice-cold PBS for three times, cells were spun down and resuspend in ice-cold Cell Lysis Buffer (5 mM HEPES pH8, 85 mM KCl, 0.5% NP-40, Protease inhibitors). Following incubation on ice for 10 min, cells were pelleted, re-suspended in 150 μl Nuclear Lysis Buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS, protease inhibitors, freshly prepared) and incubated for 10 min on ice. Genomic DNA was sonicated with a Bioruptor (Diagenode) to generate 0.3–0.5 kb fragments. Sheared chromatin was diluted 10-fold with IP buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, complete protease inhibitor cocktail) to a final concentration of 30 μg/ml DNA. Chromatin lysates were precleared with protein A agarose beads at 4 °C for 2 h and the supernatant was incubated at 4 °C overnight with H3K56ac antibodies (EpiGentek). The DNA-histone-antibody complexes were precipitated by incubation with protein A agarose beads pre-blocked with 5% BSA for 2 h. Beads were pelleted and successively washed twice with Low Salt buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), High Salt buffer (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100, 0.1% SDS), LiCl2 buffer (10 mM Tris-HCl, pH 8.0, 250 mM LiCl, 1% Na-deoxycholate, 1% NP40) and TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA). DNA was eluted with 500 ul freshly prepared IP Elution Buffer (100 mM NaHCO3, 1% SDS) for 30 min in room temperature on a rotating wheel. Reverse crosslinking was performed in 0.3 M NaCl while shaking at 65° for 6 h, followed by treatment with 20 ug/ml RNase (DNase free) at 37 °C for 1 h, and with 0.01 M EDTA, 0.04 M Tris pH6.8 and Proteinase K, at 45° for 1 h. ChIPed DNA was purified using mini-elute PCR kits (Qiagen) and quantified by the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). In total, 0.5–10 ng of DNA was used as input for the TruSeq ChIP Library Preparation Kit (Illumina) with the following modifications. Instead of gel-based size selection before the final PCR step, libraries were size selected using the SPRI-bead based approach after a final PCR with 18 cycles. Samples were first cleaned with a 1× bead:DNA ratio to eliminate residuals from PCR reaction, followed by a two-sided-bead cleanup step with an initial 0.6× bead:DNA ratio to exclude larger fragments. Supernatant was transferred to a new tube and incubated with additional beads with a 0.2× bead:DNA ratio to eliminate smaller fragments. Bound DNA samples were washed with 80% ethanol, dried and resuspended in TE buffer. Library integrity was verified with the LabChip Gx Touch 24 (Perkin Elmer). Sequencing was performed with the NextSeq500 instrument (Illumina) using v2 chemistry with 1 × 75bp single end setup.

FASTQ files were controlled for quality issues, using FastQC. Quality aware trimming of reads and adapter removal were performed using Trim Galore. Read alignment against the mm10 mouse genome was done against a reference downloaded as a pre-compiled BWT index from Illumina’s iGenome repository. Read alignment was performed by using bowtie version 1.1.2 with parameters -k 1 -m 1. Duplicate removal was performed by using Picard’s MarkDuplicates function. Coverage vectors were generated with Deeptools bamCoverage function, using RPKM (reads per kilo base per million mapped reads) normalization^63^. Visualization of binding profiles was done by using the R/BioConductor package Gviz or the Integrative Genome Viewer^64^. Peak calling was done using MACS2^65^. The resulting set was filtered against blacklisted chromatin regions, as detected by ENCODE. Read counts across peaks were determined using the featureCounts function of the Subread package. Differential binding analysis was performed by using DESeq2 after merging overlapping peaks into reference peak sets, using the reduce function of the BioConductor GenomicRanges package^66^. H3K56ac data were compared to available data for histone modifications and other chromatin modifiers in mES cells from ENCODE^67^ by downloading the raw sequencing reads of the first replicate for H3K27ac, H3k4me1, H3K4me3, H3K9ac, H3K36me3 and p300 through the UCSC browser data download portal (https://hgdownload-test.gi.ucsc.edu/goldenPath/mm9/encodeDCC/wgEncodeLicrTfbs). Reads were processed as described above. Read counts across H3K56ac peaks and H3K56ac peaks significantly increased in Sirt6^mKO^ were determined using featureCounts and normalized by scale normalization within R. Wilcoxon rank sum tests were performed within R using the wilcox.test function with the alternatives “greater” or “less”.

### ChIP-seq and data analysis in MuSCs

FACS-sorted MuSCs were cross-linked with 1% formaldehyde/PBS for 10 min, before quenching with 0.125 M glycine. Cross-linked cells were washed with ice-cold PBS for three times and spun down. Chromatin preparation and protein-DNA complex immunoprecipitation was carried out according to established protocols^68^. ChIPed DNA was purified using mini-elute PCR kits (Qiagen). DNA concentration was measured using Qubit® Fluorometric Quantitation (Life Science). ChIP-seq libraries were generated using the Ion ChIP-Seq Library Preparation Kit (Thermo Fisher) following standard protocols. Libraries were analyzed with the Bioanalyzer 2100 and sequenced using the IonTorrent Proton platform with Ion PI Sequencing 200 Kit v2 (Thermo Fisher). Resulting raw reads were assessed for quality, adapter content and duplication rates with FastQC. Data processing of sequencing reads in FASTQ format were performed as described above for mES cells. All downstream analyses were carried out with R/BioConductor (http://www.bioconductor.org) using the packages GenomicRanges and GenomicFeatures. In order to compare H3K56ac to other histone modifications public data sets for H3K4me3 and H3K27ac in MuSCs^69^ were downloaded from GEO (time-point T3 from GSE103163: GSM2756408, GSM2756400 and GSM2756402).

### ATAC-seq

In total, 50,000 cells were used for ATAC Library preparation using Tn5 Transposase from Nextera DNA Sample Preparation Kit (Illumina). Cell pellet was resuspended in 50 µl PBS and mixed with 25 µl TD-Buffer, 2.5 µl Tn5, 0.5 µl 10% NP-40 and 22 µl water. Cell/Tn5 mixture was incubated at 37 °C for 30 min with occasional snap mixing. Transposase treatment was followed by 30 min incubation at 50 °C together with 500 mM EDTA pH8.0 for optimal recovery of digested DNA fragments. For neutralization of EDTA 100 µl of 50 mM MgCl_2_ was added followed by purification of the DNA fragments by MinElute PCR Purification Kit (Qiagen). Amplification of Library together with Indexing was performed as described elsewhere^70^. Libraries were mixed in equimolar ratios and sequenced on NextSeq500 platform using V2 chemistry with paired-end mode. Quality control of FASTQ files was done using FastQC. Quality aware trimming of reads and adapter removal were performed using Trim Galore. Reads were aligned to a pre-compiled index of the mouse mm10 genome using BWA with default settings. Duplicate reads were removed with Samtools’ rmdup function. Virtual footprinting for motif analysis was done by adapting the HINT subroutine of the Regulatory Genomics Toolbox suite (http://www.regulatory-genomics.org/). Peaks were called by using MACS2 (version 2.1.1.20160309) with the default setting of the *p* value threshold to -p 0.01 and using the -bampe option. Coverage bigwig files were generated with Deeptools bamCoverage function at 50 bp resolution.

### DNA methylation-sensitive PCR

TA muscle tissue was digested over night at 50 °C with digestion buffer (100 mM NaCl, 10 mM Tris-HCl, pH 8, 25 mM EDTA pH 8, 0.5% Sodium dodecyl sulfate, and freshly added 0.1 mg/ml proteinase K). After tissue digestion, phenol/chloroform/isoamyl extraction of DNA was performed. In total, 1 µg purified DNA was subjected to enzymatic digestion with methylation-sensitive enzymes HpaII and MspI (NEB) followed by qPCR with primers flanking the restriction site (Supplementary Data 1). DNA input was measured by amplification of an unrelated fragment that contains no restriction sites.

### RNA-seq and data analysis in MuSCs and muscle tissue

Total RNA was isolated from muscle tissue or FACS-sorted MuSCs by the miRNeasy micro kit (Qiagen) together with on-column DNase digestion (DNase-Free DNase Set, Qiagen) and followed by QC on Bioanalyzer 2100 (Agilent). For MuSCs, Total RNA libraries were obtained by rRNA depletion with RiboMinus Eukaryote System v2 (Thermo Fisher) followed by Ion Total RNA-Seq Kit v2 (Thermo Fisher) according to the manufacturer’s protocol. Library quality was controlled by Bioanalyzer 2100 and final sequencing was performed with Ion PI Sequencing 200 Kit v2 (Thermo Fisher). For muscle tissues, integrity of RNA and library preparations were verified with LabChip Gx Touch 24 (Perkin Elmer). In total, 300 ng of total RNA was used as input for VAHTS Stranded mRNA-seq. Library preparation following manufacture’s protocol (Vazyme). Sequencing was performed on NextSeq500 instrument (Illumina) using v2 chemistry, resulting in average of 30 M reads per library with 1 × 75bp single end setup.

Raw reads were assessed for quality, adapter content and duplication rates with FastQC 0.10.1, trimmed by Reaper version 13–100^71^ and terminally aligned to the Ensemble mouse genome version mm10 (GRCm38) by STAR 2.4.0a^72^. The number of reads aligning to genes was counted with featureCounts 1.4.5-p1 tool from the Subread package^73^. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. DEGs were identified using DESeq2 version 1.62 l^74^. For MuSCs, only genes with a minimum fold change of ±2, a maximum Benjamini-Hochberg corrected *p* value of 0.05, and a minimum combined mean of 5 reads were assumed to be significantly differentially expressed. For muscle tissues, only genes with a maximum uncorrected *p* value of 0.05, and a minimum combined mean of 5 reads were assumed to be significantly differentially expressed. The Ensemble annotation was enriched with UniProt data (release 06.06.2014) based on Ensembl gene identifiers (Activities at the Universal Protein Resource (UniProt)). Correlations of replicate gene counts were assessed with the Spearman ranked correlation algorithm included in R 3.11 (R: A language and environment for statistical computing). Volcano plots were computed using the script run_DE_analysis.pl included in Trinity version 20140717, which employs R functions for plotting^75^. Further global clustering of samples was performed using the regularized-logarithm transformation method of DESeq2, based on complete euclidean distances and hierarchical clustering. Gene ontology analysis was performed using DAVID Bioinformatics Resources (http://david.abcc.ncifcrf.gov) and Enrichr (https://maayanlab.cloud/Enrichr/)^76,77^. Heat maps were generated using function “heatmap.2” in R package “gplots”, using the version R-3.6.1.

### Statistical analysis

For all quantitative analyses, a minimum of three biological replicates were analyzed with the exception of only two biological replicates for ChIP-seq, RNA-seq and ATAC-seq data. Statistical tests were used based on the assumption that sample data are derived from a population following a probability distribution based on a fixed set of parameters. *T*-tests were used to determine statistical significance of differences between two groups. One-way ANOVA were used to perform multiple comparisons. The following values were considered to be statistically significant: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Calculations were done using the GraphPad Prism 8 software and R. Error bars always represent standard error of the mean (mean ± SEM). No statistical method was used to predetermine sample size.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Raw and processed ChIP-seq data in mESCs and MuSCs are available in the NCBI Gene Expression Omnibus (GEO), under accession number GSE168331 and GSE168330, respectively. ATAC-seq data were deposited under accession number GSE168329. RNA-seq data of MuSCs and muscle tissue were deposited under accession number GSE199487, GSE168983 and GSE168984, respectively. Published data were downloaded from GEO time-point T3 from GSE103163: GSM2756408, GSM2756400 and GSM2756402. All other data generated during the current study are available from the corresponding author on reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Blake DJ, Weir A, Newey SE, Davies KE (2002). Function and genetics of dystrophin and dystrophin-related proteins in muscle. Physiol. Rev..

[2] Bell CD, Conen PE (1967). Change in fiber size in Duchenne muscular dystrophy. Neurology.

[3] Partridge TA (2013). The mdx mouse model as a surrogate for Duchenne muscular dystrophy. FEBS J..

[4] Deconinck AE (1997). Utrophin-dystrophin-deficient mice as a model for Duchenne muscular dystrophy. Cell.

[5] Ohlendieck K (1991). Dystrophin-related protein is localized to neuromuscular-junctions of adult skeletal-muscle. Neuron.

[6] Blake DJ, Tinsley JM, Davies KE (1996). Utrophin: a structural and functional comparison to dystrophin. Brain Pathol..

[7] Helliwell TR, Man NT, Morris GE, Davies KE (1992). The dystrophin-related protein, utrophin, is expressed on the sarcolemma of regenerating human skeletal-muscle fibers in dystrophies and inflammatory myopathies. Neuromuscul. Disord..

[8] Fisher R (2001). Non-toxic ubiquitous over-expression of utrophin in the mdx mouse. Neuromuscul. Disord..

[9] Tinsley JM (1996). Amelioration of the dystrophic phenotype of mdx mice using a truncated utrophin transgene. Nature.

[10] Rafael JA, Tinsley JM, Potter AC, Deconinck AE, Davies KE (1998). Skeletal muscle-specific expression of a utrophin transgene rescues utrophin-dystrophin deficient mice. Nat. Genet..

[11] Tinsley JM (2011). Daily treatment with SMTC1100, a novel small molecule utrophin upregulator, dramatically reduces the dystrophic symptoms in the mdx mouse. PLoS ONE.

[12] Guiraud S (2015). Second-generation compound for the modulation of utrophin in the therapy of DMD. Hum. Mol. Genet..

[13] Khurana TS (1991). Immunolocalization and developmental expression of dystrophin related protein in skeletal muscle. Neuromuscul. Disord..

[14] Schofield JN, Gorecki DC, Blake DJ, Davies K, Edwards YH (1995). Dystroglycan mRNA expression during normal and mdx mouse embryogenesis: a comparison with utrophin and the apo-dystrophins. Dev. Dyn..

[15] Roberts TC (2015). Multi-level omics analysis in a murine model of dystrophin loss and therapeutic restoration. Hum. Mol. Genet..

[16] Roberts TC (2012). Expression analysis in multiple muscle groups and serum reveals complexity in the microRNA transcriptome of the mdx mouse with implications for therapy. Mol. Ther. Nucleic Acids.

[17] Sincennes MC, Brun CE, Rudnicki MA (2016). Concise Review: Epigenetic regulation of myogenesis in health and disease. Stem Cells Transl. Med..

[18] Boonsanay V (2016). Regulation of skeletal muscle stem cell quiescence by Suv4-20h1-dependent facultative heterochromatin formation. Cell Stem Cell.

[19] Colussi C (2008). HDAC2 blockade by nitric oxide and histone deacetylase inhibitors reveals a common target in Duchenne muscular dystrophy treatment. Proc. Natl Acad. Sci. USA.

[20] Bajanca F, Vandel L (2017). Epigenetic regulators modulate muscle damage in duchenne muscular dystrophy model. PLoS Curr..

[21] Ianni A, Yuan X, Bober E, Braun T (2018). Sirtuins in the cardiovascular system: potential targets in pediatric cardiology. Pediatr. Cardiol..

[22] Chalkiadaki, A., Igarashi, M., Nasamu, A. S., Knezevic, J. & Guarente, L. Muscle-specific SIRT1 gain-of-function increases slow-twitch fibers and ameliorates pathophysiology in a mouse model of duchenne muscular dystrophy. *PLoS Genet.***10**, e1004490 (2014).10.1371/journal.pgen.1004490PMC410245225032964

[23] Kuno, A. & Horio, Y. SIRT1: a novel target for the treatment of muscular dystrophies. *Oxid. Med. Cell Longev.***2016**, 6714686 (2016).10.1155/2016/6714686PMC481469927073590

[24] Hori YS (2011). Resveratrol ameliorates muscular pathology in the dystrophic mdx mouse, a model for Duchenne muscular dystrophy. J. Pharm. Exp. Ther..

[25] Fang J (2017). Sirt7 promotes adipogenesis in the mouse by inhibiting autocatalytic activation of Sirt1. Proc. Natl Acad. Sci. USA.

[26] Kumari P (2018). Sirt7 inhibits Sirt1-mediated activation of Suv39h1. Cell Cycle.

[27] Cui X (2017). SIRT6 regulates metabolic homeostasis in skeletal muscle through activation of AMPK. Am. J. Physiol. Endocrinol. Metab..

[28] Yamaguchi M (2015). Calcitonin receptor signaling inhibits muscle stem cells from escaping the quiescent state and the niche. Cell Rep..

[29] Zhong L (2010). The histone deacetylase Sirt6 regulates glucose homeostasis via Hif1alpha. Cell.

[30] Khan, R. I., Nirzhor, S. S. R. & Akter, R. A review of the recent advances made with SIRT6 and its implications on aging related processes, major human diseases, and possible therapeutic targets. *Biomolecules***8**, 44 (2018).10.3390/biom8030044PMC616487929966233

[31] Xie W (2009). Histone H3 lysine 56 acetylation is linked to the core transcriptional network in human embryonic stem cells. Mol. Cell.

[32] Squire S (2002). Prevention of pathology in mdx mice by expression of utrophin: analysis using an inducible transgenic expression system. Hum. Mol. Genet..

[33] Weir AP, Morgan JE, Davies KE (2004). A-utrophin up-regulation in mdx skeletal muscle is independent of regeneration. Neuromuscul. Disord..

[34] Samant, S. A., Kanwal, A., Pillai, V. B., Bao, R. Y. & Gupta, M. P. The histone deacetylase SIRT6 blocks myostatin expression and development of muscle atrophy. *Sci. Rep.***7**, 11877 (2017).10.1038/s41598-017-10838-5PMC560568828928419

[35] Grade CVC, Salerno MS, Schubert FR, Dietrich S, Alvares LE (2009). An evolutionarily conserved Myostatin proximal promoter/enhancer confers basal levels of transcription and spatial specificity in vivo. Dev. Genes Evol..

[36] Wen C, Chen Y, Wu P, Wang T, Zhou Y (2014). MSTN, mTOR and FoxO4 are involved in the enhancement of breast muscle growth by methionine in broilers with lower hatching weight. PLoS ONE.

[37] Liu XS (2016). Editing DNA methylation in the mammalian genome. Cell.

[38] Michishita E (2008). SIRT6 is a histone H3 lysine 9 deacetylase that modulates telomeric chromatin. Nature.

[39] Michishita E (2009). Cell cycle-dependent deacetylation of telomeric histone H3 lysine K56 by human SIRT6. Cell Cycle.

[40] Tasselli L (2016). SIRT6 deacetylates H3K18ac at pericentric chromatin to prevent mitotic errors and cellular senescence. Nat. Struct. Mol. Biol..

[41] Xu F, Zhang KL, Grunstein M (2005). Acetylation in histone H3 globular domain regulates gene expression in yeast. Cell.

[42] Skalska L (2015). Chromatin signatures at Notch-regulated enhancers reveal large-scale changes in H3K56ac upon activation. EMBO J..

[43] Bernier M (2015). Linker histone H1 and H3K56 acetylation are antagonistic regulators of nucleosome dynamics. Nat. Commun..

[44] Mostoslavsky R (2006). Genomic instability and aging-like phenotype in the absence of mammalian SIRT6. Cell.

[45] Sundaresan NR (2012). The sirtuin SIRT6 blocks IGF-Akt signaling and development of cardiac hypertrophy by targeting c-Jun. Nat. Med..

[46] Tinsley J (1998). Expression of full-length utrophin prevents muscular dystrophy in mdx mice. Nat. Med..

[47] Tanihata J, Suzuki N, Miyagoe-Suzuki Y, Imaizumi K, Takeda S (2008). Downstream utrophin enhancer is required for expression of utrophin in skeletal muscle. J. Gene Med..

[48] Guiraud S (2017). Identification of serum protein biomarkers for utrophin based DMD therapy. Neuromuscul. Disord..

[49] Haidet AM (2008). Long-term enhancement of skeletal muscle mass and strength by single gene administration of myostatin inhibitors. Proc. Natl Acad. Sci. USA.

[50] Mariot, V. et al. Downregulation of myostatin pathway in neuromuscular diseases may explain challenges of anti-myostatin therapeutic approaches. *Nat. Commun.***8**, 1859 (2017).10.1038/s41467-017-01486-4PMC570943029192144

[51] Rybalka, E. et al The failed clinical story of myostatin inhibitors against duchenne muscular dystrophy: exploring the biology behind the battle. *Cells***9**, 2657 (2020).10.3390/cells9122657PMC776413733322031

[52] Coley WD (2016). Effect of genetic background on the dystrophic phenotype in mdx mice. Hum. Mol. Genet..

[53] Kim HS (2010). Hepatic-specific disruption of SIRT6 in mice results in fatty liver formation due to enhanced glycolysis and triglyceride synthesis. Cell Metab..

[54] Toiber D (2017). Neuroprotective functions for the histone deacetylase SIRT6. J. Neurochem..

[55] Sociali G (2017). Pharmacological Sirt6 inhibition improves glucose tolerance in a type 2 diabetes mouse model. FASEB J..

[56] Cagnetta A (2018). Depletion of SIRT6 enzymatic activity increases acute myeloid leukemia cells’ vulnerability to DNA-damaging agents. Haematologica.

[57] Keller C, Hansen MS, Coffin CM, Capecchi MR (2004). Pax3:Fkhr interferes with embryonic Pax3 and Pax7 function: implications for alveolar rhabdomyosarcoma cell of origin. Genes Dev..

[58] Erster O, Seger R, Liscovitch M (2010). Ligand interaction scan (LIScan) in the study of ERK8. Biochem. Biophys. Res. Commun..

[59] Zhang, T. et al. Prmt5 is a regulator of muscle stem cell expansion in adult mice. *Nat. Commun.***6**, 7140 (2015).10.1038/ncomms8140PMC445887026028225

[60] Gunther S (2013). Myf5-positive satellite cells contribute to Pax7-dependent long-term maintenance of adult muscle stem cells. Cell Stem Cell.

[61] Mamchaoui K (2011). Immortalized pathological human myoblasts: towards a universal tool for the study of neuromuscular disorders. Skelet. Muscle.

[62] Young CS (2016). A single CRISPR-Cas9 deletion strategy that targets the majority of DMD patients restores dystrophin function in hiPSC-derived muscle cells. Cell Stem Cell.

[63] Ramirez F, Dundar F, Diehl S, Gruning BA, Manke T (2014). deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res..

[64] Robinson JT (2011). Integrative genomics viewer. Nat. Biotechnol..

[65] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[66] Lawrence, M. et al. Software for computing and annotating genomic ranges. *PLoS Comput. Biol.***9**, e1003118 (2013).10.1371/journal.pcbi.1003118PMC373845823950696

[67] Davis CA (2018). The Encyclopedia of DNA elements (ENCODE): data portal update. Nucleic Acids Res..

[68] Dahl JA, Collas P (2008). A rapid micro chromatin immunoprecipitation assay (microChIP). Nat. Protoc..

[69] Machado L (2017). In situ fixation redefines quiescence and early activation of skeletal muscle stem cells. Cell Rep..

[70] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[71] Davis MP, van Dongen S, Abreu-Goodger C, Bartonicek N, Enright AJ (2013). Kraken: a set of tools for quality control and analysis of high-throughput sequence data. Methods.

[72] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[73] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[74] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).10.1186/s13059-014-0550-8PMC430204925516281

[75] Haas BJ (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nat. Protoc..

[76] Dennis, G. et al. DAVID: Database for annotation, visualization, and integrated discovery. *Genome Biol.***4**, R60 (2003).12734009

[77] Kuleshov MV (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

# Supplementary material for: Inactivation of Sirt6 ameliorates muscular dystrophy in mdx mice by releasing suppression of utrophin expression
**Source:** Nat Commun. 2022 Jul 20;13:4184. doi: 10.1038/s41467-022-31798-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Inactivation of *Sirt6* ameliorates muscular dystrophy in *mdx* mice by releasing suppression of utrophin expression**

Angelina M. Georgieva<sup>1</sup>, Xinyue Guo<sup>1</sup>, Marek Bartkuhn<sup>2</sup>, Stefan Günther<sup>1</sup>, Carsten Künne<sup>1</sup>, Christian Smolka<sup>1</sup>, Ann Atzberger<sup>1</sup>, Ulrich Gärtner<sup>3</sup>, Kamel Mamchaoui<sup>4</sup>, Eva Bober<sup>1</sup>, Yonggang Zhou<sup>1</sup>, Xuejun Yuan<sup>1\*</sup>, Thomas Braun<sup>1\*</sup>

| <b>Supplementary Information</b> | <b>Page</b> |
|----------------------------------|-------------|
| Supplementary Figure 1           | 3           |
| Supplementary Figure 2           | 4           |
| Supplementary Figure 3           | 6           |
| Supplementary Figure 4           | 8           |
| Supplementary Figure 5           | 10          |
| Supplementary Figure 6           | 11          |
| Supplementary Figure 7           | 12          |
| Supplementary Figure 8           | 13          |
| Supplementary Figure 9           | 14          |
| Supplementary Figure 10          | 15          |
| Supplementary Table 1            | 16          |
| Supplementary Table 2            | 17          |
| Supplementary Table 3            | 18          |
| Supplementary Table 4            | 19          |
| Supplementary Table 5            | 20          |

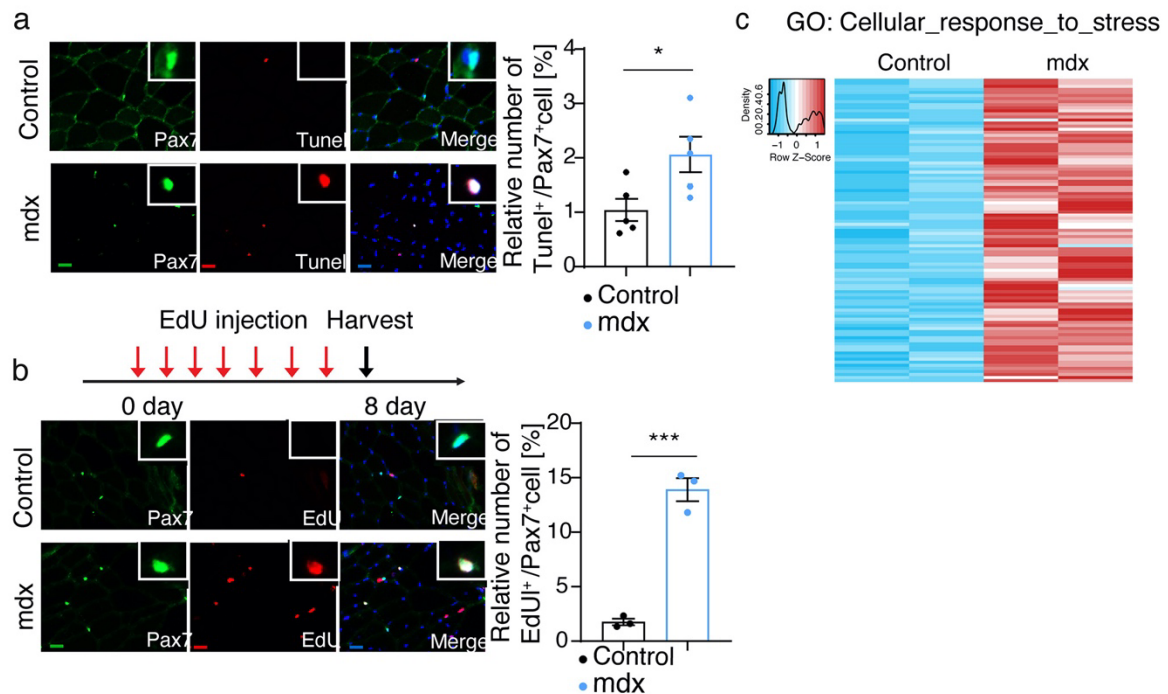

**Supplementary Figure 1. *Mdx* MuSCs show increased apoptosis and proliferation** **a** TUNEL assay of PAX7<sup>+</sup> MuSCs in TA muscles of control and *mdx* mice. Scale bar: 20μm. Relative numbers of TUNEL<sup>+</sup>/PAX7<sup>+</sup> MuSCs are shown on the right. (Unpaired two-tailed t-test: \*p=0.0319; n=5 for each group). **b** EdU incorporation in PAX7<sup>+</sup> MuSCs of TA muscles from control and *mdx* mice. Scale bar: 20μm. Quantifications are shown on the right (Unpaired two-tailed t-test: \*\*\*p=0.0004; n=3 for each group). **c** Heat map of RNA-seq data visualizing upregulation of genes involved in cellular responses to stress [http://www.informatics.jax.org/go/term/GO:0033554] in *mdx* compared to the control MuSCs (n=2 for each group). A list of gene names shown in the heatmap is provided in Supplementary table 1. 12-weeks old male mice were used. Data are presented as mean ± SEM (a-b). Source data are provided in the Source Data file.

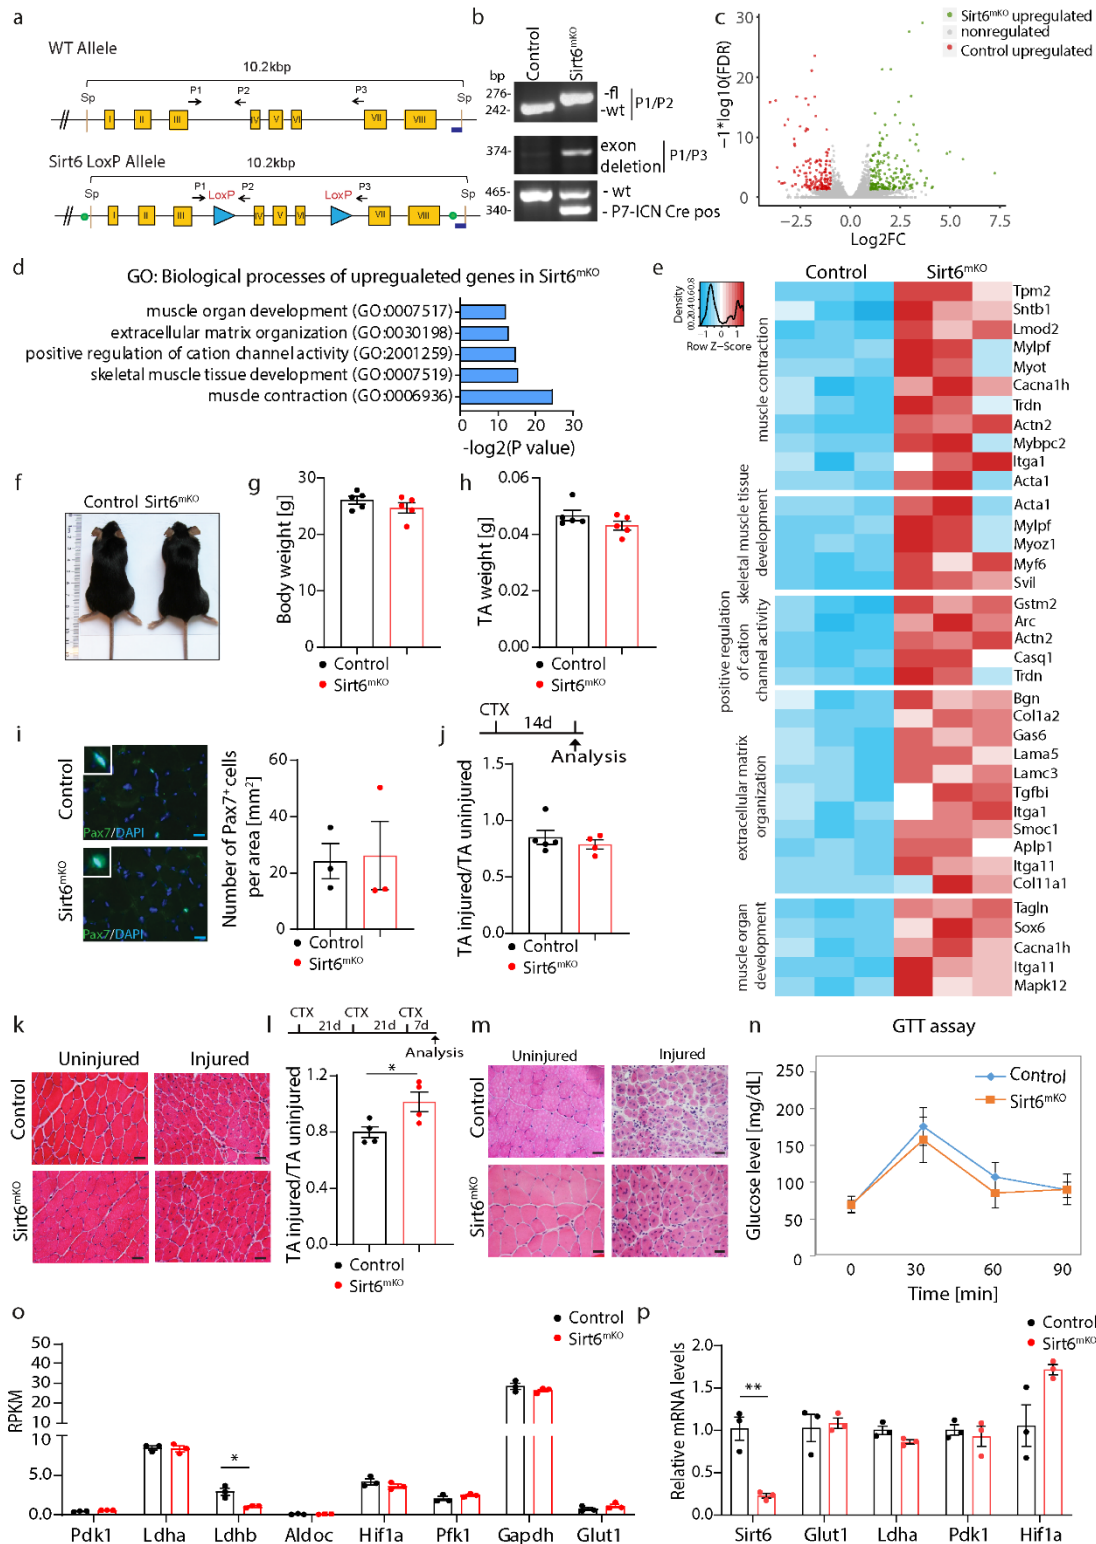

**Supplementary Figure 2. *Sirt6* is dispensable for skeletal muscle development and skeletal muscle homeostasis.** **a** Schematic representation of wild-type and conditional alleles of the *Sirt6* gene. Primers for genotyping are indicated by black arrows. P1/P2 primers were used to detect wild-type and floxed allele. P1/P3 primers were used to detect the deleted allele. **b** Genotyping by PCR to detect wild-type, floxed and deleted alleles in FACS-sorted MuSCs. **c** Volcano plot of differentially expressed genes in Sirt6<sup>mKO</sup> compared to freshly isolated control MuSCs. **d** Top 5 biological processes (BP) upregulated in Sirt6<sup>mKO</sup> versus wild type MuSCs. **e** Heat map of RNA-seq data visualizing upregulation of genes in Sirt6<sup>mKO</sup> MuSCs contained in

top 5 GO-terms (n=3). Benjamini-Hochberg test, two-sided. **f** Images of 12-week-old control (*Sirt6<sup>fl/fl</sup> Pax7ICN<sup>neg</sup>*) and *Sirt6<sup>mKO</sup>* (*Sirt6<sup>fl/fl</sup> Pax7ICN<sup>pos</sup>*) mice. **g** Body weight of 12-week-old control and *Sirt6<sup>mKO</sup>* male mice (Unpaired two-tailed t-test: ns  $p > 0.05$ ; n=6). **h** TA muscle weight of 12-weeks-old control and *Sirt6<sup>mKO</sup>* male mice (Unpaired two-tailed t-test: ns  $p > 0.05$ ; n=5 for each group). **i** Immunofluorescence staining of PAX7+ positive MuSCs in control and *Sirt6<sup>mKO</sup>* TA muscle cryo-sections. Scale bar: 20  $\mu$ m. Numbers of MuSC per mm<sup>2</sup> section area are shown in the right panel (n=3). **j** Ratios of TA muscle masses after CTX injection compared to untreated samples dissected from control (n=5) or *Sirt6<sup>mKO</sup>* mice (n=4) (Unpaired two-tailed t-test ns:  $p > 0.05$ ). Top panel: scheme to induce muscle regeneration in control and *Sirt6<sup>mKO</sup>* littermates. **k** H&E staining of TA muscles in control (n=5) and *Sirt6<sup>mKO</sup>* (n=4) mice after muscle injury. Scale bar: 20  $\mu$ m. **l** Schematic outline of the repeated muscle regeneration assay. Ratios of TA muscle masses with and without CTX injection are shown (Unpaired two-tailed t-test: \* $p = 0.0389$  n = 4 for each group). **m** H&E staining of TA muscles from control and *Sirt6<sup>mKO</sup>* mice after repeated injury (n=4 for each group). Scale bar: 20  $\mu$ m. **n** Glucose tolerance test (GTT) of control (n=4) and *Sirt6<sup>mKO</sup>* mice (n=3). Two-way ANOVA test with Bonferroni multiple comparisons test: ns:  $p > 0.05$ . **o** Expression of selected glycolytic genes in freshly isolated MuSCs from control and *Sirt6<sup>mKO</sup>* mice. Results were obtained by RNAseq and are presented as RPKM (Reads per kilobase of transcript per Million mapped reads) (Unpaired two-tailed t-test: \* $p = 0.0139$ , n=3). **p** RT-qPCR expression analysis of glycolytic genes in muscles from control and *Sirt6<sup>mKO</sup>* mice. *m36b4* was used as a reference (Unpaired two-tailed t-test:  $p > 0.05$ , \*\* $p = 0.0048$ ; n=3 for each group). 12-weeks old male mice were used. Data are presented as mean  $\pm$  SEM. Source data are provided in the Source Data file.

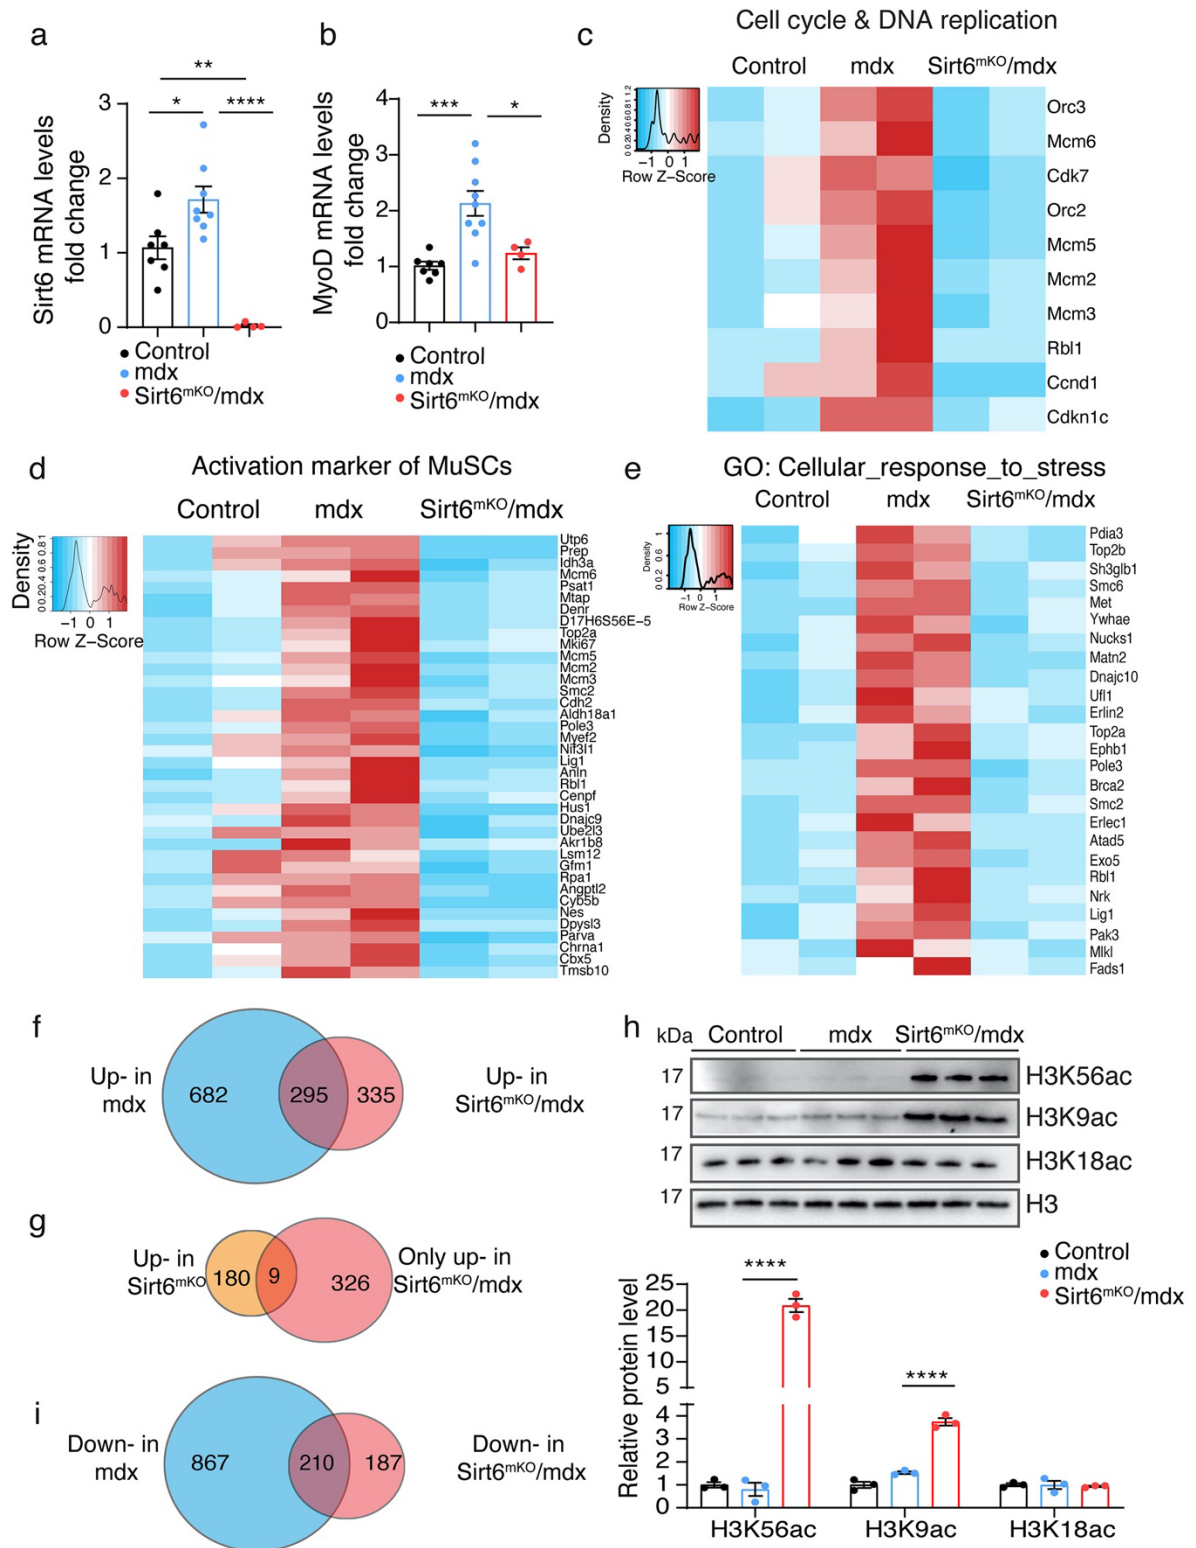

**Supplementary Figure 3. Loss of *Sirt6* attenuates persistent activation of MuSCs in mdx muscles.** **a** RT-qPCR analysis of *Sirt6* expression in MuSCs isolated from control (n=7), *mdx* (n=8) and *Sirt6*<sup>mKO</sup>/*mdx* (n=4) mice. *m36b4* was used as a reference gene (One-way ANOVA test with Bonferroni multiple comparisons test: \*p=0.024, \*\*p=0.0029, \*\*\*\*p<0.0001.) **b** RT-qPCR analysis of *Myod* expression in freshly isolated MuSCs from control (n=7), *mdx* (n=9) and *Sirt6*<sup>mKO</sup>/*mdx* (n=4) mice. *m36b4* was used as a reference gene (One-way ANOVA test with Bonferroni multiple comparisons test: \*p=0.0197, \*\*\*p<0.0007). **c-e** Heat map of genes associated with cell cycle (c), activation markers of MuSCs (d) and cellular stress response (e)

in control, *mdx* and *Sirt6<sup>mKO</sup>/mdx* MuSCs that were up-regulated in *mdx* MuSCs but normalized to control level in *Sirt6<sup>mKO</sup>/mdx* MuSCs (n=2). **f** Venn diagram to identify the overlap of upregulated genes in *mdx* MuSCs and in *Sirt6<sup>mKO</sup>/mdx* compared to control MuSCs. **g** Venn diagram to identify the overlap of upregulated genes in *Sirt6<sup>mKO</sup>* MuSCs and genes that are only upregulated in *Sirt6<sup>mKO</sup>/mdx* but not in *mdx* MuSCs. **h** Western blot analysis of H3K56ac, H3K9ac, and H3K18ac levels in freshly isolated MuSCs from control, *mdx* and *Sirt6<sup>mKO</sup>/mdx* mice. Histone H3 was used as a loading control. Quantification of protein bands is shown in the lower panel (One-way ANOVA test with Bonferroni multiple comparisons test: \*\*\*\*p < 0.0001; n=3 for each group). **i** Venn diagram to identify the overlap of downregulated genes in *mdx* MuSCs and in *Sirt6<sup>mKO</sup>/mdx* MuSCs compared to control MuSCs. 12-weeks old male mice were used. Data are presented as mean  $\pm$  SEM (a, b, h). Source data are provided in the Source Data file.

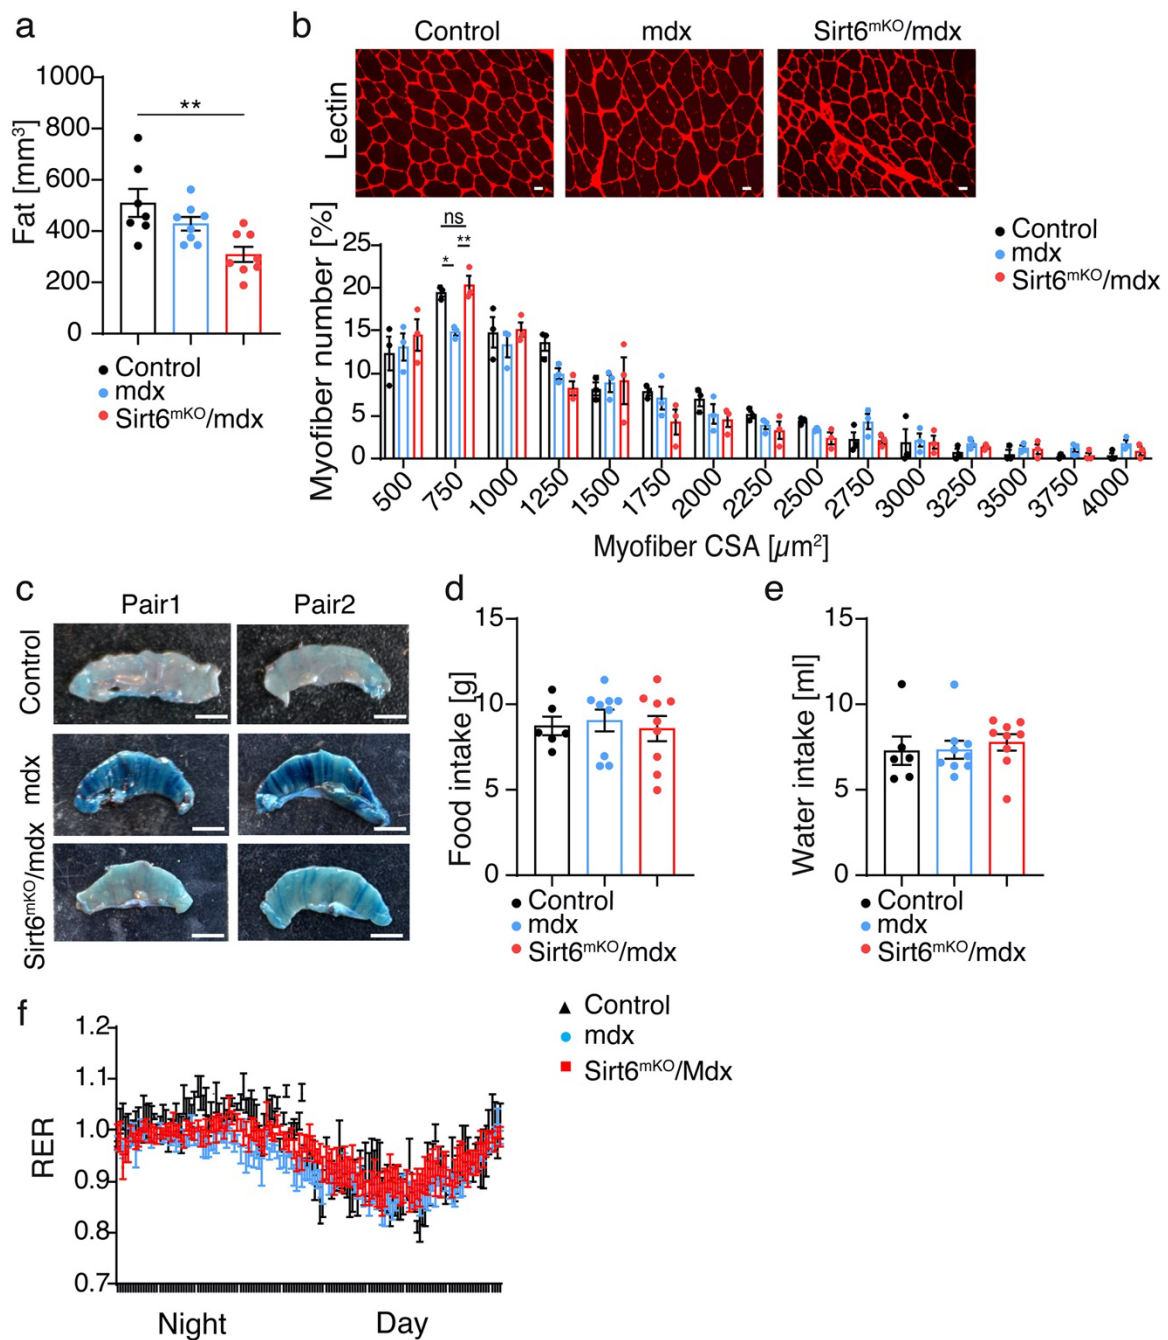

**Supplementary Figure 4. Inactivation of *Sirt6* improves functions of skeletal muscles in *mdx* mice without apparent changes in muscle metabolism.** **a** MRI of fat mass in 12-week-old control (n=7), *mdx* (n=8) and *Sirt6*<sup>mKO</sup>/*mdx* (n=8) littermates. Quantifications of muscle and fat volume are shown in the right panel (One-way ANOVA test with Bonferroni multiple comparisons test: \*\*p=0.0038;). **b** Lectin staining of TA muscle sections from control, *mdx* and *Sirt6*<sup>mKO</sup>/*mdx* mice. Quantification of CSA of myofibers is shown in the right panel (Two-way ANOVA with Benjamini and Yekutieli multiple comparisons test: ns p>0.05, \*p=0.0197, \*\*p=0.0053; n=3 for each group). Scale bar: 20 μm. **c** Evans blue staining of muscles from control, *mdx* and *Sirt6*<sup>mKO</sup>/*mdx* mice. The macroscopic view displays diaphragm muscles 16 hours after 1% Evans blue injection. Scale bar: 5 mm. **d**, **e** Food intake (d) and water intake (e) of control (n=6), *mdx* (n=9) and *Sirt6*<sup>mKO</sup>/*mdx* (n=9) mice after 48 h acclimatization in PhenoMaster metabolic cages (One-way ANOVA test with Bonferroni multiple comparisons test: ns p>0.05). **f** Respiratory exchange ratio (RER) of control (n=3), *mdx* (n=7) and *Sirt6*<sup>mKO</sup>/*mdx* (n=7) mice after 48 h acclimatization in PhenoMaster analysis metabolic cages.

12-16-weeks old male mice were used. Data are presented as mean  $\pm$  SEM (a-b, d-f). Source data are provided as a Source Data file.

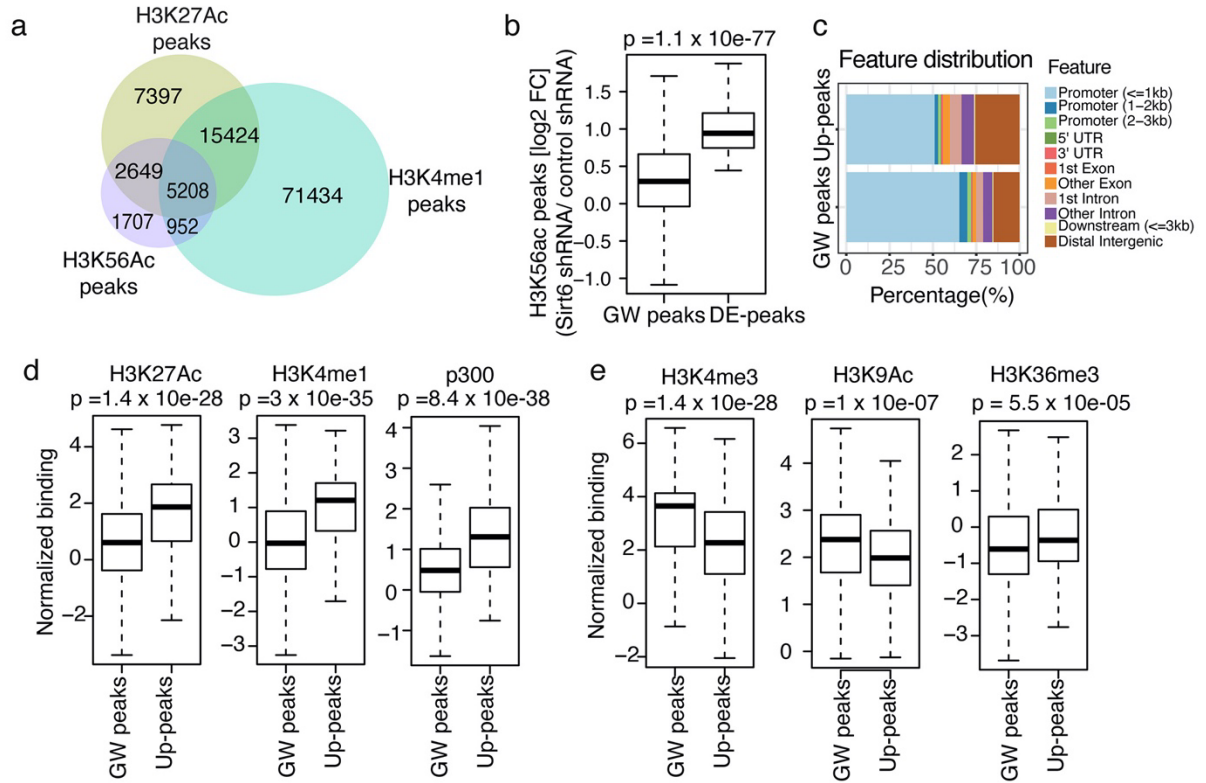

**Supplementary Figure 5. SIRT6 regulates H3K56ac levels in enhancer regions of ESCs. a** Venn diagram of H3K56ac, H3K27ac (ENCODE), H3K4me1 (ENCODE) ChIP-seq data in mESCs showing that H3K56ac peaks in mESCs overlap with enhancer marks (H3K27ac and H3K4me1). **b** Box plot of log<sub>2</sub>-fold change (FC) representing all H3K56ac genome wide (GM) peaks and significantly deregulated (DE) H3K56ac peaks in Sirt6<sup>KD</sup> mESCs. **c** Distribution of H3K56ac ChIP-seq peaks across genomic regions. **d** Box plots indicating that H3K56ac sites induced in Sirt6<sup>KD</sup> mESCs correlate stronger with enhancer marks (H3K27ac, H3K4me1, and p300 (ENCODE data sets) than all H3K56ac peaks (Wilcoxon rank sum test,  $p < 2.2 \times 10^{-16}$ ). **e** Box plots demonstrating that H3K56ac sites induced in Sirt6<sup>KD</sup> mESCs are not correlated with promoter-associated marks such as H3K4me3 and H3K9Ac and only mildly enriched at gene bodies marked by H3K36me3 (ENCODE data sets). Box plots in (b, d and e) were defined by default in R,  $1.5 \times \text{IQR}$  (interquartile range). The whiskers show the minimum and maximum values. Wilcoxon rank sum test, two-sided  $p < 2.2 \times 10^{-16}$  ( $n=2$ ).

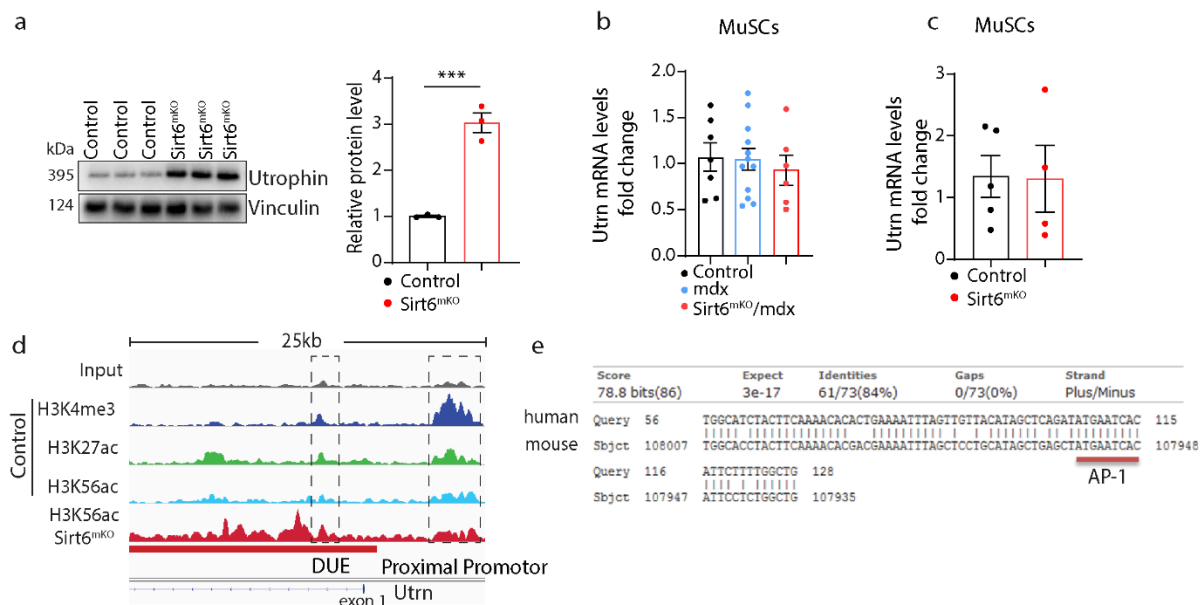

**Supplementary Figure 6. SIRT6 represses activity of the DUE regulating *Utrn* gene expression.** **a** Western blot analysis of utrophin expression in muscle tissues from control and *Sirt6<sup>mKO</sup>* mice. Vinculin was used as loading control. Quantification of protein bands are shown on the right (Unpaired two-tailed t-test: \*\*\*p=0.007, n=3 for each group) **b** RT-qPCR analysis of *Utrn* gene expression in freshly isolated MuSCs from control (n=7), *mdx* (n=12) and *Sirt6<sup>mKO</sup>/mdx* (n=6) mice. *m36b4* was used as a reference gene. (One-way ANOVA test with Bonferroni multiple comparisons test: ns p>0.05) **c** RT-qPCR analysis of *Utrn* gene expression in freshly isolated control (n=5) and *Sirt6<sup>mKO</sup>* (n=4) MuSCs. *m36b4* was used as reference gene (Unpaired two-tailed t-test: ns p>0.05). **d** Distribution of H3K56ac, H3K4me3 and H3K27ac in the proximal promoter region and DUE of the *Utrn* gene, revealing co-localization of increased H3K56ac peaks in *Sirt6<sup>mKO</sup>* MuSCs with the enhancer mark H3K27ac. **e** BLASTN sequence alignment of DUEs in human (upper) and mouse (lower) genomes. The putative AP-1 (red line) binding site is 100% conserved. 12-16-weeks old male mice were used. Data are presented as mean  $\pm$  SEM (a-c). Source data are provided in the Source Data file.

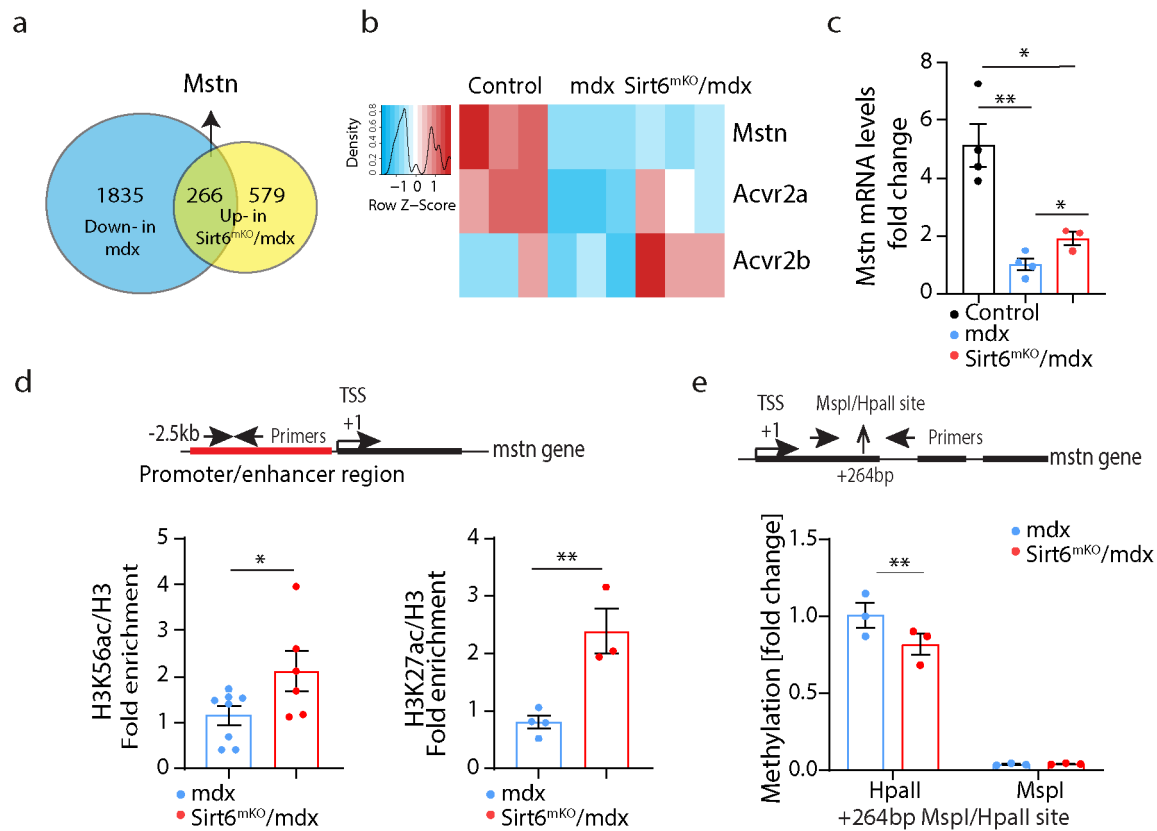

**Supplementary Figure 7. Inactivation of *Sirt6* in *mdx* mice results in increased *Mstn* expression in skeletal muscles.** **a** Venn diagram of overlapping downregulated genes in *mdx* compared to control muscle and upregulated genes in *Sirt6<sup>mKO</sup>/mdx* compared to *mdx* muscle based in RNA-seq. **b** Heat map showing normalization of *Mstn* and its receptors in *Sirt6<sup>mKO</sup>/mdx* back to wild-type level when compared to *mdx* muscles (n=3) based on DESeq normalized counts. **c** RT-qPCR analysis of *Mstn* expression in muscles from control (n=4), *mdx* (n=4) and *Sirt6<sup>mKO</sup>/mdx* (n=3) mice (Unpaired two-tailed t-test: \*p=0.0310, \*p=0.0157, \*\*p=0.0017). *m36b4* was used as reference gene. **d** ChIP-qPCR analysis of H3K56ac in *mdx* (n=8) and *Sirt6<sup>mKO</sup>/mdx* (n=6) muscles and H3K27ac at enhancer/promoter regions of the *Mstn* gene in *mdx* (n=4) and *Sirt6<sup>mKO</sup>/mdx* (n=3) muscles. Enrichment of H3K56ac and H3K27ac was normalized to H3. (Unpaired two-tailed t-test: \*p=0.0474, \*\*p=0.0062). **e** Methylation-sensitive PCR to detect DNA methylation at the *Mstn* promoter in muscles of *mdx* and *Sirt6<sup>mKO</sup>/mdx* (Two-way ANOVA test with Bonferroni multiple comparisons test: \*\* p=0.0029; n=3). 12-16-weeks old male mice were used. Data are presented as mean  $\pm$  SEM (c-e). Source data are provided in the Source Data file.

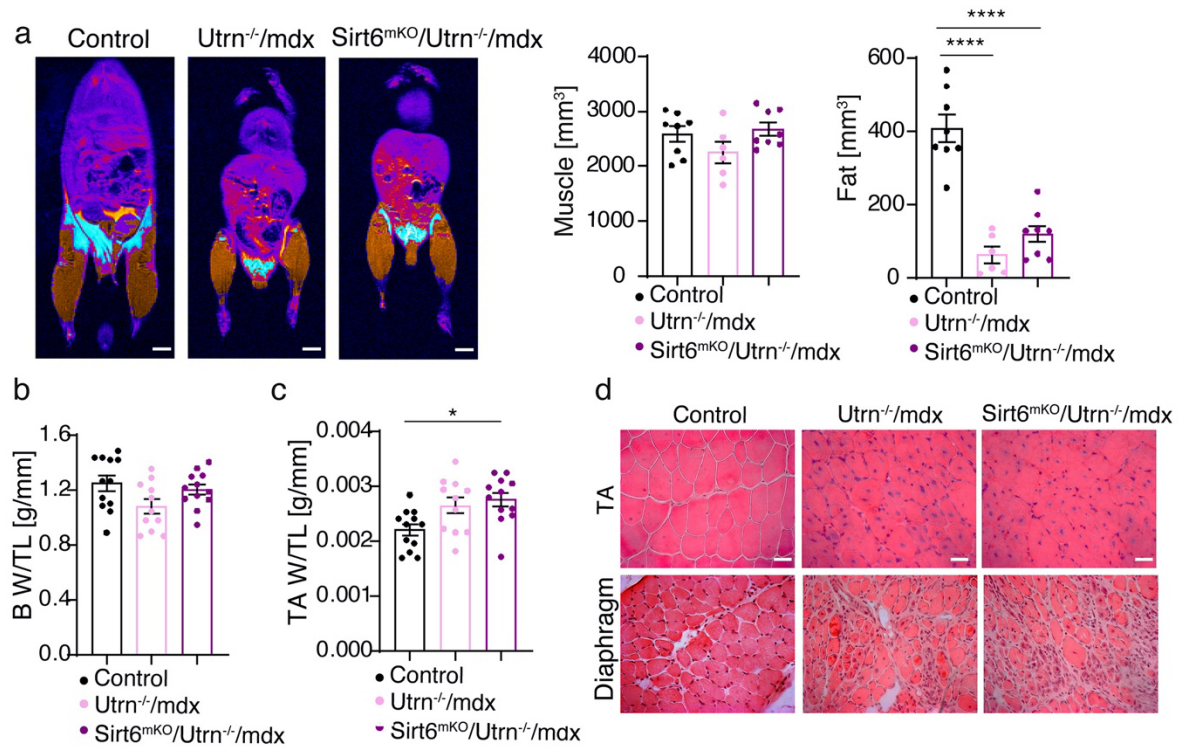

**Supplementary Figure 8. Deletion of *Utrn* abrogates beneficial effects of *Sirt6* inactivation in *Sirt6<sup>mKO</sup>/mdx* mice.** **a** MRI analysis of muscle and fat mass of control (n=8), *Utrn<sup>-/-</sup>/mdx* (n=6) and *Sirt6<sup>mKO</sup>/Utrn<sup>-/-</sup>/mdx* (n=8) littermates. Scale bar: 5 mm. Quantification of muscle and fat volume is shown on the right. (One-way ANOVA with Bonferroni multiple comparisons test: \*\*\*\*p<0.0001). **b** TA muscle weight/tibia length ratios of control (n=12), *Utrn<sup>-/-</sup>/mdx* (n=11) and *Sirt6<sup>mKO</sup>/Utrn<sup>-/-</sup>/mdx* (n=12) mice (One-way ANOVA with Bonferroni multiple comparisons test: \*p=0.0130). **c** Body weight/tibia length ratios of control (n=12), *Utrn<sup>-/-</sup>/mdx* (n=11) and *Sirt6<sup>mKO</sup>/Utrn<sup>-/-</sup>/mdx* (n=12) mice (One-way ANOVA with Bonferroni multiple comparisons test: ns p>0.05). **d** H&E staining of TA (upper panel) and diaphragm muscles (lower panel) in control (n=3), *Utrn<sup>-/-</sup>/mdx* (n=3) and *Sirt6<sup>mKO</sup>/Utrn<sup>-/-</sup>/mdx* (n=3) mice. Scale bar: 20  $\mu$ m. 5-8-weeks old male and female mice were used. Data are presented as mean  $\pm$  SEM. Source data are provided in the Source Data file.

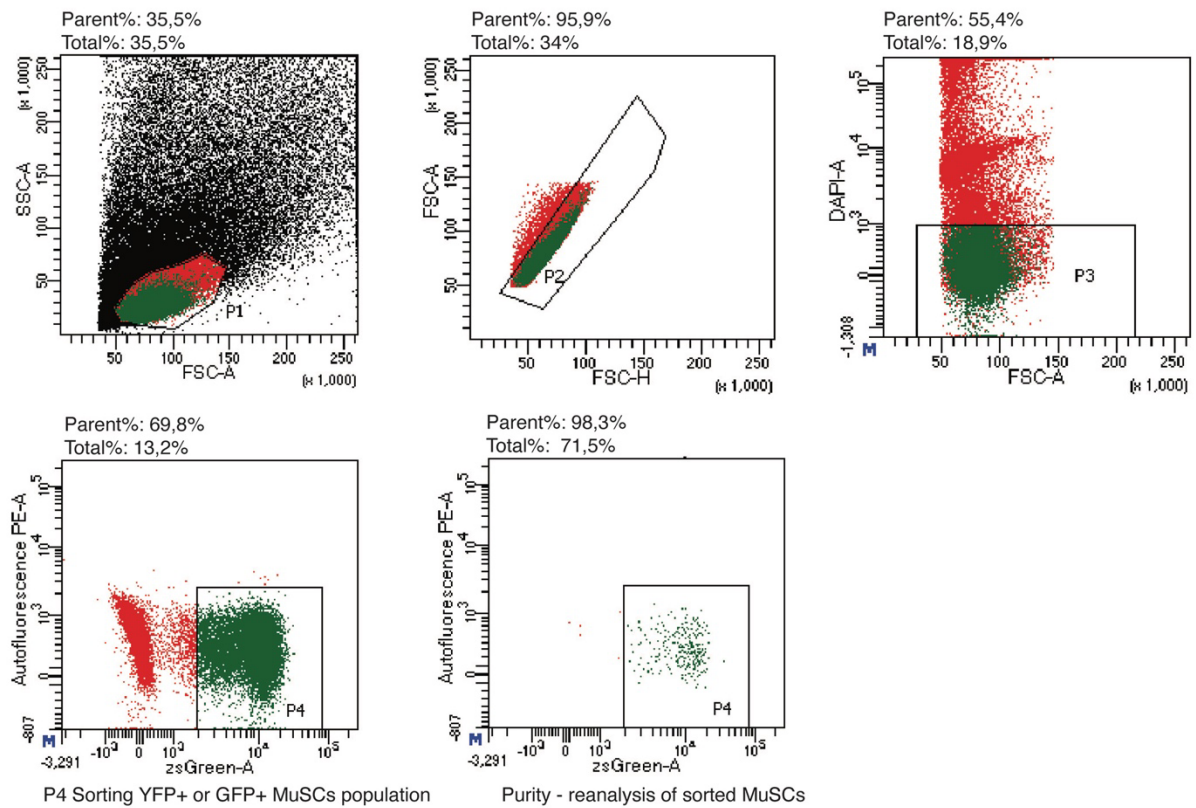

**Supplementary Figure 9. Detailed cell sorting strategy for Integrin- $\alpha$ 7+/CD34+ MuSCs population using CD FACS Diva v8 software (parent and total percentage is shown in individual figures).**

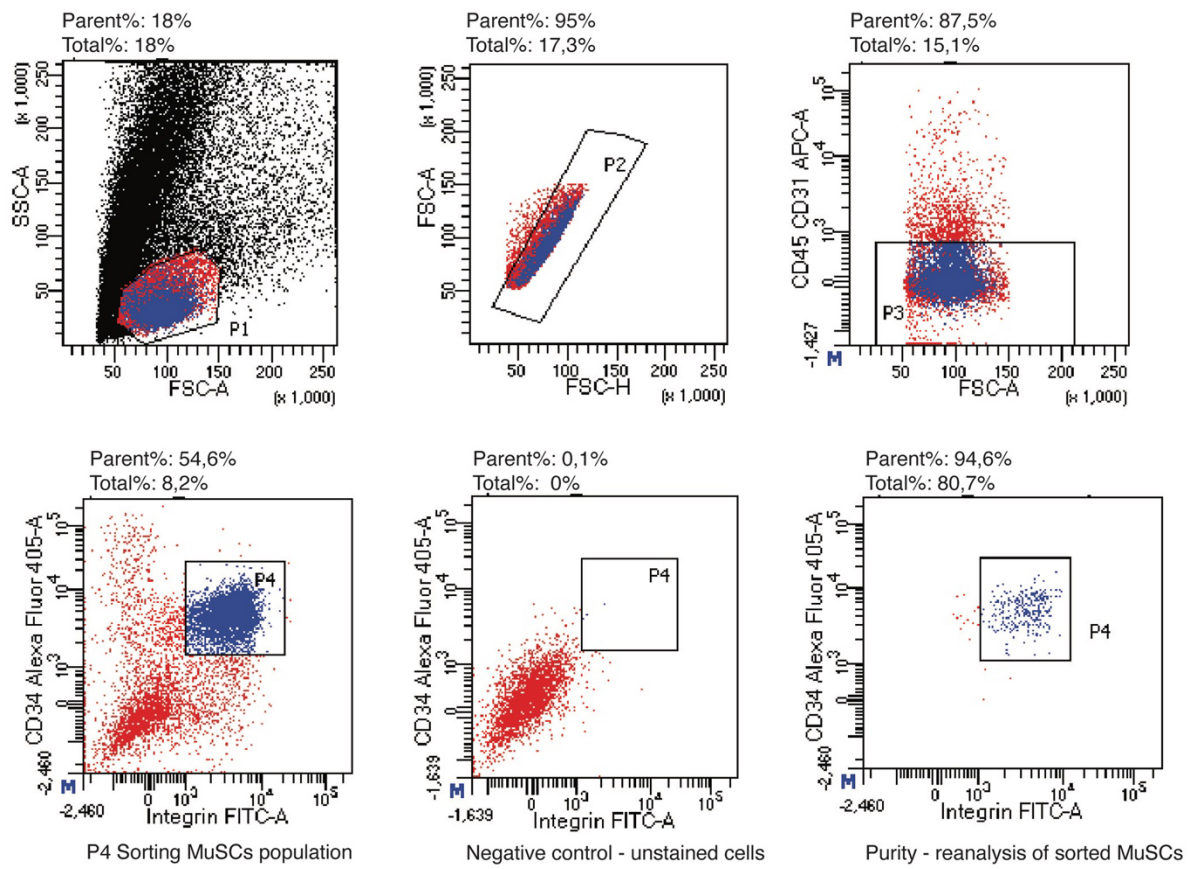

**Supplementary Figure 10. Detailed cell sorting strategy for YFP+ or GFP + MuSCs population using CD FACS Diva v8 software (parent and total percentage is shown in individual figures).**

**Supplementary Table 1.** List of gene names displayed in the heat map of Supplementary Figure 1c

|        |          |         |          |          |          |
|--------|----------|---------|----------|----------|----------|
| Uhrf1  | Ccng1    | Lmnb1   | Smc2     | Smc4     | Cdkn2a   |
| Eef1e1 | Smc6     | Anxa1   | Erp44    | Parpbbp  | Myof     |
| Axl    | Ywhae    | Capn1   | Tnc      | Figl1    | Lig4     |
| Ralb   | Top2a    | Smc5    | Pole3    | Melk     | Tmco1    |
| Cav1   | Snw1     | Prdx3   | Txndc12  | Rps27l   | Nrk      |
| Mgst1  | Tmx1     | Sfr1    | Exo5     | Sh3glb1  | Pla2r1   |
| Met    | Mnat1    | Casp12  | Spp1     | Cdkn3    | Nod2     |
| Fads1  | Thbs4    | Cops5   | Rad51ap1 | Dap      | Lig1     |
| Mkl1   | Psmc6    | Nucks1  | Pak1     | Neil3    | Zfp110   |
| Pten   | Rnase4   | Prrx1   | Bccip    | Cdk6     | Serpnb6a |
| Ehmt2  | Rnaseh2b | Psmc14  | Pak3     | Slc25a24 | Ufc1     |
| Etaa1  | Dnajc15  | Dnajc10 | Erlin2   | Nsmce4a  | Zbtb18   |
| Top2b  | Pbk      | Creb3l1 | Casp3    | Ufl1     | Ifi204   |
| Atad5  | Matn2    | Pdia3   | Tipin    | Brca2    | Srpx     |
| Cdk1   | Stk3     | Rbl1    | Arpp21   | Mdfic    |          |
| Actr2  | Snai2    | Ect2    | Ephb1    | Phlda3   |          |
| Erlec1 | Chaf1b   | Ufm1    | Gtf2h5   | Wipi1    |          |

**Supplementary table 2.** List of gene names displayed in the heat map of Figure 4e

|       |        |        |          |        |        |
|-------|--------|--------|----------|--------|--------|
| Axl   | Xbp1   | Ptpn22 | Casp4    | Rap2a  | Scn2a  |
| Prkd1 | Rnase4 | Bag3   | Pdk3     | Cfl1   | Hspa1b |
| Hspa8 | Dab2   | Cryab  | Macrocl1 | Flot1  | Hspa1a |
| Cd34  | Shisa5 | Usp28  | Cdk6     | Hspa2  |        |
| Lamp2 | Lcn2   | Arpp21 | Cdkn2a   | Ifi204 |        |

**Supplementary table 3.** List of gRNAs used to target mouse DUE

| <b>gRNA ID</b>        | <b>sgRNA targeting sequence<br/>(5'-&gt;3')</b> | <b>Ensemble gene ID</b> |
|-----------------------|-------------------------------------------------|-------------------------|
| mDUEgRNA#6            | TCCCTTTGAATGGACCCTAC                            | chr10:12858221-12858240 |
| mDUEgRNA#7            | GCATAGCTGAGCTATGAATC                            | chr10:12858272-12858291 |
| mDUEgRNA#8            | AACTGTGCCCTCCCTTTGAA                            | chr10:12858214-12858233 |
| mDUEgRNA#9            | CTGGATTGTGTTGCAAAAGC                            | chr10:12858304-12858323 |
| mDUEgRNA#10           | CTGGCTGGATTGTGTTGCAA                            | chr10:12858300-12858319 |
| mDUEgRNA#11           | AGCTATGAATCACATTCCTC                            | chr10:12858281-12858300 |
| Non-targeting<br>gRNA | GCGCGAATCGCGATATACCG                            |                         |

**Supplementary table 4.** List of antibodies used in this study and their applications

| <b>Antibody</b>                           | <b>Application (dilution)</b> | <b>Manufacturer</b> | <b>Cat. No.</b> |
|-------------------------------------------|-------------------------------|---------------------|-----------------|
| <b>Anti-Pax7 mouse</b>                    | IF (1:1000)                   | R&D Systems         | MAB1675         |
| <b>Anti-MyoD rabbit</b>                   | IF (1:1000)                   | Santa Cruz          | SC-304          |
| <b>Anti-Gapdh</b>                         | WB (1:2000)                   | Cell signaling      | (14C10)         |
| <b>Rabbit IgG</b>                         | ChIP                          | Diagenode           | C15410206       |
| <b>Anti-Sca1 APC</b>                      | FACS (1:100)                  | eBioscience         | 17-5981-83      |
| <b>Anti-CD45 APC</b>                      | FACS (1:100)                  | eBioscience         | 17-0451-83      |
| <b>Anti-CD31 APC</b>                      | FACS (1:100)                  | eBioscience         | 17-0311-82      |
| <b>Anti-APC MicroBeads</b>                |                               | MACS                | 130-090-855     |
| <b>Integrin-<math>\alpha</math>7 FITC</b> | FACS (1:100)                  | MBL,JP              | K0046-4         |
| <b>Anti-CD34 A450</b>                     | FACS (1:100)                  | eBioscience         | 48-0341-82      |
| <b>H3</b>                                 | WB (1:2000), ChIP             | Cell Signaling      | 9715L           |
| <b>H3K56ac</b>                            | WB (1:1000), ChIP             | EpiGentek           | A-4026-050-EP   |
| <b>H3K9ac</b>                             | WB (1:1000)                   | Abcam               | ab10812         |
| <b>H3K18ac</b>                            | WB (1:1000)                   | Cell signaling      | #9675           |
| <b>H3K27ac</b>                            | ChIP                          | Abcam               | ab8895          |
| <b>SirT6 (D8D12)</b>                      | WB (1:1000)                   | Cell signaling      | #12486          |
| <b>P300</b>                               | ChIP                          | Active motif        | 61903           |
| <b>cJun (60A8)</b>                        | ChIP                          | Cell signaling      | 9165            |
| <b>H3K56ac</b>                            | WB, ChIP                      | Cell signaling      | 4243S           |
| <b>Utrophin</b>                           | WB (1:100)                    | Santa Cruz's        | sc-33700        |
| <b>Anti-HA tag antibody</b>               | ChIP                          | Abcam               | ab9110          |

IF: Immunofluorescence, WB: Western blot, ChIP: Chromatin immunoprecipitation

**Supplementary table 5.** A characterization of immortalized human myoblast cell lines

| Sample    | Gender | Year old        |
|-----------|--------|-----------------|
| Control 1 | male   | 13-38 years old |
| Control 2 | male   |                 |
| Control 3 | male   |                 |
| Control 4 | female |                 |
| DMD 1     | male   | 13-16 years old |
| DMD 2     | male   |                 |
| DMD 3     | male   |                 |
| DMD 4     | male   |                 |

# Supplementary material for: Inactivation of Sirt6 ameliorates muscular dystrophy in mdx mice by releasing suppression of utrophin expression
**Source:** Nat Commun. 2022 Jul 20;13:4184. doi: 10.1038/s41467-022-31798-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of primers used for genotyping, RT-qPCR and chromatin IP.

# Supplementary material for: Inactivation of Sirt6 ameliorates muscular dystrophy in mdx mice by releasing suppression of utrophin expression
**Source:** Nat Commun. 2022 Jul 20;13:4184. doi: 10.1038/s41467-022-31798-z
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Zeiss Z1.Imager - software Zen2 6.1.7601  
Leica Sp8 - Software LAS X 3.5.7.23225  
FACS AriaTM III (BD Biosciences) - BD FACS Diva v8 Software

#### Data analysis

GraphPad PRISM 8  
StepOne Software v2.3  
ImageJ 1.53  
R 3.4  
R 3.11  
DESeq2 1.16.1  
DESeq2 version 1.62  
Macs2 2.1.0  
MACS2 2.1.1  
STAR 2.4.0a  
GenomicRanges 1.28.6  
IGV version 2.4.10  
trim\_galore 0.4.1

#### RNA-seq analysis

Library quality was controlled using a Bioanalyzer 2100 and final sequencing was performed with Ion PI Sequencing 200 Kit v2 (Thermo Fisher). Raw reads were assessed for quality, adaptor content and duplication rates with FastQC 0.10.1, trimmed by Reaper version 13–100 and terminally aligned to the Ensemble mouse genome version mm10 (GRCm38) by STAR 2.4.0a. The number of reads aligning to genes was

counted with featureCounts 1.4.5-p1 tool from the Subread package. Only reads mapping at least partially inside exons were admitted and aggregated per gene. Reads overlapping multiple genes or aligning to multiple regions were excluded. Differentially expressed genes were identified using DESeq2 version 1.62.1. Only genes with a minimum fold change of  $\pm 2$ , a maximum Benjamini-Hochberg corrected p-value of 0.05, and a minimum combined mean of 5 reads were assumed to be significantly differentially expressed. The Ensemble annotation was enriched with UniProt data (release 06.06.2014) based on Ensembl gene identifiers (Activities at the Universal Protein Resource (UniProt)). Correlations of replicate gene counts were assessed with the Spearman ranked correlation algorithm included in R 3.11 (R: A language and environment for statistical computing). Volcano plots were computed using the script run\_DE\_analysis.pl included in Trinity version 20140717, which employs R functions for plotting. Further global clustering of samples was performed using the regularized-logarithm transformation method of DESeq2, based on complete euclidean distances and hierarchical clustering.

#### ChIP-seq analysis

Sequencing was performed with the NextSeq500 instrument (Illumina) using v2 chemistry with 1x75bp single end setup. FASTQ files were controlled for quality issues, using FastQC (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). Quality aware trimming of reads and adapter removal were performed using Trim Galore ([https://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)). Read alignment against the mm10 mouse genome was done against a reference downloaded as a pre-compiled BWT index from Illumina's iGenome repository ([https://emea.support.illumina.com/sequencing/sequencing\\_software/igenome.html](https://emea.support.illumina.com/sequencing/sequencing_software/igenome.html)). Read alignment was performed by using bowtie version 1.1.2 with parameters -k 1 -m 1. Duplicate removal was performed by using Picard's MarkDuplicates function. Coverage vectors were generated with Deeptools bamCoverage function, using RPKM (reads per kilo base per million mapped reads) normalization. Visualization of binding profiles was done by using the R/BioConductor package Gviz or the Integrative Genome Viewer (IGV). Peak calling was done using MACS2. The resulting set was filtered against blacklisted chromatin regions, as detected by ENCODE. Read counts across peaks were determined using the featureCounts function of the Subread package. Differential binding analysis was performed by using DESeq2 after merging overlapping peaks into reference peak sets, using the reduce function of the BioConductor GenomicRanges package. H3K56ac data were compared to available data for histone modifications and other chromatin modifiers in mES cells from ENCODE by downloading the raw sequencing reads of the first replicate for H3K27ac, H3K4me1, H3K4me3, H3K9ac, H3K36me3 and p300 through the UCSC browser data download portal (<https://hgdownload-test.gi.ucsc.edu/goldenPath/mm9/encodeDCC/wgEncodeLncTfbs/>).

#### ATAC-seq analysis

Libraries were mixed in equimolar ratios and sequenced on the NextSeq500 platform using V2 chemistry with paired-end mode. Quality control of FASTQ files was done using FastQC. Quality aware trimming of reads and adapter removal were performed using Trim Galore. Reads were aligned to a pre-compiled index of the mouse mm10 genome using BWA with default settings. Duplicate reads were removed with Samtools' rmdup function. Virtual footprinting for motif analysis was done by adapting the HINT subroutine of the Regulatory Genomics Toolbox suite (<http://www.regulatory-genomics.org/>). Peaks were called by using MACS2 (version 2.1.1.20160309) with the default setting of the p-value threshold to -p 0.01 and using the -bampe option. Coverage bigwig files were generated with Deeptools bamCoverage function at 50 bp resolution.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

GEO accession number: GSE168330 Figure Supplementary Figure 5a, 5b, 5c and 5d are associated with this data.

GEO accession number: GSE168331 Figure 5a, 5b, 5c, 5d and 5e are associated with this data.

GEO accession number: GSE168329 Figure 5f is associated with this data.

GEO accession number: GSE168983 Figure 1a, 1b, Figure 2c, Supplementary Figure 1c, Supplementary Figure 3c, 3d, 3e, 3f and 3i are associated with this data.

GEO accession number: GSE168984 Figure 4a, 4b, 4c, 4d, 4e and Supplementary Figure 7a and 7b are associated with this data.

GEO accession number: GSE199487 Supplementary Figure 2c, 2d, 2e and Supplementary Figure 3g.

GEO accession number: GSE103163 Figure 5a and 5e are associated with this data.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

#### Sample size

Sample size were determined based on established practice and applicable standards. We opted for sample sizes which are commonly used sample sizes in the field.  
For in vivo studies, a minimum of three biological replicates was analyzed. Each experiment in which data were quantified was performed with at least 3 replicates.

|                 |                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data were excluded.                                                                                                                                                                                                                  |
| Replication     | All in vivo studies were performed once with indicated numbers of animals. Sample sizes and statistical analyses and significance levels are all indicated in the figure legends or the method part.                                    |
| Randomization   | All animals were numbered and experiments were performed in a blinded pattern. After data collection, genotypes were revealed and animals assigned to different groups for analysis.                                                    |
| Blinding        | In vivo experiments were performed in a blinded pattern.<br>In vitro experiments were not blinded during data collection or analysis. Positive controls, negative controls and target samples were analyzed in exactly the same manner. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                    |

## Antibodies

### Antibodies used

Anti-Pax7 mouse IF (1:1000) R&D Systems MAB1675  
 Anti-MyoD rabbit IF (1:1000) Santa Cruz SC-304  
 Anti-Gapdh WB (1:2000) Cell signaling (14C10)  
 Rabbit IgG ChIP Diagenode C15410206  
 Anti-Sca1 APC FACS (1:100) eBioscience 17-5981-83  
 Anti-CD45 APC FACS (1:100) eBioscience 17-0451-83  
 Anti-CD31 APC FACS (1:100) eBioscience 17-0311-82  
 Integrin-a7 FITC FACS (1:100) MBL,JP K0046-4  
 Anti-CD34 A450 FACS (1:100) eBioscience 48-0341-82  
 H3 WB (1:2000), ChIP Cell Signaling 9715L  
 H3K56ac WB (1:1000), ChIP EpiGentek A-4026-050-EP  
 H3K9ac WB (1:1000) Abcam ab10812  
 H3K18ac WB (1:1000) Cell signaling #9675  
 H3K27ac ChIP Abcam ab8895  
 SirT6 (D8D12) WB(1:1000) Cell signaling #12486  
 P300 ChIP Active motif 61903  
 c-Jun (60A8) ChIP Cell signaling 9165  
 H3K56ac WB, ChIP Cell signaling 4243S  
 Utrophin WB (1:100) Santa Cruz's sc-33700  
 Anti-HA tag antibody ChIP Abcam ab9110

### Validation

All antibodies used in this study were validated by the manufactureres or by ourselves using material from genetic knockout models when available or by using only secondary without primary antibodies.  
 Integrin-a7 FITC for FACS was validated by comparing Integrin-a7 FITC staining with expression of a tomato reporter gene, specifically active in muscle stem cells.

Pax7 (1:1000 R&D Systems MAB1675) validated by immunocytochemistry in C2C12 Mouse Cell Line; MyoD (1:1000 Santa Cruz SC-304) validated by western blot analysis in HeLa (A), HL-60 (B), SJRH30 (C), NIH/3T3 (D) and RD (E) whole cell lysates and A-673 nuclear extract (F); Gapdh (WB 1:2000 Cell signaling (14C10) validated by western blot analysis of extracts from various cell lines, immunofluorescent analysis of HeLa cells; IgG (ChIP Diagenode C15410206) validated by ChIP assays and immunofluorescence in HeLa cells; Sca1 -APC (FACS 1:100, eBioscience 17-5981-83) validated by FACS analysis of stained of unstimulated and 4-day Con A-stimulated BALB/c splenocytes; CD45-APC (FACS 1:100, eBioscience 17-0451-83) validated by FACS analysis in C57BL/6 mouse bone marrow cells; CD31 APC (FACS 1:100, eBioscience 17-0311-82) validated by FACS analysis in C57BL/6 bone marrow cells; Integrin-a7 FITC (FACS 1:100, MBL,JP K0046-4);CD34 A450 (FACS 1:100 eBioscience 48-0341-82) validated by FACS analysis and staining of C57BL/6 bone marrow cells with Anti-Mouse Hematopoietic Lineage antibodies; H3 (WB 1:2000, ChIP 2Cell Signaling 9715L) validated by western blot analysis of extracts from various cell lines; H3K56ac (WB 1:1000, ChIP EpiGentek A-4026-050-EP) validated by western blot analysis of extracts from BT-474, 293T, and H3 protein as negative control. H3K9ac (WB 1:1000 Abcam ab10812) validated by ChIP using HeLa cells, by western blot analysis of extracts from Calf Thymus Histone Preparation Nuclear Lysate with

Human Histone H3 (acetyl K9) peptide; H3K18ac (WB 1:1000, Cell signaling #9675) validated by western blot analysis of extracts from NIH/3T3 cells, untreated or TSA-treated, Immunohistochemical analysis of paraffin-embedded NIH/3T3 cells, untreated (left) or TSA-treated (right), ChIP performed in HeLa cells; H3K27ac (Abcam ab8895) validated by ChIP using HeLa cells, immunofluorescence in HeLa cells, by western blot analysis of Untreated Mouse MEF cell lysate and 0.4  $\mu$ M Trichostatin A treatment for 18 hr Mouse MEF cell lysate; SirT6 (D8D12) (Cell signaling #12486) validated by western blot analysis of extracts from various cell lines (HCT116, C2C12, H-4-II-E, COS-7), western blot analysis of extracts from HCT 116 cells, expressing either non-targeting shRNA (shNT) or shSirT6, western blot analysis of extracts from SirT6 wild-type (WT) and knockout (KO) mouse embryonic fibroblasts (MEF); p300 antibody (mAb) validated by IF on HeLa cells and ChIP-seq in LNCaP cells; c-Jun (60A8) ChIP Cell signaling 9165 validated by western blot analysis of extracts from control HeLa cells or c-Jun knockout HeLa cells; H3K56ac WB, ChIP Cell signaling 4243S validated by western blot analysis of extracts from HeLa, C6 and COS cells, untreated or treated with Trichostatin A (TSA); Utrophin WB (1:100) Santa Cruz's sc-33700 validated by western blot analysis of utrophin expression in C2C12, Caco-2, SJRH30 and A-673 whole cell lysates; Anti-HA tag antibody ChIP Abcam ab9110 validated by western blot with a nuclear lysate of HEK293T cells transiently expressing HA-tagged protein;

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | C2C12 source ATCC #CRL-1772<br>Human myoblast cell lines from DMD and control individuals were provided by the platform for immortalization of human cells of the Institut de Myologie (Paris, France). The initial biopsies, from which the cell lines were generated, were provided by MyoBank, the tissue bank of the Institut de Myologie in Paris, affiliated with EuroBioBank. MyoBank has received approval from the French Ministry of Higher Education, Research and Innovation to distribute human samples for research (Authorization code AC-2019-3502). |
| Authentication                                                       | Human cell lines were used as obtained from Institut de Myologie (Paris, France).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Mycoplasma contamination                                             | Tested for being Mycoplasma free                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>The following mouse strains were used in the study:</p> <p>Sirt6mKO were generated by crossing Sirt6flox/flox mice, generated in house, ROSA26-YFP and Pax7ICN mouse strains. mdx - C57BL/10ScSn-Dmdmdx/J</p> <p>Sirt6mKO/mdx were generated by crossing- Sirt6mKO and C57BL/10ScSn-Dmdmdx/J (mdx) mouse strains.</p> <p>Sirt6mKO/Utrn-/-/mdx were generated by crossing Sirt6mKO/mdx and B10ScSn.Cg-Utrntrn1Ked Dmdmdx/J mouse strains.</p> <p>Pax7ZsGreen</p> <p>All mice were maintained on a C57BL/6 background and littermates were used as controls in all experiments.</p> <p>All in vivo experiments using control, mdx and Sirt6mKO/mdx mice were performed on male mice as muscular dystrophy is a X-linked disease affecting mainly 8-20 weeks old males.</p> <p>All in vivo experiments using Utrn-/-/mdx and Sirt6mKO/Utrn-/-/mdx mice were performed on balanced cohorts of male and female mice since both gender exhibit severe phenotype. No phenotypic differences between 5-8 weeks old females and males were obvious.</p> <p>CRISPR-dCas9 editing for in vitro experiments was accomplished using primary muscle stem cells (MuSCs) isolated from 8-20 weeks old male and female mice, since large amounts of MuSCs were required to complete the experiment.</p> |
| Wild animals            | Studies did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Field-collected samples | Studies did not involve samples collected in the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All animal experiments were done in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and were approved by the responsible Committee for Animal Rights Protection of the State of Hessen (Regierungspraesidium Darmstadt, Wilhelminenstr. 1-3, 64283 Darmstadt, Germany) with the project number B2/1125, B2/2019 and B2/1137.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168330>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168331>

## Files in database submission

GSM5136332 MuScs\_Sirt6mKO rep1 H3K56ac  
 GSM5136333 MuScs\_Sirt6mKO rep1 input DNA  
 GSM5136334 MuScs\_Sirt6mKO rep2 H3K56ac  
 GSM5136335 MuScs\_Sirt6mKO rep2 input DNA  
 GSM5136336 MuScs\_Control rep1 H3K56ac  
 GSM5136337 MuScs\_Control rep1 input DNA rep 1  
 GSM5136338 MuScs\_Control rep2 H3K56ac  
 GSM5136339 MuScs\_Control rep2 input DNA rep 2  
 GSM5136340 Scramble mESCs input DNA  
 GSM5136341 Scramble mESCs rep1 H3K56ac  
 GSM5136342 Scramble mESCs rep2 H3K56ac  
 GSM5136343 Sirt6KD mESCs input DNA  
 GSM5136344 Sirt6KD mESCs rep1 H3K56ac  
 GSM5136345 Sirt6KD mESCs rep2 H3K56ac

## Genome browser session

(e.g. [UCSC](#))[https://genome.ucsc.edu/s/MarekB/mm10\\_AG\\_NatCom](https://genome.ucsc.edu/s/MarekB/mm10_AG_NatCom)

## Methodology

## Replicates

Two biological replicates for H3K56ac ChIP-seq mESC and MuSC.

## Sequencing depth

GSM5136328 Control ATAC-seq rep1 atac\_SC\_591543\_R1.fastq.gz atac\_SC\_591543\_R2.fastq.gz 11769883 9336874 2x75bp paired-end  
 GSM5136329 Control ATAC-seq rep2 atac\_SC\_585290\_R1.fastq.gz atac\_SC\_585290\_R2.fastq.gz 17704337 11829603 2x75bp paired-end  
 GSM5136330 Sirt6mKO ATAC-seq rep1 atac\_SC\_582814\_R1.fastq.gz atac\_SC\_582814\_R2.fastq.gz 10724884 9376943 2x75bp paired-end  
 GSM5136331 Sirt6mKO ATAC-seq rep2 atac\_SC\_585291\_R1.fastq.gz atac\_SC\_585291\_R2.fastq.gz 16319524 13997101 2x75bp paired-end

GSM5136332 MuScs\_Sirt6mKO rep1 H3K56ac sKO\_1\_H3K56\_R1\_trimmed.fastq.gz 36180821 29167706 1x64 bp single-end  
 GSM5136333 MuScs\_Sirt6mKO rep1 input DNA sKO\_1\_R1\_trimmed.fastq.gz 34275128 29699423 1x64 bp single-end  
 GSM5136334 MuScs\_Sirt6mKO rep2 H3K56ac sKO\_2\_H3K56\_R1\_trimmed.fastq.gz 31532670 29167706 1x64 bp single-end  
 GSM5136335 MuScs\_Sirt6mKO rep2 input DNA sKO\_2\_R1\_trimmed.fastq.gz 37250193 33715962 1x64 bp single-end  
 GSM5136336 MuScs\_Control rep1 H3K56ac WT1\_h3k56ac\_R1\_trimmed.fastq.gz 36514802 28735388 1x64 bp single-end  
 GSM5136337 MuScs\_Control rep1 input DNA rep 1 WT1\_input\_R1\_trimmed.fastq.gz 48341713 40375700 1x64 bp single-end  
 GSM5136338 MuScs\_Control rep2 H3K56ac WT2\_h3k56ac\_R1\_trimmed.fastq.gz 34665232 24966661 1x64 bp single-end  
 GSM5136339 MuScs\_Control rep2 input DNA rep 2 WT2\_input\_R1\_trimmed.fastq.gz 34679473 28981672 1x64 bp single-end

GSM5136340 Scramble mESCs input DNA ctrl1\_trim.fastq.gz 17289627 14369001 1x80bp single-end  
 GSM5136341 Scramble mESCs rep1 H3K56ac h3k56ac-1\_trim.fastq.gz 23937281 20743369 1x80bp single-end  
 GSM5136342 Scramble mESCs rep2 H3K56ac h3k56ac-2\_trim.fastq.gz 18035437 15877466 1x80bp single-end  
 GSM5136343 Sirt6KD mESCs input DNA sirt6\_input\_1\_trim.fastq.gz 27374690 25557021 1x80bp single-end  
 GSM5136344 Sirt6KD mESCs rep1 H3K56ac sirt6\_k56\_1\_trim.fastq.gz 21066098 19680012 1x80bp single-end  
 GSM5136345 Sirt6KD mESCs rep2 H3K56ac sirt6\_k56\_2\_trim.fastq.gz 22499289 20900589 1x80bp single-end

## Antibodies

H3K56ac, EpiGentek, A-4026-050-EP

## Peak calling parameters

Peak calling was done using MACS2 using default parameters (-q 0.05 -g 2.7e9 --keep-dup 1). The resulting set was filtered against blacklisted chromatin regions, as detected by ENCODE. Consensus peak sets were calculated by GenomicRanges' reduce function. Read counts across peaks were determined using the featureCounts function of the Subread package. Differential binding analysis was performed by using DESeq2 after merging overlapping peaks into reference peak sets, using the reduce function of the BioConductor GenomicRanges package.

## Data quality

Raw FASTQ files were inspected with fastqc. Trim\_galore was used for quality aware trimming and removal of adapters using default parameters. Mapping and peak calling were evaluated by optical inspection in the genome browser as well as pair-wise correlation analysis of binding profiles (coverage).

Number of peaks > 5 fold enrichment over input and FDR<0.2:

Scramble mESCs rep1 H3K56ac 5129  
 Scramble mESCs rep2 H3K56ac 4803  
 Sirt6KD mESCs rep1 H3K56ac 10710  
 Sirt6KD mESCs rep2 H3K56ac 11538

MuScs\_Sirt6mKO 25230  
 MuScs\_Sirt6mKO 65110  
 MuScs\_Sirt6mKO 92688

MuScs\_Sirt6mKO 109227

## Software

FastQC (<https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>)  
 Trim Galore ([https://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/))  
 BWT index from Illumina's iGenome repository ([https://emea.support.illumina.com/sequencing/sequencing\\_software/igenome.html](https://emea.support.illumina.com/sequencing/sequencing_software/igenome.html))  
 bowtie version 1.1.2  
 Integrative Genome Viewer (IGV),  
 MACS2  
 DESeq2  
 BioConductor GenomicRanges package

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Limb and trunk muscles were minced, digested with 100 CU Dispase (BD) and 0.2% type II collagenase (Worthington Biochemicals), and consecutively filtered through 100  $\mu$ m, 70  $\mu$ m, and 40  $\mu$ m cell strainers (BD). Cells were collected by centrifugation at 1,200 x g for 7 minutes. Pellets were re-suspended in 1.5 ml red blood cell lysis buffer containing 5  $\mu$ g/mL DNase I and incubated on ice for 3 minutes. Subsequently, the cell suspension was filled up to 7 ml with DMEM medium containing 2% FCS, before cells were spun down. To enrich for MuSCs, isolated cells were incubated with APC fluorescence coupled primary antibodies against Sca1, CD45, CD31 (1:100 dilution in FACS sorting buffer) for 40 min at 4°C. After addition of 5 ml of DMEM medium containing 2% FCS, cells were spun down and the cell pellets were resuspended in 200  $\mu$ l FACS sorting buffer, before incubation with 30  $\mu$ l of anti-APC micro beads (MACS) for 15 min on 4°C. Microbeads containing Sca1+/CD45+/CD31+ cells were isolated by a 25 LS separation column using the QuadroMACS separator (Miltenyi Biotec). Sca1-/CD45-/CD31- cells were spun down, stained with Integrin- $\alpha$ 7-FITC and CD34-Alexa Fluor 405 antibodies (1:100 dilution in FACS sorting buffer). Integrin- $\alpha$ 7+/CD34+, GFP+ (from Pax7:ZsGreen mice) or YFP+ (from Pax7:ICNCR/ROSA-YFP mice) satellite cells was isolated using a FACS AriaIII (BD Biosciences).

## Instrument

FACS sorting for muscle stem cells: FACS AriaTM III (BD Biosciences)

## Software

BD FACS Diva v8 software

## Cell population abundance

Sorted cells were reanalyzed to assess purity. A 75-80% purity was achieved.

## Gating strategy

The gating strategy identified muscle stem cells by using Integrin- $\alpha$ 7-FITC and CD34-Alexa Fluor 405 antibodies or by taking advantage of endogenous muscle stem cell-specific fluorescence of reporter mice (Pax7:ZsGreen mice or Pax7:ICNCR/ROSA-YFP mice). MuSCs population was defined using FMO (Fluorescence Minus One) FITC control (not treated with Integrin  $\alpha$ 7 – FITC) and dead cells were excluded via DAPI staining. The gating strategy is shown on Supplementary figure 9 and Supplementary figure 10.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

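The deposited series holds RNA-seq of FACS-isolated MuSCs from 3 Sirt6mKO and 3 control mice of 12 weeks, with 1 library per sample. All 6 libraries were used, grouped by their labels. The ChIP-seq data, the *mdx* samples and the muscle tissue of the paper were not analysed here.

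According to the methods, the authors assigned aligned reads to genes with featureCounts and tested them with DESeq2, for which the paper gives 3 different versions. The deposited values carry no unit. They are whole numbers, but not read counts. The signal of a gene is its reads divided by a size factor of the library and rounded by the authors, as read from the gaps between occupied values, which the division leaves in the libraries with a factor under 1. The recovered factors were 0.558 to 1.371, with a geometric mean of 1.01. Between 1267629 and 3210311 reads per library lie behind the signal, and 1 read stands for a signal of 0.729 to 1.793. In control replicates 1 and 3, 99.98 and 99.95% of the lower values can be reached from whole reads at these factors. The factor of each library was found on its own, without the group labels. A gene with no reads in a library has a limit of 3 reads, which covers counting error only.

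Gene positions came from the GENCODE annotation of GRCm38 of the reference, in which 99.7% of the gene identifiers were found, 99.2% of them with the same start and end. Genes were named by the symbols of the deposited table.

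A test for counts had been chosen before the data were examined, together with the samples, the thresholds, the gene lists, the rule for named genes and the alternatives, apart from those said to be added. Since the values had already been scaled and rounded, that test (edgeR's quasi-likelihood test) was not used. In its place, log2(signal + 1) was fitted with limma-trend (limma 3.58.1 in R 4.3.3, empirical Bayes with an intensity trend), on genes with a mean signal of at least 5 and without further scaling. A gene was counted at a Benjamini-Hochberg adjusted p of at most 0.05 over all tested genes and a log2 fold change of at least 1 in either direction. The glycolytic genes were counted without a minimum fold change. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

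The procedure was tested on simulated data with the means, factors and rounding of the real table and with a spread smoothed over abundance. Genes were drawn independently of each other. The simulation therefore does not cover single genes of unusual spread or genes that vary together. Of 198 changed genes tested, 189 (95.5%) were found at the adjusted p, and of the 100 changed by at least 4-fold 99% passed both thresholds. No unchanged gene passed both, and 7 passed the adjusted p alone. In a simulated table without any change, 0 of 13991 genes passed both, with 726 at an unadjusted p under 0.05.

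The genes named are *Sirt6*, the genes of Supplementary Fig. 2e and 2o, *Utrn*, *Pax7*, *Mstn*, *Myod1*, the other sirtuins, the 5 genes with the largest and the 5 with the smallest fold change among changed genes with separate groups, and the most abundant members of a list under discussion. Others are said to be chosen after their values were seen. For a fold change against a group with every library at or under 3 reads, a lower bound against that floor is given. Exact two-sided permutation tests of single genes cannot go below 0.1 with 3 libraries against 3.

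Gene lists were tested with camera of limma at a preset correlation of 0.01, adjusted over the 17 lists with at least 5 tested genes, with fry and camera at an estimated correlation as alternatives. The lists hold markers of myofibers, fibroblasts, tenocytes, endothelial cells, mural cells, Schwann cells, erythroid cells, quiescent MuSCs and myogenic commitment, immediate early genes, the glycolytic genes of Supplementary Fig. 2o and a longer glycolysis list, the cell cycle, activation and stress genes of Supplementary Fig. 3, the sirtuins, and genes around utrophin. The immune list had a single tested gene and was not tested. The heat map genes were not tested as lists, since the study picked them on these libraries. Genes of the Y chromosome and *Xist* were read separately.

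Alternatives changed 1 choice at a time. They were size factors recomputed by median ratios, upper quartile scaling, scaling by library size only, limma-trend on log2 CPM with a prior count of 2, no filter on low values, a mean of at least 1 or of at least 50, a pseudocount of 0.1, robust empirical Bayes, the replicate number as a block, an adjusted p alone, an adjusted p of at most 0.01, and leaving out each library. Scaling by a trimmed mean of log ratios (30% of ratios and 5% of abundances trimmed), a pseudocount of 5, and limma voom on the recovered reads were added after seeing the data. Other tests that need counts, among them the Wald test of DESeq2, were not run.

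For the effect of depth, reads were drawn from the recovered reads of each library to the depth of the smallest, in 5 draws. For GC content and transcript length, a smooth trend was taken out of each library. For reads of other cells, the mean log2 signal of 4 marker transcripts of those cells was added to the fit as a covariate. All 10 splits of the 6 libraries into 3 and 3 were fitted.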

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

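The tests of pseudogenes, of swapped labels, of the genes close to *Sirt6*, of MuSC markers against *Pax7* and of the protocadherin paralogs were chosen only after the results were seen. The results in this part are ones that the paper does not report for the comparison of Sirt6mKO with control MuSCs, although single genes among them, such as *Ldhb* and *Arc*, stand in its figures.

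The paper's text describes only upregulated genes, whereas 145 genes were lower in the libraries labelled Sirt6mKO. They made up a large part of the 368 genes past the thresholds, of which 60.6% were higher. Without Sirt6mKO replicate 1 the lower genes were 84, without Sirt6mKO replicate 2 they were 96 and without control replicate 2 they were 90. When reads were drawn to equal depth, 67.4% or more of the 368 genes were still past the thresholds in each of 5 draws, which argues against library size as the whole cause, and 364 of them were after the trends with GC content and transcript length had been removed. Processed pseudogenes were 3.8% of the genes past the thresholds and 4.1% of those tested (Fisher's exact test, p = 0.89), so they were not overrepresented. Their parent genes were not looked at, so the test cannot decide whether shared reads contribute to the calls. The genes of the Y chromosome were present in every library and did not differ (smallest limma-trend adjusted p = 0.28), with *Xist* at 0 to 5, so all samples were male. Of the 10 splits of the 6 libraries, 1 gave as many genes, the real one. The most that any other split gave was 0 genes, with 281 to 757 genes at an unadjusted p under 0.05, which speaks against an exchange of 1 library between the groups but not against an exchange of both groups. With 10 splits the share cannot go below 0.1, so a random difference between the groups and an effect of the genotype cannot be told apart by it. Loss of *Sirt6*, the presence of Cre and a different response to dissociation stay open as causes of the lower genes. The methods name sorting by surface markers or by a fluorescent reporter, and do not say which served for each group. Since the reporting summary gives the Sirt6mKO mice the ROSA26-YFP reporter, a difference in sorting between the groups stays open too.

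*Pax7* was lower in Sirt6mKO, which the paper does not report. Its signal was 1841, 2307 and 1810 in Sirt6mKO and 4066, 3449 and 3150 in the controls, a log2 fold change of -0.84 (standard error 0.13, limma-trend with Benjamini-Hochberg adjusted p = 0.0041). The groups did not overlap (exact permutation p = 0.1, the smallest possible), and with 1 library left out the value stayed between -0.95 and -0.74, with an adjusted p under 0.05 in all 6 fits. A lower share of MuSCs among the sorted cells would lower the other markers of quiescent MuSCs as well. However, 15 of the 17 other markers stood more than 2 standard errors above *Pax7* and 0 stood below it by as much. With each library left out, 14 to 16 stood above it. Their median log2 fold change was 0.04, and among the 17 were *Myf5* at -0.03, *Cdh15* at 0.04 and *Notch3* at 0.61. The exceptions, picked after their values were seen, were *Chrdl2* at -1.10 and *Gas1* at -0.50. The Sirt6mKO mice carry the Cre allele driven by the Pax7 promoter and the controls do not, so that an effect of this allele on *Pax7* and an effect of the loss of *Sirt6* both remain open, and neither was tested. A difference in sorting between the groups remains open as well.

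The immediate early list was higher in Sirt6mKO as a whole, with a median log2 fold change of 0.66. All 23 tested genes were above 0, 15 of them with separate groups where chance gives 10%, and 22 were above 0 without control replicate 3. The 4 scalings tried left all 23 above 0. They moved the median of all tested genes no further than -0.02, so they test the direction of these genes little. The thresholds were passed by 3, 1 of them (*Arc*) also in the heat map of the study, and by 1 gene when Sirt6mKO replicate 1, 2 or 3 was left out and 2 when control replicate 1, 2 or 3 was. With 1 library left out the median ran from 0.53 to 0.83. All 23 reach a mean signal of 5 in the control MuSCs and 1 stands in another list, with *Hspa1a* the most abundant at a mean signal of 4613.7. The list passed with camera (adjusted p over the 17 lists 1.7e-16, and 5.0e-20 to 1.6e-12 under the other settings of camera) and with fry (adjusted p = 0.048), but not with camera at an estimated correlation (adjusted p = 0.29). The median was 0.60, 0.77 and 0.59 in Sirt6mKO replicates 1, 2 and 3 and 0.04, 0.20 and -0.22 in the control replicates. These genes respond to tissue dissociation, so a different response to the isolation of the cells may contribute to the difference, as may a different state of the MuSCs in the muscle, which was not tested. The labels and the paper give no date or order of isolation by which the libraries could be compared.

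Within 1 Mb of *Sirt6*, 4 of 54 tested genes were past the thresholds (7.4%, against 2.6% elsewhere, Fisher's exact test, p = 0.051, adjusted over the 10 windows tested around *Sirt6* and *Pax7* p = 0.085). They were *Zfp873*, *BC024063* and *Gm4924*, which were higher, and *1190007I07Rik*, which was lower, all picked after their values were seen. When Sirt6mKO replicate 1, 2 or 3 was left out, 1 gene in this window was past the thresholds each time, and without control replicate 1, 2 or 3 there were 3, 2 and 2. Within 10 Mb, 11 of 210 genes were past the thresholds (Fisher's exact test, p = 0.025, adjusted p = 0.050). Around *Pax7*, 3 of 16 tested genes within 1 Mb were (Fisher's exact test, p = 0.0075, adjusted p = 0.050), among them *Aldh4a1* with a log2 fold change of -2.12, but 1 when Sirt6mKO replicate 1, 2 or 3 was left out and 2 without control replicate 2. Wider windows around *Pax7* held 3 of 43 genes within 2 Mb (Fisher's exact test, p = 0.099, adjusted p = 0.14), 4 of 87 within 5 Mb (p = 0.29, adjusted p = 0.32 from the same exact test) and 7 of 202 within 10 Mb (p = 0.37, adjusted p = 0.37 from the same exact test). Over the 5 windows around *Sirt6*, the p of Fisher's exact test ran from 0.019 to 0.14 and the adjusted p from 0.050 to 0.18. Genes lie in clusters, and of the windows of 1 Mb on either side of every tested gene, 1.69% held at least 4 such genes and 3.5% at least 3. A segment of another strain that is inherited with the floxed allele or with the Cre allele could change genes close to them. Controls with floxed *Sirt6*, as in the supplementary legend, would share a segment linked to the floxed allele, so it would not separate the groups. Wild-type controls, as in the labels, would not share it. According to the reporting summary the mice have a C57BL/6 background and the controls are littermates, but the table of values per gene holds no sequence variants, so a linked segment and an effect of the deletion on nearby genes cannot be told apart here.

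In the protocadherin beta cluster (chromosome 18, 37294812 to 37524479), 7 of 21 tested genes were past the thresholds and all 7 were lower in Sirt6mKO. The cluster was picked after its values were seen. All 11 genes from *Pcdhb2* to *Pcdhb12* were below 0, with a median log2 fold change of -1.47 and a range of -2.16 to -0.34. All 11 stayed below 0 with each library left out (medians of -1.52 to -1.17). They also did under the 4 scalings tried. These moved the median of all tested genes no further than -0.02, so they could hardly reverse a gene. The 10 genes from *Pcdhb13* to *Pcdhb22* had a median of 0.07, with 4 below 0, and a median of -0.08 without control replicate 3. The count of 7 fell to 3 without Sirt6mKO replicate 1, to 4 without Sirt6mKO replicate 2 or 3, and to 3 without control replicate 2. The division between the stretches was drawn from the values, and the difference between them was not tested. *Pcdhb9* had a signal of 20, 20 and 28 in Sirt6mKO and 108, 101 and 102 in the controls (log2 fold change -2.16, standard error 0.20, limma-trend with Benjamini-Hochberg adjusted p = 9.9e-05). Of 22 tested genes of the neighboring alpha and gamma clusters, 0 were past the thresholds, with 4 at an unadjusted p under 0.05. The paralogs resemble each other, and reads moved between them might lower some members and raise others. The summed signal of the beta genes was 83.2% of that of the controls (exact permutation p = 0.2 with 0.1 the smallest possible), which neither holds the sum level nor lowers it beyond the spread. A shift of reads between paralogs and a change of expression of the first genes therefore cannot be told apart, and no biological explanation was tested.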

How the results depend on the processing

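No test in this part was chosen only after its result was seen, apart from the settings said to be added. The thresholds and all libraries were kept unless a setting says otherwise.

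The scalings moved the counts little. Size factors recomputed by median ratios gave 223 higher and 145 lower genes, the same genes as before. Upper quartile scaling gave 221 and 150, with 218 and 145 shared, library size only gave 217 and 152, with 215 and 145 shared, and limma-trend on log2 CPM with a prior count of 2 gave 220 and 155. They shifted the median log2 fold change of all tested genes by at most 0.02. With robust empirical Bayes 209 genes were higher and 148 lower, with a pseudocount of 0.1 195 and 141, and without a filter on low values 188 and 118, of which 170 and 113 were shared. A mean of at least 1 gave 262 and 152. Of the settings added after seeing the data, the trimmed mean of log ratios gave 223 and 146, a pseudocount of 5 gave 223 and 148, and limma voom on the recovered reads gave 213 and 160, of which 191 and 137 were shared. In none of these did a shared gene change its direction.

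A mean signal of at least 50 left 7394 genes to test, so that 76 were higher and 52 lower, all shared with the 223 and 145, and 14 heat map genes and 1 glycolytic gene were past their thresholds. With an adjusted p alone, 376 genes were higher and 267 lower, since smaller changes count. An adjusted p of at most 0.01 with a fold change of at least 2 gave 93 higher genes, 77 lower genes and 16 heat map genes, as a stricter threshold must. Of the 17 gene lists, camera called 4, fry called 1 and camera with an estimated correlation called 0, with 6, 4 and 2 lists at an unadjusted p under 0.05. The cause of the difference between the list tests was not tested.

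Across the 6 fits that each left out 1 library, the higher genes ran from 97 to 291, the lower genes from 84 to 152, the heat map genes from 15 to 27, the glycolytic genes from 1 to 2, the lists from 4 to 6 and the log2 fold change of *Sirt6* from -0.21 to 0.09. The fits have fewer libraries, but the cause of the unequal effect of single libraries was not tested. The lowest counts of higher genes came without Sirt6mKO replicate 2 (97, of which 91 were among the 223) and without Sirt6mKO replicate 1 (101, of which 87 were), and the highest without control replicate 1 (291, of which 202 were).

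The samples of the groups share a replicate number, but nothing in the paper pairs them. Libraries with the same number had correlations of 0.05, 0.05 and 0.24 across genes, after subtraction of the group means, and the other pairs -0.17 to 0.14, where genes are not independent replicates. With the replicate number as a block, 268 genes were higher and 167 lower (219 and 144 shared), with 30 heat map genes, 2 glycolytic genes and 6 lists. The 2 lists added were the tenocyte markers, at an adjusted p of 0.040, and the erythroid markers, at 0.0047.

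Genes with a change near 0 reversed in some settings, and the cause was not tested. *Sirt6* was at 0.09 without Sirt6mKO replicate 3. *Ldha* was at 0.04 without Sirt6mKO replicate 2 and at 0 without control replicate 1. *Utrn* was at -0.01 with upper quartile scaling, library size only, log2 CPM and limma voom, at 0 without Sirt6mKO replicate 2 and at -0.05 without control replicate 3. *Sirt3* was at 0.25 without control replicate 1, in a range of -0.39 to 0.25 with 1 library left out. *Sirt4* was at 0 with limma voom, at -0.01 without Sirt6mKO replicate 1, at -0.13 without Sirt6mKO replicate 2 and at -0.32 without control replicate 3, in a range of -0.32 to 0.37. *Col3a1* was at -0.03 without Sirt6mKO replicate 3 and at -0.09 without control replicate 3, in a range of -0.09 to 0.20. For the 66 named genes tested, 1110 of 1221 values under an alternative kept their direction and their side of the threshold. A further 82 lost their place past the threshold, 63 of them with a library left out, and 14 gained one.

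Apart from limma voom on the recovered reads, tests on counts were not run, since the deposited values are not counts. Left out were edgeR's quasi-likelihood test with its TMM normalization and size factors in edgeR, the filter filterByExpr, and the Wald test of DESeq2 with and without shrunken fold changes. The depth limits genes of low signal most. In control replicate 3, with 1267629 reads, a signal under 5 rests on at most 2 reads, and 24 of the higher genes had all control libraries at or under 3 reads, so that their fitted fold changes depend on the pseudocount and only a bound against that floor is firm.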

Differences from the paper's values

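The place of *Utrn* among all genes and the reading of *Pfk1* were looked at only after the results were seen, and the other comparisons were not. The paper's count of upregulated genes is 189, and 223 were found here, within 1.5 times of each other. Among the settings, the closest to the paper's value was no filter on low values, with 188 higher genes. Of the settings run, the count was more than 1.5 times above or below the paper's only with a mean of at least 50 (76), without Sirt6mKO replicate 1 (101), without Sirt6mKO replicate 2 (97), without control replicate 1 (291), with an adjusted p alone (376) and with an adjusted p of at most 0.01 (93).

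For the glycolytic genes, the paper's log2 ratios from the RPKM of Supplementary Fig. 2o were 0.34 for *Pdk1*, -0.02 for *Ldha*, -1.53 for *Ldhb*, -0.20 for *Hif1a*, -0.11 for *Gapdh* and 0.60 for *Glut1*, against 0.36, -0.01, -1.44, -0.17, -0.08 and 0.66 here. The paper's *Pfk1* has a log2 ratio of 0.28 and was compared with *Pfkm*, at 0.32 here, since its values, in the order of the columns, followed those of *Pfkm* more closely than those of *Pfkl* or *Pfkp*. None of these values differed beyond its error, taken as the larger of the paper's standard error and the SD within groups here. The paper's values seem to come from the same libraries, so this is no independent check. In the paper's source data for this panel, the last Sirt6mKO column holds the same value for *Ldhb* and *Glut1*, which enters both of its ratios. Taken in the order of the columns, the paper's values for *Ldha* did not rise and fall with the signal here, and the reason was not tested.

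The paper reports no evidence for transcriptional activation, in Sirt6mKO, of glycolytic genes that SIRT6 represses in other cell types. Here *Pfkp*, another phosphofructokinase gene, was higher, with a log2 fold change of 0.74 (limma-trend with Benjamini-Hochberg adjusted p = 0.0082), except without Sirt6mKO replicate 2, where the adjusted p was 0.055 (0.0053 to 0.055 over the alternatives). The longer glycolysis list of 27 genes was higher with camera (adjusted p = 0.0039, median log2 fold change 0.26, 20 genes above 0 and 7 below), though not with fry (0.11) or an estimated correlation (0.53).

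*Col11a1*, which the paper shows among the upregulated genes, was not past the threshold (limma-trend with Benjamini-Hochberg adjusted p = 0.050, above the threshold before rounding). It was past it with upper quartile scaling, library size only, a mean of at least 1, the replicate number as a block and without Sirt6mKO replicate 1, and with a trimmed mean of log ratios, a setting chosen after seeing the values. Its adjusted p ran from 0.0087 to 0.27 over the alternatives.

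The paper states that *Sirt6* is deleted in the Sirt6mKO MuSCs. The gene-level signal differed little, with a log2 fold change of -0.10 (standard error 0.29, limma-trend with Benjamini-Hochberg adjusted p = 0.91). The floxed exons are only 12.5% of the transcript, and a loss of them alone would give -0.19, which this error does not exclude. The values do not resolve exons.

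The paper states that *Utrn* mRNA is very low in MuSCs. In the control MuSCs its mean signal was 2355.33, rank 68 of 15321 protein-coding genes, and per kilobase of exon it was 137.7, at or above 97.4% of these genes, where the median of genes with a mean of at least 5 was 17.0. The measures differ, since the paper makes its statement beside RT-qPCR of MuSCs and not from a rank among genes. No myofibers or muscle were analysed here, so whether *Utrn* is lower in MuSCs than in myofibers cannot be said. The paper reports no increase of *Utrn* in these cells, and the log2 fold change here was 0.01.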

Other observations

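The tests with marker transcripts of other cells as a covariate were chosen only after the results were seen. The marker transcripts used in them had been named beforehand.

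The muscle contraction genes of the heat map encode myofiber proteins, so RNA of myofibers carried into the sorted cells was weighed as a source. The reporting summary gives an incomplete purity for sorted MuSCs. The myofiber list rose as a whole (camera, adjusted p over the 17 lists 1.7e-16, and 2.0e-33 to 1.6e-08 over the other settings of camera), with a median log2 fold change of 1.28 over 40 genes, or 1.25 with genes at the floor set to their bounds, and 0.96 to 1.70 with 1 library left out. The list did not pass with fry (0.11) or an estimated correlation (0.38). Of its 40 genes, 37 were above 0, 10 are in the heat map that the study drew from these libraries, 2 stand in another list, and 35 reach a mean signal of 5 in the control MuSCs, with *Mybpc1* the most abundant at 643.0. The marker transcripts *Ckm*, *Myh4*, *Tnnt3* and *Atp2a1* had medians of 2.05 and 2.22 log2 units over the control mean in Sirt6mKO replicates 1 and 2, but of 0.05 in Sirt6mKO replicate 3, where the muscle contraction genes still reached 1.27. The 26 genes of the list that are neither in the heat map nor among these 4 had medians of 0.95, 1.10 and 0.17 in Sirt6mKO replicates 1, 2 and 3 and of -0.14, 0.17 and -0.09 in the control replicates. With the mean of these 4 transcripts as a covariate, all 11 muscle contraction genes stayed above 0, with a median log2 fold change of 1.29 (rotation test fry of limma, 0.0080), against 2.15 without it. The median was 1.15 to 1.45 when 1 library was left out, and without Sirt6mKO replicate 3, 8 of the 11 were above 0. With the covariate, 3 of the 11 had an adjusted p at or under 0.05. For *Acta1* the value fell from 1.71 to 0.36, whereas *Lmod2* stood at 3.18. With the same covariate, the unadjusted p of these 26 genes as a set was 0.21 with the rotation test fry of limma and 0.040 with camera. Single genes at an unadjusted p under 0.05 were 7. The median of the 26 was 0.20 with the covariate, against 0.84 without it, with 16 above 0. That median was 0.09 to 1.08 with 1 library left out, and 1.08 without Sirt6mKO replicate 3. These values go with RNA of myofibers as a source of part of the rise of the list, while fry and camera differ on what remains with the covariate. The study picked the 11 heat map genes on the same libraries, which favors them in the covariate test, so for these genes myofiber RNA and an effect of the genotype cannot be told apart.

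RNA of fibroblasts was weighed in the same way for the extracellular matrix genes. The fibroblast list rose (camera, adjusted p over the lists 3.2e-06, and 6.7e-09 to 0.010 over the other settings of camera), with a median of 1.33 over 15 genes, 13 of them above 0, 1 in the heat map and 0 in another list. The median was 0.86 without control replicate 1 and 0.86 to 1.78 over the fits with 1 library left out. It passed with camera and not with fry (0.11) or an estimated correlation (0.38). In the control MuSCs 13 of the 15 reach a mean signal of 5, and *Col3a1* is the most abundant at 7209, with a log2 fold change of 0.06. *Dcn*, *Pdgfra*, *Lum* and *Col3a1* had a median of 0.34, 1.71 and 2.02 in Sirt6mKO replicates 1, 2 and 3 and of 0.90 in control replicate 1, whereas the extracellular matrix genes of the heat map were at 1.27, 1.43 and 1.59. Of these 4 transcripts, *Pdgfra* had a signal of 9, 4 and 2 in control replicates 1, 2 and 3, and *Lum* of 11, 3 and 2. In control replicate 3 both lie under the floor of 3 reads, so counting error enters the covariate. With the mean of the 4 transcripts as a covariate, all 11 extracellular matrix genes stayed above 0, at a median of 1.32 (rotation test fry of limma, 0.0056) against 1.23 without it, and 0.93 to 1.71 with 1 library left out, and without control replicate 1, 10 of the 11 were above 0. With the covariate, 1 of the 11 had an adjusted p at or under 0.05. Although the median rose, only *Aplp1* (1.23 to 1.55) and *Itga11* (1.81 to 1.89) rose with the covariate. The other genes fell, among them *Col1a2* from 3.55 to 2.50 and *Tgfbi* from 1.19 to 0.59. The 10 other genes of the list outside the heat map had a median of 0.17 with the covariate (rotation test fry of limma, 0.25), against 0.33 without it, with 8 above 0, and -0.15 to 0.34 with 1 library left out, at -0.15 without Sirt6mKO replicate 1. The 11 genes were likewise picked on these libraries, so for them RNA of fibroblasts, which may have raised part of the list, and an effect of the genotype cannot be told apart.

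The other lists, apart from the immediate early genes and the longer glycolysis list, did not pass with camera and are given here as median log2 fold change and adjusted p. Tenocyte markers had 2.04 (1.46 with bounds) and 0.069, with medians of -0.06, 3.53 and 2.58 in Sirt6mKO replicates 1, 2 and 3. The adjusted p of this list was 6.4e-06 without Sirt6mKO replicate 1, in a range of 6.4e-06 to 0.40 over the settings of camera. It was 0.039 with a mean of at least 1, 0.049 without a filter on low values and 0.049 on log2 CPM. Erythroid markers had -1.53 (-2.06 with bounds) and 0.093, with 2.65 in control replicate 2 alone. Their adjusted p was 0.028 without Sirt6mKO replicate 2, 0.0067 without control replicate 1 and 0.033 without control replicate 3, in a range of 0.0047 to 0.90, and it was 0.039 with a mean of at least 1 and 0.049 without a filter. Endothelial markers had 0.20 and 0.71, mural markers 0.09 and 0.31, and Schwann cell markers -0.06 and 0.71. The markers of quiescent MuSCs had 0.00 and 0.35, those of myogenic commitment 0.00 and 0.71, and the sirtuins 0.05 and 0.71. The cell cycle genes of Supplementary Fig. 3c had -0.19 and 0.31, the activation genes of Supplementary Fig. 3d -0.09 and 0.31, and the stress genes of Supplementary Fig. 3e -0.04 and 0.71. Without Sirt6mKO replicate 3 the cell cycle and the activation genes both had an adjusted p of 0.023, in ranges of 0.023 to 0.70 and 0.023 to 0.66. The glycolytic genes of Supplementary Fig. 2o had 0.32 and 0.40, and the genes around utrophin 0.01 and 0.41.

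Of the genes that the paper follows in other experiments, *Utrn* had a signal of 2381, 2404 and 2310 in Sirt6mKO and 2375, 2506 and 2185 in the controls, and *Mstn* was too low to test, with 2, 8 and 3 against 4, 4 and 0. *Myod1* had a log2 fold change of -0.86 (standard error 0.22, limma-trend with Benjamini-Hochberg adjusted p = 0.045), which passed in only 1 of the 6 fits that left out a library, the one without control replicate 1, and its adjusted p ran from 0.0015 to 0.17 over all alternatives. *Sirt5* had -0.89 (standard error 0.22, limma-trend adjusted p = 0.036), which passed in none of these 6 fits, where it ran from -0.94 to -0.79, and its adjusted p ran from 0.025 to 0.16 over all alternatives. The other sirtuins apart from *Sirt6* lay between -0.09 and 0.25, with limma-trend adjusted p values of 0.60 or more.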
